# β-adrenergic signaling triggers enteric glial reactivity and acute enteric gliosis during surgery

**DOI:** 10.1186/s12974-023-02937-0

**Published:** 2023-11-08

**Authors:** Patrick Leven, Reiner Schneider, Linda Schneider, Shilpashree Mallesh, Pieter Vanden Berghe, Philipp Sasse, Jörg C. Kalff, Sven Wehner

**Keywords:** Enteric glia, *RiboTag*, Gut inflammation, Postoperative ileus, Sympathetic nervous system, Neuroimmunology, Adrenergic Signaling

## Abstract

**Background:**

Enteric glia contribute to the pathophysiology of various intestinal immune-driven diseases, such as postoperative ileus (POI), a motility disorder and common complication after abdominal surgery. Enteric gliosis of the intestinal *muscularis externa* (*ME*) has been identified as part of POI development. However, the glia-restricted responses and activation mechanisms are poorly understood. The sympathetic nervous system becomes rapidly activated by abdominal surgery. It modulates intestinal immunity, innervates all intestinal layers, and directly interfaces with enteric glia. We hypothesized that sympathetic innervation controls enteric glia reactivity in response to surgical trauma.

**Methods:**

*Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^ mice were subjected to a mouse model of laparotomy or intestinal manipulation to induce POI. Histological, protein, and transcriptomic analyses were performed to analyze glia-specific responses. Interactions between the sympathetic nervous system and enteric glia were studied in mice chemically depleted of TH^+^ sympathetic neurons and glial-restricted *Sox10*^*iCreERT2*^*/JellyOP*^*fl/*+^*/Rpl22*^*HA/*+^ mice, allowing optogenetic stimulation of β-adrenergic downstream signaling and glial-specific transcriptome analyses. A laparotomy model was used to study the effect of sympathetic signaling on enteric glia in the absence of intestinal manipulation. Mechanistic studies included adrenergic receptor expression profiling in vivo and in vitro and adrenergic agonism treatments of primary enteric glial cell cultures to elucidate the role of sympathetic signaling in acute enteric gliosis and POI.

**Results:**

With ~ 4000 differentially expressed genes, the most substantial enteric glia response occurs early after intestinal manipulation. During POI, enteric glia switch into a reactive state and continuously shape their microenvironment by releasing inflammatory and migratory factors. Sympathetic denervation reduced the inflammatory response of enteric glia in the early postoperative phase. Optogenetic and pharmacological stimulation of β-adrenergic downstream signaling triggered enteric glial reactivity. Finally, distinct adrenergic agonists revealed β-1/2 adrenoceptors as the molecular targets of sympathetic–driven enteric glial reactivity.

**Conclusions:**

Enteric glia act as early responders during post-traumatic intestinal injury and inflammation. Intact sympathetic innervation and active β-adrenergic receptor signaling in enteric glia is a trigger of the immediate glial postoperative inflammatory response. With immune-activating cues originating from the sympathetic nervous system as early as the initial surgical incision, adrenergic signaling in enteric glia presents a promising target for preventing POI development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-023-02937-0.

## Background

The enteric nervous system (ENS), consisting of enteric neurons and enteric glia, is a branch of the autonomous nervous system that governs various functions throughout the alimentary tract, such as gastric motility, fluid homeostasis, and blood flow [1]. Enteric glia are diverse neuroglia, displaying several subtypes based on morphology and location in intestinal structures [1]. Most enteric glia also show a unique co-expression pattern of SRY-Box transcription factor 10 (SOX10) together with either the glial markers S100B or glial fibrillary acidic protein (GFAP) [2], or proteolipid protein 1 (PLP1) [2, 3].

At first, enteric glia were mainly considered solely as neuron-supporting cell populations of the ENS, providing nutrition and protection for enteric neurons [1]. More recent studies provided new insights into enteric glia involvement in gastrointestinal (GI) homeostasis [1] and discovered their vital role in chronic [4] and acute [5] gut inflammation. Enteric glia switch to a reactive state during gut inflammation, altering their morphology, expression pattern, and functional character [1]. So far, broader enteric glial reactivity in POI has only been analyzed in vivo in the full tissue context, also described as a POI-related “enteric gliosis”, but cell-intrinsic molecular responses of enteric glia and their primary activating mechanism were still missing. We termed the reactive inflammatory tissue state of the muscularis externa tissue “enteric gliosis” [5] as it shares molecular expression patterns with tissue gliosis in the central nervous system (CNS). Notably, this CNS gliosis is defined by the reactivity of glial cells, such as microglia, oligodendrocytes, and most importantly, astrocytes [6], the counterpart to enteric glia, which become activated during neuroinflammation in chronic disease states [7, 8] and after neurological traumata [9].

Part of the enteric gliosis state are reactive enteric glia, which modulate their microenvironment by secreting cytokines and chemokines like interleukin (IL)-6, C–C motif chemokine ligand (CCL)-2 [5, 10], and C–X–C motif chemokine ligand (CXCL)-10 [11], pro-inflammatory molecules, such as nitric oxide [12], and molecules that elicit an anti-inflammatory response, including glial cell-derived neurotrophic factor (GDNF) [13] and S-Nitrosoglutathione [14].

Although a comprehensive picture of reactive enteric glia in intestinal inflammation is still missing, recent studies provide evidence about stimuli being able to induce gliosis in the gut. These include lipopolysaccharide (LPS) [15], cytokines such as interleukin (IL)-1β [10], tumor necrosis factor (TNF)α [16], and interferon-gamma (IFNγ) [17], as well as purines, e.g., ADP [4] or ATP [5]. The latter is released by both intrinsic and extrinsic enteric neurons innervating the gut and is co-released with norepinephrine (NE) from sympathetic neurons. NE is the principal neurotransmitter of the sympathetic nervous system (SNS) [18], known to interact with enteric glia through adrenergic receptors [19]. More recently, several publications highlighted the involvement of the SNS in inflammation-based infectious [20] and non-infectious bowel diseases [21] and its ambivalent effect on the inflammatory milieu, depending on the disease stage, neurotransmitter concentration, and receptor binding [22].

We recently showed that the SNS affects the postoperative inflammatory immune cell milieu in postoperative ileus (POI) and functionally impacts the disease progression [23]. POI is a frequent transient GI-motility disorder and complication of abdominal surgery. Patients with POI suffer from nausea, abdominal distension pain, reduced oral food tolerance, delayed recovery, and finally, an extended hospitalization phase with a high medico-economic burden on our health care systems [24]. A prominent response to abdominal surgery is a dysbalance of the sympathetic and parasympathetic inputs of the intestine towards sympathetic overactivation. Notably, this sympathetic overactivity is already induced by the skin incision [25], and the subsequent surgical manipulation of the intestine (or other visceral organs) enhances this overactivity. Hallmarks of enteric gliosis have been identified as part of POI (5, 10, 26) and are discussed to be of potential value for therapeutic interventions in POI and other intestinal inflammation-driven diseases [26]. As SNS-released mediators directly act on enteric glia [19, 27], we hypothesized that adrenergic signaling might be an early trigger of acute postoperative enteric glial reactivity in the onset phase of POI.

To test this hypothesis, we used *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^ mice to extract cell-specific mRNA from hemagglutinin-labeled ribosomes of enteric glia [28, 29] within three phases of POI: the immediate initiation phase, the manifestation, and the resolution phase. We found striking evidence of strong enteric glial reactivity in the immediate postoperative phase. Furthermore, we discovered that laparotomy, the first step of abdominal surgery, which does not include manipulation of any other visceral organs, is sufficient to trigger enteric glial activation in the intestine. Sympathetic denervation studies, live calcium imaging in ex vivo ganglia, enteric glia-restricted optogenetic activation of β-adrenergic downstream signaling in *Sox10*^*iCreERT2*^*/JellyOP*^*fl/*+^*/Rpl22*^*HA/*+^ mice, and stimulation of primary EGC cultures gave insight into the distinct β-adrenergic signaling pathways triggering enteric glial reactivity in POI.

## Materials and methods

### Materials

#### Animals

*Sox10*^*iCreERT2*^ (*B6-Tg(Sox10-icre/ERT2)388Wdr/J*) mice were crossbred with *Rpl22*^*HA/*+^ (*B6N.129-Rpl22tm1.1Psam/J*)/ tdTomato (*B6;129S6-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze*) mice. Additionally, *Sox10*^*iCreERT2*^*/RiboTag/tdTomato* were crossbred with *JellyOP* mice (*CD1-Gt(ROSA)26Sor*^*em1(CAG−JellyOp−eGFP)*^; Additional file 1: Method S2, S3) [30] for optogenetic activation experiments. Animals were housed under SPF conditions in the central housing facility or our laboratory (Immunpathophysiology, University Hospital Bonn, Bonn, Germany). Male mice (10–12 weeks) were used in the intestinal manipulation and laparotomy experiments, and mice of both sexes (10–20 weeks) were used for optogenetic activation experiments and pharmacological modification with reserpine and tyramine carried out under German federal law (Az.: 81-02.04.2016 A367 and 81-02-04-02018.A221, 84–02.04.2017.A114).

Inducible Cre was activated by intraperitoneal injections of 100 µl Tamoxifen [MP Biomedicals, Irvine, CA, USA] dissolved in 10% ethanol and 90% sterile corn oil (final concentration 10 mg/ml) for three consecutive days. Experiments were performed one week after the last injection.

Calcium imaging studies were conducted on female *Wnt1-Cre; R26R-GCaMP3* mice as approved by the Animal Ethics Committee of the University of Leuven (Belgium) in the laboratory of Pieter Vanden Berghe.

#### In vivo optogenetic activation of adrenergic signaling in enteric glia

*Sox10*^*iCreERT2*^*/RiboTag/tdTomato*/*JellyOP* animals and *JellyOP*-negative littermate controls received pain medication (Tramadol [Grünenthal, Aachen, NRW, DE]; i.p.) 15 min before surgery. During surgery, animals were anesthetized with Isoflurane and kept on a heating pad to stabilize body temperature. After abdominal shaving, the abdominal cavity was opened (2 cm incision) along the *linea alba* and held open by clamps while the small bowel was gently lifted and placed on gauze. The *JellyOP* construct was activated with supramaximal blue light (470 nm, > 0.5 mW/mm^2^) at a distance of 10 cm for 15 min with regular moisturization with saline. Activation of the *JellyOP* construct triggers a G_s_ signaling cascade downstream from 1D4, that resembles activation by β-adrenergic stimulation. The intestine was gently replaced, and the opened cavity was sutured. Animals were replaced in their cages and slowly woke from the narcosis under heating lamps during the following 30 min. Animals received further pain medication orally (Tramadol [Aliud Pharma, Laichingen, BW, DE]) via their water supply.

#### Post-operative ileus (POI) model

Animals received pain medication (Tramadol [Grünenthal, Aachen, NRW, DE]; i.p.) 15 min before surgery. During surgery, animals were anesthetized with Isoflurane and kept on a heating pad to stabilize body temperature. After abdominal shaving, the abdominal cavity was opened (2 cm incision) along the *linea alba* and held open by clamps, while the small bowel was gently lifted and placed on gauze (Fig. 1A). The small bowel was mechanically manipulated by light pressure with moist cotton swaps in a rolling motion towards the *Caecum* (2x). The intestine was gently replaced, and the opened cavity was sutured. Additionally, we performed a modified laparotomy model in which no manipulation was performed. Animals were replaced in their cages and slowly woke from the narcosis under a red light during the following 30 min. Animals received further pain medication orally (Tramadol [Aliud Pharma, Laichingen, BW, DE]) via their water supply.

**Fig. 1:**
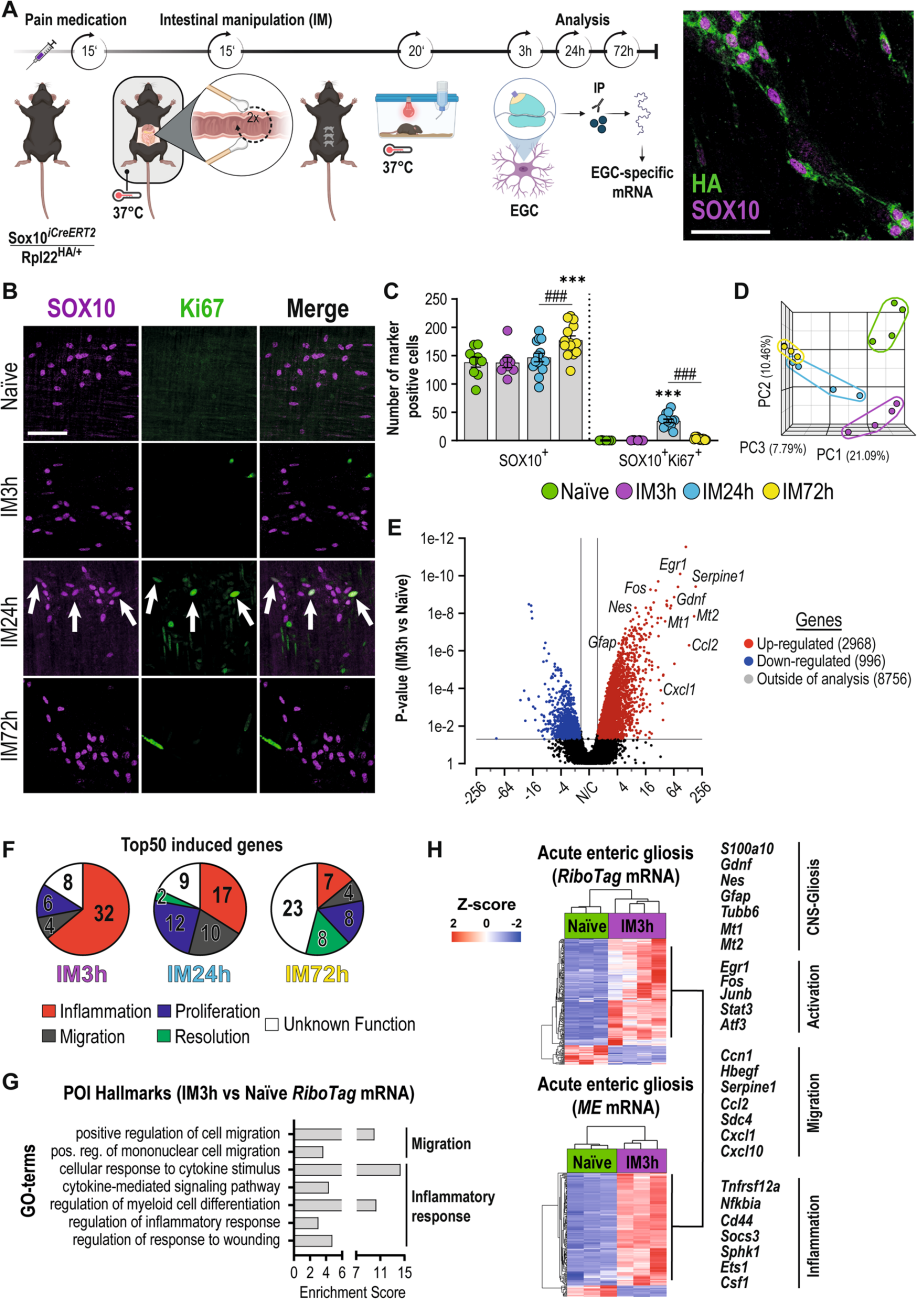
Enteric glia react to mechanical stimuli and transition into an acute gliosis state. **A** Schematic description of the surgical procedure (intestinal manipulation, IM) with follow-up *RiboTag* approach in *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^ enteric glia and immunohistological image of HA (green) and SOX10 (magenta) co-expression in *ME*. Scale bar (100 µm). The *RiboTag* procedure was performed 3 h, 24 h, or 72 h after surgery. **B** Confocal images of SOX10 (magenta) and Ki67 (green) expression in whole mounts of small bowel *ME* at different time points. Scale bar (100 µm). **C** Histological analysis (mean ± SEM) of SOX10^+^ and SOX10^+ ^Ki67^+^ cells per field of view (n = 6–14 animals per time point; mean counts of 5 images per n ± SEM; two-way ANOVA, to naive *** < 0.01, between IM24/IM72h ### < 0.01). **D** Principal component analysis (PCA) of a bulk RNA-Seq of *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^ *RiboTag* mRNA at different time points. **E** Volcano plot for actively transcribed genes at IM3h in *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^enteric glia with significantly differentially transcribed genes (p-value < 0.05, >  ± twofold) marked in red (upregulated) and blue (downregulated) and annotation of notable genes. **F** Venn diagrams of the top 50 induced genes at IM3h, IM24h, and IM72h separated into clusters. **G** Analysis of enriched GO-terms in mRNA from *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^enteric glia for POI hallmarks related to migration and inflammatory response. **H** RNA-Seq heat maps for naïve and IM3h samples of *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^*RiboTag* mRNA and total RNA “acute enteric gliosis” induction and an indication of genes related to key POI hallmarks. (n = 3–4 animals per time point)

#### Gastrointestinal transit

Animals received 100 µl of FITC-dextran [Sigma Aldrich, St. Louis, MO, USA] via gavage and rested for 90 min without additional food or water. Subsequently, animals were sacrificed, intestines eventrated, and separated into segments (stomach 1; small bowel 2–11, ~ 3 cm each; caecum 12; colon 13–15, ~ 2 cm each). Segments were flushed with Krebs–Henseleit buffer (Additional file 1: Table S1), and eluates were analyzed for FITC fluorescence. The geometric center was calculated to generate GI-transit time for naïve, Lap 24 h, IM 24 h, and IM 72 h animals.

#### Sympathetic denervation

*Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^*mice* were injected with 250 µl 6-Hydroxydopamine (6-OHDA; 80 mg/kg body weight in saline [Sigma Aldrich, St. Louis, MO, USA]) for three consecutive days as described before [23]. Animals rested for fourteen days after the final injection before subsequent experiments were performed.

#### Pharmaceutical adrenergic modulation (reserpine and tyramine)

*Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^mice were injected s.c. with 100 µl reserpine (20 mg/kg body weight in saline [#83,580, Sigma Aldrich, St. Louis, MO, USA]) adapted from [31] and kept for 24 h. Animals subsequently underwent laparotomy as described above (with and without prior administration of reserpine) and were sacrificed 3 h later.

*Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^ mice were injected i.p. with 100 µl tyramine (100 mg/kg body weight in saline [#W421501, Sigma Aldrich, St. Louis, MO, USA]) adapted from [32] or 100 µl saline and sacrificed 3 h later.

#### Primary murine enteric glial cell (EGC) cultures

Primary EGC cultures were generated from small bowel *muscularis externa (ME)* of 8–12-week-old *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^*/Ai14*^*fl/fl*^ mice. Briefly, the intestine was eventrated, flushed with oxygenated Krebs–Henseleit buffer (cell culture; Additional file 1: Table S1), dissected into 3–5 cm long segments, and transferred to ice-cold, oxygenated Krebs–Henseleit buffer. *ME* tissue was mechanically separated from the mucosal layer, centrifuged (300 g, 5 min), and digested in dissociation buffer (Additional file 1: Table S1) in a water bath (15 min, 37 °C, 150 rpm). The enzymatic reaction was stopped by the addition of 5 ml DMEM + 10% FBS [Sigma Aldrich, St. Louis, MO, USA], centrifugation (300 g, 5 min), and resuspension in proliferation media (Additional file 1: Table S1). Cells were kept in proliferation media for 7 days (37 °C, 5% CO_2_) before dissociation with trypsin (0.25%, 5 min, 37 °C) [Thermo Fisher Scientific, Waltham, MA, USA] and seeding on Poly-L-Ornithine [Sigma Aldrich, St. Louis, MO, USA] coated 6-well plates at 50% confluence in differentiation media (Additional file 1: Table S1). Cells were differentiated for seven days before treatment with norepinephrine (NE; 10 µM, 100 µM), adrenergic receptor (AR) agonists (β-AR/isoprenaline (1 µM, 10 µM); α2a-AR/guanfacine (10 µM); β3-AR/CL-316243 (10 µM) [all Tocris Bioscience, Bristol, UK]), or forskolin [#HY-15371, MedChemExpress, Monmouth Junction, NJ, USA] in PBS for 3 h or 24 h. Cell culture constituted mainly of enteric glia (> 85%) and small amounts of fibroblasts (< 10%), described in more detail in [5]. Conditioned media was used for ELISA analysis, and cells were processed for RNA analysis.

#### In vitro optogenetic activation of adrenergic signaling in enteric glial cell cultures

*JellyOP*^fl/+^ animals were used to isolate primary enteric glial cells as described above. Cells were transfected with 1 µl (1.69 × 10^8^ VG/ml) of an rAAV2/1-hGFAP-NLS-Cre virus construct (“AAV-GFAP-Cre”; Additional file 1: Method S4) to activate the JellyOP construct and subsequently differentiated for seven days. Differentiated cells were subjected to four consecutive 1 min pulses of blue light (470 nm, 32 µW/mm^2^) in a custom-built illuminator for cell culture plates. Media from illuminated and dark-kept cells was used for ELISA.

#### Calcium imaging

Female *Wnt1-Cre;R26R-GCaMP3* mice were killed by cervical dislocation, as approved by the Animal Ethics Committee of the University of Leuven (Belgium). These mice express the fluorescent Ca^2+^ indicator GCaMP3 in all enteric neurons and glia [33, 34].

The ileum was carefully removed, opened along the mesenteric border, and pinned flat in a sylgard-lined dissection dish in cold O_2_/CO_2_ (95%/5%) suffused Krebs buffer (120.9 mM NaCl; 5.9 mM KCl; 1.2 mM MgCl_2_; 1.2 mM NaH_2_PO_4_; 14.4 mM NaHCO_3_; mM 11.5 Glucose; 2.5 mM CaCl_2_). The mucosa, submucosa, and circular muscle were removed by microdissection to expose the myenteric plexus. These preparations were stabilized over an inox ring using a matched o-ring [35], which was mounted in a cover glass bottom chamber on the microscope stage. 3D recordings of the GCaMP3 were made on an inverted spinning disk confocal microscope (Nikon Ti—Andor Revolution—Yokogawa CSU-X1 Spinning Disk [Andor, Belfast, UK]) with a Nikon 20 × lens (NA 0.8), excitation 488 nm and detection 525/50 nm. A Piezo Z Stage controller (PI) was used to record fast 3D stacks at 2 Hz. Tissues were constantly supplied with oxygenated Krebs buffer via a gravity-fed perfusion system that allowed instantaneous switching between control and high K^+^, Substance P (10^–5^ M, to identify the glia network, [36]) or isoprenaline (10^–5^ M) containing Krebs buffer. The tissues were constantly perfused by O_2_/CO_2_ (95%/5%) suffused Krebs buffer containing 2 µM nifedipine to prevent most of the muscle contractions.

#### Analysis of calcium imaging

All calcium image analysis was performed with custom-written routines (available via [37]) in Igor Pro [Wavemetrics, Lake Oswego, OR, USA]. Image registration was performed in Fiji using the descriptor-based registration algorithm developed by Preibish et al. [38]. Registered images were further analyzed in Igor 8, and regions of interest were drawn to extract temporal information. Peak amplitude calculation was performed using custom-written procedures as previously described [37, 39]. The average Ca^2+^ signal intensity was calculated, normalized to the initial GCaMP3 signal, and reported as F/F_0_.

#### Immunohistochemistry

Immunohistochemistry was performed on terminal ileum parts. Briefly, the ileum was placed in Sylgard gel-covered Petri dishes and opened along the mesentery. After fixation with 4% PFA for 20 min, mucosal-free *ME* whole mounts were prepared through mechanical separation of both layers. Next, whole mounts were permeabilized (1% Triton X-100/PBS; RT, 20 min) and blocked with (5% donkey serum, 0.25% Triton X-100/PBS; RT, 1 h) before antibody incubation (primary: 4 °C, overnight; secondary: 1.5 h, RT; Additional file 1: Table S2).

#### Microscopy imaging

Widefield images used for quantitative analysis of proliferation, numbers of SOX10 positive cells, and MPO infiltration were obtained on a Nikon Eclipse TE2000-E with a magnification of 20 × and a field of view of 397 µm × 317 µm or a Nikon Eclipse T*i*2 with a magnification of 20 × and a field of view of 769 µm × 769 µm. Representative images are confocal slices obtained with a Leica SP8 AOTF confocal microscope using a 40 × objective.

#### Hanker-Yates histology

Hanker-Yates staining was performed on the terminal ileum. Briefly, the ileum was pinned to Sylgard gel-covered Petri dishes and opened along the mesentery. After fixation with pure ethanol for 10 min, mucosal-free *ME* whole mounts were prepared by mechanically separating both layers. Before mounting, whole mounts were subjected to Hanker-Yates myeloperoxidase staining solution (RT, 10 min).

#### Western Blot

A BCA protein assay kit [Thermo Fisher Scientific, Waltham, MA, USA] was used to assess protein lysate concentrations. SDS-PAGE was performed with 100 µg of protein. The primary and secondary antibodies (Additional file 1: Table S2) were incubated overnight at 4 °C and 1 h at RT, respectively.

#### ELISA

Conditioned media from EGC cultures treated with NE or agonists for the indicated time points was collected, centrifuged (5000*g*, 5 min), and snap-frozen in liquid nitrogen. According to the manufacturer's instruction manual, media was analyzed for IL-6 release with an ELISA kit [R&D Systems, Abingdon, GB].

#### RiboTag approach

*RiboTag* immunoprecipitation was performed according to a previously established protocol (Additional file 1: Method S1, [28]). Briefly, the muscle layer of the whole small bowel tissue was mechanically separated from the mucosal layer and placed in RNA*later* [Thermo Fisher Scientific, Waltham, MA, USA]. Muscle tissue was lysed on a Precellys homogenizer [Bertin Instruments, Montigny-le-Bretonneux, FR] (3 × 5000 rpm, 45 s; 5 min intermediate incubation on ice) in pre-cooled homogenization buffer (Additional file 1: Table S1), centrifuged (10 min, 10,000*g*, 4 °C), and supernatants saved. “Input” controls were generated from 50 µl cleared lysate. Samples were incubated with anti-HA antibody (5 µl; 1 mg/ml; Additional file 1: Table S2; 4 h, 4 °C, 7 rpm). Lysate/Antibody conjugates were added to 200 µl of washed A/G dynabeads [Thermo Fisher Scientific, Waltham, MA, USA] and incubated (overnight, 4 °C, 7 rpm). Beads were washed thrice with high salt buffer (Additional file 1: Table S1). Ribosomes containing specific mRNA were eluted from beads, and RNA was extracted with a Qiagen micro kit.

#### cDNA Synthesis and quantitative PCR Analysis

Purified RNA (10 µg) was transcribed with the Applied Biosystems™ High-Capacity cDNA Reverse Transcription Kit [Applied Biosystems, Foster City, CA, USA] according to the manufacturer's instruction manual. cDNA (1:10 diluted) was added to SYBR™ Green PCR Master Mix [Applied Biosystems, Foster City, CA, USA] and analyzed by qPCR [Applied Biosystems, Foster City, CA, USA] (Additional file 1: Table S3).

#### RNA-Seq analysis

Libraries were prepared with QuantSeq 3′ mRNA-Seq Library Prep Kit [Lexogen, Greenland, NH, USA] and sequenced (single-end 50 bp, 10 M reads) on an Illumina Hiseq 2500. “Partek Flow” software was used to analyze RNA-Seq data (Lexogen pipeline 12,112,017), and Ensemble transcripts release 99 for mm10 mouse alignment. The pipeline consisted of two adapter trimming and a base-trimming step with subsequent quality controls (QC). Reads were aligned with star2.5.3, followed by a post-alignment QC, and quantification to an annotation model. Normalized counts were subjected to principal component and gene set analysis. 

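The deposited files were tested for how their values were scaled. The count tables hold estimated counts per transcript for the *RiboTag* libraries and, in 2 tables, per gene and per transcript for total *ME* RNA, and 31.0% to 67.0% of the values in a table are not whole numbers. The group means after intestinal manipulation in the authors' comparison tables were checked for transcripts above a minimum mean. For the *RiboTag* libraries they lay within 1% of plain mean counts for 97.4%, 97.7% and 97.0% of these transcripts at 3 h, 24 h and 72 h, so that no scaling for library size is in them. In the comparison table of *ME* libraries, group means at these time points lay within 1% of mean CPM, counts scaled to a common library total, for 93.8%, 97.4% and 97.9% of such transcripts.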

Pipeline information can be found within our uploaded sequencing files (*GSE198889*).

#### Statistical analysis

Statistical analysis was performed with Prism 9.0 [GraphPad, San Diego, CA, USA] using Student's t-test, multiple unpaired t-test, one-way, or two-way ANOVA as indicated in the figure legends. Significance to controls is resembled by *, while significance to other samples is indicated by ^#^. All plots are mean ± SEM. Animals for experiments were age- and sex-matched and randomly assigned to the experimental groups.

## Results

### Intestinal inflammation induces enteric gliosis during post-operative ileus development

In a previous study, we re-defined the inflammatory state of the post-operative *ME*, containing reactive enteric glia, based on a publication-based gene selection associated with the term “gliosis” in the CNS [5] and termed this condition “enteric gliosis”. As the underlying gene selection only defined the overall transcriptional inflammatory responses of the enteric glial-containing tissue but did not reflect individual cell-type-specific changes of enteric glia, we aimed to precisely determine their reactivity and better understand their role during acute inflammation. Therefore, we assessed the transcriptional changes of enteric glia by a *RiboTag* approach. 

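*RiboTag* mice carry an HA tag on the ribosomal protein RPL22 of cells that express a Cre recombinase, here glial cells through the *Sox10* promoter, and mRNA bound to tagged ribosomes is precipitated from the *ME* with an antibody to HA. The authors sequenced 3′ end libraries of this RNA from naïve mice and from mice at 3 h, 24 h and 72 h after intestinal manipulation (IM3h, IM24h and IM72h). They aligned the reads to mm10 and deposited estimated counts per transcript. Sample labels list 4 libraries in every group, whereas the tables hold 3 naïve libraries and 4 at each time point. The same 3 naïve libraries stand in the tables of all time points, with a largest difference of 0 over the 38199 transcripts the tables share. Names in the tables carry no replicate number, so it is unknown which of the labelled naïve libraries is not analysed here, and libraries are numbered here in the order of their names within a group.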

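Total counts per library ranged from 4831855 to 4938879 in naïve mice (median 4858563), from 5674277 to 7899493 at IM3h (median 6946573), from 4063028 to 5248936 at IM24h (median 4518841) and from 3010306 to 3857087 at IM72h (median 3434659). AY036118, a transcript inside an rRNA gene, took up part of these totals, and without it they ranged from 4248114 to 4728490 in naïve mice, from 5291294 to 7410141 at IM3h, from 1702478 to 4083376 at IM24h and from 663808 to 1619377 at IM72h. Counts of transcripts were summed to genes and rounded to whole numbers. Each time point was then compared with naïve mice by the quasi-likelihood test of edgeR (two-sided) after TMM normalization, which covered the 16053, 15304 and 13572 genes that passed edgeR's filter on low counts at IM3h, IM24h and IM72h. As in the paper, a gene was counted as higher or lower at an unadjusted p under 0.05 and a change of more than 2-fold. Adjusted p-values are Benjamini-Hochberg values over all genes tested in the comparison, and normalized counts are CPM on TMM-scaled library totals. A group whose libraries all had 3 counts or fewer was treated as being at the floor, and changes against it are given as lower bounds.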

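Genes that mark 5 cell types were compared between the 3 naïve *RiboTag* libraries and 3 naïve libraries of total *ME* RNA, after dividing each count by the geometric mean count of *Actb*, *Hsp90ab1* and *Rplp1* in its library. The fractions were quantified in separate tables, and by the sample labels they come from different Cre lines. The glial gene *Sox10*, on chromosome 15 from 79154908 to 79165240 in mm10, was 61.0-fold as abundant in *RiboTag* as in *ME* libraries, with 1224 ± 598 CPM of the library total (SD, n = 3) against 13.4 ± 2.26 CPM (SD, n = 3). *S100b*, on chromosome 10 from 76253853 to 76261159, was 19.2-fold as abundant, with 944 ± 168 CPM (SD, n = 3) against 31.0 ± 6.04 CPM (SD, n = 3). For both genes every *RiboTag* library lay above every *ME* library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). The ratio was 0.714 for *Ano1* and 0.263 for *Hcn4* of interstitial cells of Cajal, 0.793 for *Tac1* and 1.13 for *Tubb3* of enteric neurons, 0.876 for *Cnn2* and 0.744 for *Myocd* of smooth muscle cells, and 0.737 for the macrophage gene *Cx3cr1*. Of these 7 genes, *Hcn4* and *Cx3cr1* had no overlap between the fractions, which chance alone gives for 10% of genes. The ratio of the macrophage gene *Arg1* was 6.70 and rested on 1 *RiboTag* library with 130 counts, without which it was 0, and it was 10.1 without either of the other 2 *RiboTag* libraries. Without *RiboTag* library 2 the ratio was 40.0 for *Sox10*, 0.0924 for *Hcn4*, 0.415 for *Tac1* and 0.403 for *Tubb3*. Division by the library total gave 91.7 for *Sox10* and 30.5 for *S100b*, and it brought *Ano1* (1.09), *Tac1* (1.18), *Cnn2* (1.35), *Myocd* (1.23) and *Cx3cr1* (1.18) above 1.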

The *RiboTag,* in conjunction with a *Sox10*^*iCreERT2*^ system (Fig. 1A, [28]), enabled the isolation of actively transcribed mRNA from enteric glia-specific HA-tagged ribosomes and subsequent RNA-Seq analysis with glial mRNA (Additional file 2: Fig. S1A). Enteric glia reactivity was induced through a standardized model of intestinal inflammation resulting in post-operative ileus (POI). A proper tissue response was confirmed by our previously defined enteric gliosis gene panel [5]. POI progresses in three stages, and the selection of representative time points 3 h, 24 h, and 72 h after intestinal manipulation (IM) enabled us to define the molecular responses within the early/immediate phase (IM3h), inflammatory/manifestation phase (IM24h), and recovery/resolution phase (IM72h). IM (Fig. 1A) triggered acute gut inflammation in the *muscularis externa* (*ME*) (Additional file 2: Fig. S1B), with a decrease in gastrointestinal motility (Additional file 2: Fig. S1C) and an induction of a substantial influx of infiltrating leukocytes (Additional file 2: Fig. S1D) peaking at IM24h, confirming that *Sox10*^*iCreERT2*^* RiboTag* mice develop POI. The existence of enteric gliosis was shown by increased protein expression of GFAP and vimentin (VIM) during POI progression (Additional file 2: Fig. S1E). Notably, the number of Sox10^+^Ki67^+^ enteric glia in the *ME* increased at IM24h (35 ± 3 vs. 0.17 ± 0.15 cells/ field of view) but not at IM3h (0.5 ± 0.18 cells/ field of view). SOX10^+^ Ki67^+^ enteric glia numbers dropped to baseline levels at IM72h (3 ± 0.6 cells/ field of view) (Fig. 1B, C), indicating the presence of a timely-limited trigger of glial cell proliferation in the acute phase of inflammation. Supportively, total numbers of SOX10^+^ enteric glia increased at IM72h compared to naïve and IM24h time points (Fig. 1C), showing that molecular features of proliferation indeed resulted in increased EGC numbers in the recovery phase. These changes coincided with POI hallmarks and an overall strong transcriptional response related to inflammation in the *ME* (Additional file 2: Fig. S1B).

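Total RNA of the *ME* was sequenced from 3 naïve mice, 3 mice at IM3h, 4 at IM24h and 4 at IM72h, and the authors deposited estimated counts for 24601 genes. Total counts per library ranged from 6603170 to 9862170 in naïve mice (median 9284188), from 8935917 to 9937045 at IM3h (median 9361184), from 6919913 to 8537035 at IM24h (median 8259788) and from 9779868 to 12866062 at IM72h (median 10982810). The sample labels give a *Gfap*-Cre line for naïve mice and IM3h and a *Sox10*-dependent line for IM24h and IM72h, whereas the paper's title of Fig. S1, which holds heat maps of *ME* RNA, names *Sox10*-dependent mice. Numbers in the library names form 3 ranges, the first for naïve and IM3h libraries and 1 each for IM24h and IM72h, so line and possible sequencing run cannot be told apart from the later time points. The counts were compared as for the *RiboTag* libraries, over 15333 genes at IM3h, 16328 at IM24h and 16592 at IM72h.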

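In the *ME*, 1739 genes were higher and 1095 lower at IM3h than in naïve mice, 1978 were higher and 1848 lower at IM24h, and 2847 were higher and 2592 lower at IM72h. Of these calls, 1564 and 857 at IM3h, 1646 and 1456 at IM24h, and 2767 and 2534 at IM72h also had an adjusted p under 0.05. Scaling decided the balance of directions most, and without it 1486 genes were higher and 1400 lower at IM3h, 4202 and 862 at IM24h, and 8092 and 743 at IM72h, with the median log2 fold change of all genes at −0.15, 0.53 and 0.98 in place of 0.00, 0.02 and 0.02. Scaling by the 3 genes *Actb*, *Hsp90ab1* and *Rplp1* instead gave 991 higher and 2613 lower, 1058 and 2830, and 1380 and 5493, with medians of −0.41, −0.35 and −0.58. With TMM normalization these 3 genes themselves differed from each other. Their log2 fold changes ranged from −0.40 to 1.05 at IM3h, from −0.17 to 1.30 at IM24h and from −0.22 to 1.65 at IM72h. All *ME* libraries at IM3h lay above all naïve libraries for 3874 genes and below them for 3479, where chance gives 10% for both directions together.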

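Among the 11 inflammatory genes of Fig. S1B, 10 could be tested in the *ME* at IM3h, and 8 of them were higher, with a median log2 fold change of 2.41 and 9 positive values, all 9 at an adjusted p under 0.05. *Ccl24* had too few counts for the test at that time, and *Il16* fell by 1.02 on the log2 scale (standard error 0.42, edgeR adjusted p = 0.0901). At IM24h and IM72h all 11 genes had positive changes, with medians of 2.68 and 2.32, and 10 and 11 of them had an adjusted p under 0.05. Adjusted over the list alone, 9 genes were higher and 1 lower at IM3h, 11 were higher at IM24h and 11 at IM72h. *Ccr2*, on chromosome 9 from 124101950 to 124113557, rose by 0.71 on the log2 scale at IM3h (standard error 0.21, edgeR adjusted p = 0.0259, at most 0.113 with each library left out), by 3.70 at IM24h (standard error 0.16, edgeR adjusted p = 5.47e-06) and by 2.85 at IM72h (standard error 0.14, edgeR adjusted p = 2.90e-07). The rise of *Il1b*, on chromosome 2 from 129364570 to 129371139, was 4.56 at IM3h (standard error 0.51, edgeR adjusted p = 1.03e-04) and 6.17 at IM24h (standard error 0.87, edgeR adjusted p = 7.23e-04), where every library lay above every naïve library.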

Principal component analysis of *RiboTag* samples revealed a clear separation of gene expression patterns at investigated POI time points (Fig. 1D). 

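The components were computed on log2 CPM of the 17240 genes that passed the filter in the 15 libraries, with a prior count of 2. The first 3 components held 34.9%, 11.0% and 10.7% of the variance. Differences between the 4 groups made up 42.1% of the total variance (permutation test over the libraries, one-sided p = 1.10e-04). On the first component naïve libraries ranged from −133.89 to −115.61 and lay within the range of IM3h libraries (−143.41 to −90.09), IM24h libraries from −98.21 to 125.47 overlapped both IM3h and IM72h libraries, and IM72h libraries ranged from 93.12 to 283.51. Within IM24h, libraries 1 and 4 lay at −98.21 and −64.68, with 22.2% and 32.9% of counts on AY036118 and 16746 and 16477 genes detected. Libraries 2 and 3 lay at 53.69 and 125.47, with 59.2% and 58.1% and with 13560 and 11629 genes. Time after IM thus cannot be told apart on this component from the share of this transcript or the number of genes detected. On the second component naïve libraries (−30.30 to −19.92) lay apart from IM3h libraries (−18.07 to −1.43), whereas IM72h libraries spread from −254.77 to 158.32. Logarithms of unscaled counts moved the first component most, to 56.3% of the variance.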

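At IM3h, 1902 genes were higher and 1423 lower in *RiboTag* libraries than in naïve mice, at IM24h 1013 were higher and 895 lower, and at IM72h 421 were higher and 2636 lower. An adjusted p under 0.05 was also reached by 1293 and 659 of these genes at IM3h, by 56 and 20 at IM24h and by 142 and 2049 at IM72h. Without scaling for library size, 2683 genes were higher and 794 lower at IM3h, 165 and 1374 at IM24h, and 96 and 4991 at IM72h. Scaling by *Actb*, *Hsp90ab1* and *Rplp1* gave 962 and 2125, 116 and 2528, and 122 and 4416, and scaling by the library total gave 1464 and 1906, 195 and 1613, and 113 and 4260. With TMM normalization *Actb*, *Hsp90ab1* and *Rplp1* themselves had log2 fold changes of 0.40 to 0.62 at IM3h, 1.52 to 2.00 at IM24h and 0.91 to 2.77 at IM72h. Scaling by them holds these rises at no change and lowers all other genes. The share of calls that were lower was 42.8%, 46.9% and 86.2% with TMM normalization and 22.8%, 89.3% and 98.1% without scaling. The median log2 fold change of all genes was −0.04, −0.11 and −0.40 with TMM normalization and 0.25, −0.98 and −2.60 without scaling.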

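All libraries of a time point lay above all naïve libraries for 2453 genes at IM3h, 1067 at IM24h and 387 at IM72h, and below them for 2296, 2177 and 3820 genes, where chance gives 5.71% of the genes tested for both directions together. With each library left out in turn, the number of lower genes ranged from 1166 to 1691 at IM3h. At IM24h it ranged from 614 to 1527, the highest without IM24h library 1 and the lowest without naïve library 2. At IM72h it ranged from 2533 to 4073, the highest without IM72h library 2.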

Volcano plots comparing naïve with IM samples showed the most substantial enteric glial activation at IM3h with 2968 genes up- and 996 genes down-regulated (Fig. 1E), compared to IM24h (101 up- and 1703 down-regulated genes) and IM72h (42 up- and 2218 down-regulated genes) (Additional file 2: Fig. S1F, G). Validation of the top 50 induced genes at all disease time points with gene databanks (*GeneCards* and *Mouse Genome Informatics*) revealed a change of enteric glia toward an inflammation-related cell type (Fig. 1F). 

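The metallothionein genes *Mt1* and *Mt2* lie next to each other on chromosome 8, from 94179082 to 94180327 and from 94172664 to 94173568. *Mt1* rose from 130 ± 21.6 CPM (SD, n = 3) in naïve mice to 4596 ± 1969 CPM (SD, n = 4) at IM3h, a log2 fold change of 5.14 (standard error 0.41, edgeR adjusted p = 2.57e-05), and stayed between 4.84 and 5.30 with each library left out. For *Mt2* the log2 fold change was 7.00 (standard error 0.72, edgeR adjusted p = 1.22e-04). The paper's other examples of inflammatory genes at that time point were *Tnfrsf12a*, *Nfkbia* and *Sphk1*. Their log2 fold changes were 4.13, 4.03 and 4.01 (edgeR adjusted p = 0.00120, 7.22e-05 and 7.87e-05). Every IM3h library lay above every naïve library for the 5 genes from *Mt1* to *Sphk1*. Their median log2 fold change was 4.13 at IM3h, 1.85 at IM24h, where 4 of the 5 were higher and 1 had an adjusted p under 0.05, and −0.25 at IM72h, where 1 was higher and the median of all genes was −0.40.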

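The chemokine genes *Ccl2*, *Ccl6* and *Ccl9* and the replication genes *Mcm3* and *Chaf1a* all had positive changes at IM24h, with a median log2 fold change of 3.64. *Mcm3* rose from 2.88 ± 1.58 CPM (SD, n = 3) to 72.0 ± 42.8 CPM (SD, n = 4), a log2 fold change of 4.63 (standard error 0.76, edgeR adjusted p = 0.0206, at most 0.161 with each library left out). *Chaf1a* rose by 4.89 on the log2 scale (standard error 0.89, edgeR adjusted p = 0.0324, at most 0.224 with each library left out). The changes of *Ccl2* (3.49, edgeR adjusted p = 0.364), *Ccl6* (2.96, edgeR adjusted p = 0.0694) and *Ccl9* (3.64, edgeR adjusted p = 0.132) did not pass the adjustment over all genes. DESeq2 gave adjusted p = 0.00135 for *Ccl6* and 0.00399 for *Ccl9*, and without scaling they reached 0.450 and 0.475. By contrast, all 5 genes passed it when adjusted over the list alone. The study chose these genes on the same libraries, so the adjustment over the list alone is not independent evidence. The same 5 genes had a median of 1.49 at IM3h and 4.32 at IM72h, with positive changes throughout.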

Enteric glia displayed a strong expression of inflammatory genes (32 of the top 50; e.g., metallothioneins *Mt1* and *Mt2*, *Tnfrsf12a*, *Nfkbia*, *Sphk1*) in the initial phase that declined during POI progression and was replaced by a strong expression of migratory (10 of the top 50; e.g., *Ccl2*, *Ccl6*, *Ccl9*) and proliferation-associated genes (12 of the top 50; e.g., *Mcm3*, *Chaf1a*) at IM24h. 

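The olfactory receptor genes *Olfr373* (chromosome 8, 72083177 to 72103084), *Olfr95* (chromosome 17, 37207950 to 37213118) and *Olfr1254* (chromosome 2, 89787325 to 89793619) had few counts in the *RiboTag* libraries. *Olfr373* had 1 to 144 counts in the 4 IM72h libraries and 1 to 7 in the 3 naïve libraries, or 20.1 ± 25.8 CPM (SD, n = 4) against 0.429 ± 0.295 CPM (SD, n = 3). Its log2 fold change was 5.47 (standard error 2.06, edgeR adjusted p = 0.121). The changes of *Olfr95* (4.25, standard error 1.93, edgeR adjusted p = 0.227) and *Olfr1254* (4.33, standard error 2.00, edgeR adjusted p = 0.239) rested on groups that overlapped. DESeq2 in place of edgeR gave adjusted p = 0.00122, 0.0104 and 0.0185 for the 3 genes, whereas over the other alternatives the adjusted p reached 0.410, 0.714 and 0.618. Adjusted over the list alone, 0 of the 3 genes passed, and 1 had an unadjusted p under 0.05. The 119 olfactory receptor genes with at least 10 counts over the naïve libraries had summed CPM of 103 to 187 in naïve and 464 to 1369 in IM72h libraries, and 72 vomeronasal receptor genes chosen alike had 60.5 to 68.0 and 429 to 1349 (exact permutation test, two-sided p = 0.0571 for each, where the smallest possible is 0.0286). Of these genes 63 and 51 rose and 56 and 21 fell, of which 38 and 11 had 0 counts at IM72h.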

A so far undefined resolution phenotype arose at IM72h (8 resolution genes of the top 50), showing the induction of olfactory receptors (e.g., *Olfr373*, *Olfr95*, *Olfr1254*), implicated in gut inflammation [40] (Fig. 1F). Notably, the number of actively transcribed genes pulled down with the *RiboTag* approach was also the highest during disease onset at IM3h (12,720 genes) compared to IM24h (8129 genes) and IM72h (3599 genes) (Additional file 2: Fig. S1H). 

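The number of genes with at least 1 count was 17982 ± 940 (SD, n = 3) in naïve libraries, 18136 ± 1566 (SD, n = 4) at IM3h, 14603 ± 2452 (SD, n = 4) at IM24h and 9656 ± 1386 (SD, n = 4) at IM72h. Against naïve libraries the exact permutation test (two-sided) gave p = 0.886 at IM3h, p = 0.114 at IM24h and p = 0.0286 at IM72h, the last being the smallest that 4 libraries against 3 allow. IM72h library 2 held 11729 genes and the other IM72h libraries 8814 to 9057. Because library totals differed, the numbers were also counted after thinning all libraries to the smallest total, which gave 17751, 17644, 14334 and 9492 genes. A minimum of 5 counts gave 16701, 16686, 13098 and 7704. With 6 genes annotated as or overlapping rRNA genes left out before thinning, the means were 15914 in naïve libraries, 15323 at IM3h, 13326 at IM24h and 8995 at IM72h.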

The high transcriptional activity at IM3h aligns with the early enteric glial reactivity. GO analyses showed the enrichment of genes associated with multiple immunological aspects and POI hallmarks, including migration regulation, cytokine signaling, and myeloid cell differentiation (Fig. 1G). To define inflammation-induced enteric glial activation on a transcriptional level, we generated the novel gene ontology (GO) term "acute enteric gliosis" (Additional file 1: Table S4). Therein, we validated the expression of published gliosis genes, previously defined by our group [5], in the *RiboTag* data set and added highly induced genes at IM3h (> tenfold vs. naïve; e.g., *Serpine1, Mt2, Gdnf*) together with genes that were only detected in samples at the IM3h time point (naïve 0 counts; IM3h > 5 counts per sample; e.g., *Fosl, Ucn2, Areg*). 

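The copy of Table S4 used here holds 1 gene fewer than the 243 of the paper's text, and counts on this list rest on that copy. In it, 116 genes were taken from the literature, 89 for their fold change and 36 for having no expression in naïve mice, with 1 gene under both the first and the last criterion. The mean counts it gives for naïve mice and IM3h could be recomputed from the *RiboTag* tables to 2 decimals for 172 genes and within 1% for 220 genes. *Gdnf*, on chromosome 15 from 7810846 to 7837575, rose from 11.4 ± 6.46 CPM (SD, n = 3) to 752.6 ± 139.8 CPM (SD, n = 4), a log2 fold change of 6.04 (standard error 0.44, edgeR adjusted p = 1.70e-05). The genes *Fosl1*, *Ucn2* and *Areg* were at the floor in naïve mice and at least 209-fold, at least 60.8-fold and at least 50.6-fold higher at IM3h (edgeR adjusted p = 4.42e-04, 0.00153 and 1.36e-04). Of the 117 genes with a literature source, all 117 could be tested at IM3h, where 81 were higher and 18 lower with a median log2 fold change of 1.91.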

Notably, around half of the published gliosis genes are also expressed by enteric glia during POI (Additional file 1: Fig. S1I, Additional file 2: Table S4). 

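Of the genes of Table S4, 232 could be tested in *RiboTag* libraries at IM3h, 194 at IM24h and 173 at IM72h. At IM3h 186 were higher and 28 lower, at IM24h 57 and 18, and at IM72h 10 and 30. Their median log2 fold change was 3.21, 0.98 and 0.02, and at IM3h it was 3.10 with the 32 genes at the floor set to their lower bounds. An adjusted p under 0.05 was reached by 160 genes with positive and 24 with negative changes at IM3h, by 12 and 3 at IM24h and by 6 and 20 at IM72h. Adjusted over the list alone, these were 192 and 30, 40 and 13, and 6 and 20, but most genes outside the literature part were chosen on the IM3h libraries, so this is not independent evidence. In the literature part the number of higher genes was 25 of 111 at IM24h and 2 of 101 at IM72h, with medians of 0.38 and −0.51, the latter −0.44 with the 12 genes at the floor set to their bounds. Without scaling for library size the median of the list was 3.49, 0.07 and −2.18 at the 3 time points. With scaling by *Actb*, *Hsp90ab1* and *Rplp1* it was 2.80, −0.47 and −1.68, where the median of all genes was −0.45, −1.51 and −2.07. Without IM72h library 2, 57 genes of the list were lower at IM72h and the median was −0.61, where the median of all genes was −0.88.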

Application of this novel GO term showed strong induction of gliosis genes in enteric glia 3 h after manipulation with a steep decline at IM24h and IM72h (Additional file 2: Fig. S1J). To test the applicability of the "acute enteric gliosis" GO term as an indicator of acute enteric gliosis in the full *ME* tissue, we analyzed an RNA-Seq data set generated of total *ME* from POI mice. 

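In total *ME* RNA at IM3h, 160 of the 214 genes of Table S4 that could be tested were higher and 9 lower than in naïve mice, with a median log2 fold change of 2.11. An adjusted p under 0.05 was reached by 170 genes with positive and 13 with negative changes, and adjusted over the list alone by 173 and 15. Higher in both *RiboTag* and *ME* libraries at IM3h were 148 genes. The response at IM3h differed between the fractions (edgeR interaction of fraction and treatment, adjusted p under 0.05) for 31 genes of the list, of which 20 changed more positively and 11 more negatively in *RiboTag* than in *ME* libraries, of 236 tested. In *RiboTag* libraries, 134 genes of the list were higher at IM3h alone, 46 at IM3h and IM24h but not IM72h, 1 at IM3h and IM72h but not IM24h, and 5 at all 3 time points. Without scaling for library size, 174 genes were higher at IM3h alone and 15 at IM3h and IM24h.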

The resulting heat map mirrored the prominent induction of gliosis genes from our *RiboTag* analysis at IM3h (Additional file 2: Fig. S1K), with most of the upregulated gliosis genes induced exclusively in the early disease phase (IM3h, 94 genes), some overlapping genes at IM3h and IM24h (49 genes; Additional file 2: Fig. S1L) and only one induced gene overlapping between IM3h and IM72h. Highly induced genes at IM3h included known astrogliosis genes (*Gfap*, *Nes, Mt1, Mt2, Gdnf*), early response genes (*Egr1*, *Fos*), migration factors (*Ccl2*, *Cxcl1, Cxcl10, Serpine1*), and inflammatory factors (*Nfkbia, Socs3, Sphk1, Cd44*) (Fig. 1H). 

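In *ME* libraries at IM3h these 15 genes were all higher, with a median log2 fold change of 4.81, and each had every IM3h library above every naïve library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). *Gfap*, on chromosome 11 from 102887336 to 102900912, rose from 8.23 ± 0.89 CPM to 30.3 ± 3.57 CPM (SD, n = 3 each), a log2 fold change of 1.89 (standard error 0.16, edgeR adjusted p = 1.91e-05). *Mt1* rose from 53.2 ± 13.1 CPM to 2565 ± 301 CPM (SD, n = 3 each), by 5.58 on the log2 scale (standard error 0.21, edgeR adjusted p = 2.57e-07). For the migration factor *Ccl2* the log2 fold change was 7.37 (standard error 0.51, edgeR adjusted p = 4.72e-06). *Cxcl1* was at the floor in naïve mice and at least 126-fold higher at IM3h (edgeR adjusted p = 5.07e-07). The kinase gene *Sphk1* rose from 3.55 ± 0.12 CPM to 100.3 ± 4.25 CPM (SD, n = 3 each), a log2 fold change of 4.81 (standard error 0.13, edgeR adjusted p = 4.22e-08). All 26 genes of Fig. 1H were higher in *ME* libraries at IM3h, with a median of 4.37, and 25 of the 26 were higher in *RiboTag* libraries, with a median of 4.21. The rise of *Gdnf* was greater in *RiboTag* than in *ME* libraries by 3.80 on the log2 scale (edgeR interaction, adjusted p = 6.28e-04), and that of *Nes* by 1.69 (adjusted p = 0.0456).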

Notably, almost no acute enteric gliosis gene panel genes were upregulated in the *ME* at later postoperative time points, supporting its usefulness as an acute enteric gliosis marker panel.

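Of the genes of Table S4, 113 of 214 tested were higher and 20 lower in *ME* libraries at IM24h, and 73 of 210 were higher and 16 lower at IM72h. Their median log2 fold change was 1.15 and 0.46. An adjusted p under 0.05 was reached by 119 genes with positive and 24 with negative changes at IM24h and by 100 and 42 at IM72h, and adjusted over the list alone by 128 and 27 and by 101 and 43. Of the 160 genes higher at IM3h, 102 were also higher at IM24h and 64 at IM72h, and 49 were higher at IM3h alone. Scaling by *Actb*, *Hsp90ab1* and *Rplp1* gave 40 higher and 50 lower genes at IM72h with a median of −0.16, where the median of all genes was −0.58, and counts without scaling gave 136 higher and 4 lower genes with a median of 1.38, where the median of all genes was 0.98. With each library left out in turn, 102 to 110 genes were higher at IM24h and 72 to 76 at IM72h. The 15 genes named for IM3h had a median of 2.28 at IM24h with 12 higher, and of 1.14 at IM72h with 10 higher and 1 lower. *Gdnf* was below its naïve level at IM72h (log2 fold change −1.59, edgeR adjusted p = 1.20e-04), and *Gfap* was unchanged at IM24h (0.02, edgeR adjusted p = 0.97) and higher at IM72h (1.03, edgeR adjusted p = 1.67e-04). The paper gives the levels of the panel at the time points after IM3h as support for its usefulness as a marker panel of acute enteric gliosis.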

These data provide evidence of the strong plasticity of enteric glia during acute intestinal inflammation, wherein an acute immune-reactive phenotype is a very early event. At the disease peak, 24 h after surgery, enteric glial reactivity switched towards a phenotype supporting migration and proliferation, which further declined towards a resolution type at IM72h.

### Sympathetic signaling triggers acute enteric glia gliosis

The rapid transition of enteric glia into an inflammatory phenotype raised the question of which mechanisms might trigger this immediate enteric glial activation. A previous study from our group showed that extracellular ATP levels quickly rose after abdominal surgery, thereby triggering an enteric glial immune activation during POI [5]. As ATP is co-stored with norepinephrine (NE) in synaptic vesicles of sympathetic nerves and intestinal sympathetic activity is known to become immediately over-activated during surgery, we hypothesized that sympathetic pathways might contribute to the acute enteric gliosis phenotype. We performed a comparative GO-term analysis and found enriched expression of genes associated with “beta-2-adrenergic receptor binding” and “adrenergic signaling pathway” (Fig. 2A). Interestingly, the enrichment scores were comparable with GO terms linked to IL-1 signaling and ATP-guided expression changes, albeit drastically lower than general ATP binding, both pathways known to activate enteric glia upon surgery [5, 41]. Heat maps of differentially expressed genes related to G-protein-coupled receptor (GPCR) signaling showed a clear pattern between naïve and IM3h enteric glia in our *RiboTag* mice (Fig. 2B). 

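The 15 genes of Fig. 2B divide into 12 shown as higher and 3 shown as lower at IM3h. All 12 had positive changes in *RiboTag* libraries, with a median log2 fold change of 0.83, 4 were higher by the threshold of 2-fold, and 5 had an adjusted p under 0.05 (9 when adjusted over the list alone). Among them *Pde4b*, on chromosome 4 from 102087543 to 102607259, rose from 108 ± 20.5 CPM (SD, n = 3) to 468 ± 33.5 CPM (SD, n = 4), a log2 fold change of 2.12 (standard error 0.24, edgeR adjusted p = 2.25e-04). *C1qbp* rose by 1.65 (standard error 0.23, edgeR adjusted p = 8.17e-04). The change of *Ptpn11* was 0.35 and turned to −0.10 with scaling by *Actb*, *Hsp90ab1* and *Rplp1*. All of the other 3 genes had negative changes, with a median of −2.16. *Akap5*, on chromosome 12 from 76324891 to 76334153, decreased from 938 ± 368 CPM (SD, n = 3) to 39.8 ± 10.1 CPM (SD, n = 4), a log2 fold change of −4.56 (standard error 0.33, edgeR adjusted p = 1.70e-05), and stayed between −4.75 and −4.19 with each library left out. For *Pln* the log2 fold change was −2.16 (standard error 0.51, edgeR adjusted p = 0.0165, at most 0.0772 with each library left out) and for *Adra1a* it was −1.82 (standard error 0.63, edgeR adjusted p = 0.0783). *Adrb1* changed by −2.49 (standard error 0.88, edgeR adjusted p = 0.0845). With DESeq2 the adjusted p was 0.0230 for *Adra1a* and 0.0271 for *Adrb1*, and with single libraries left out of the edgeR test it reached 0.347 and 0.279.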

Activation of enhanced adrenergic signaling was confirmed in *ME* tissue samples, depicting a similar gene expression pattern for adrenergic signaling activity (Additional file 2: Fig. S2A).

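Fig. S2A holds 48 genes, all of which could be tested in the *ME*. At IM3h 22 had positive and 26 negative changes, 4 were higher and 4 lower, and the median log2 fold change was −0.08. In *RiboTag* libraries at IM3h, 22 of the 47 genes tested had positive and 25 negative changes, also with a median of −0.08. In the *ME* at IM3h an adjusted p under 0.05 was reached by 7 genes with positive and 11 with negative changes, and adjusted over the list alone by 8 and 12. At IM72h 13 had positive and 35 negative changes, 4 were higher and 12 lower, and the median was −0.41. The receptor gene *Adrb3*, on chromosome 8 from 27225776 to 27250616, decreased at IM3h from 36.0 ± 2.90 CPM to 5.95 ± 2.47 CPM (SD, n = 3 each), a log2 fold change of −2.60 (standard error 0.26, edgeR adjusted p = 5.00e-05). *Adrb1*, on chromosome 19 from 56722199 to 56733113, decreased from 20.1 ± 2.74 CPM to 8.61 ± 1.11 CPM (SD, n = 3 each), a log2 fold change of −1.21 (standard error 0.18, edgeR adjusted p = 6.52e-04). *Adra2b* changed by −2.83 (standard error 0.39, edgeR adjusted p = 3.90e-04), and the change of *Adra2a* was 0.24 (edgeR adjusted p = 0.491) and turned to −0.18 with scaling by *Actb*, *Hsp90ab1* and *Rplp1*. Compared with *RiboTag* libraries, the 12 genes shown as higher in Fig. 2B had a median of 0.40 in the *ME*, with 10 positive and 2 negative changes. The response differed between the fractions for *Akap5* (difference −4.48 on the log2 scale, edgeR interaction, adjusted p = 1.70e-05), *Pde4b* (−1.11, adjusted p = 0.0399) and *C1qbp* (1.13, adjusted p = 0.0362). From the resemblance of these patterns, the paper concludes that adrenergic signaling is also activated in the *ME*.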

**Fig. 2:**
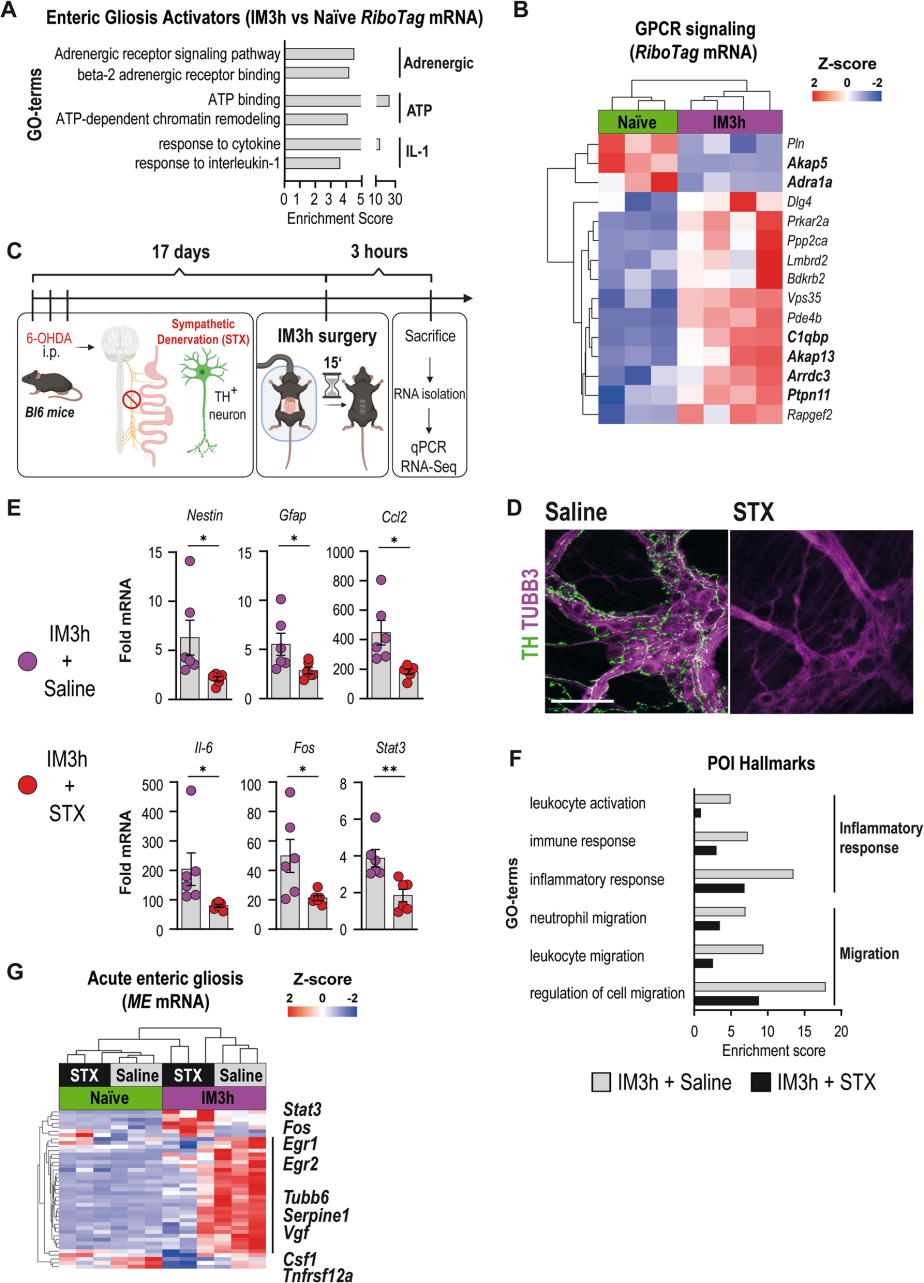
Acute enteric gliosis is modulated by sympathetic innervation. **A** Analysis of enriched GO-terms in mRNA from *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^enteric glia 3 h after IM for POI hallmarks related to gliosis triggering pathways. **B** Heat map for the GO-term "GPCR signaling" in naïve and IM3h samples of mRNA from *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^ enteric glia and with selected genes highlighted. **C** Schematic description of chemical sympathetic denervation of C57BL6 mice with three consecutive intraperitoneal 6-OHDA injections (days 1–3). After 14 days, mice underwent IM. *ME* was isolated three hours later (IM3h) for qPCR and RNA sequencing. **D** Confocal images of immunohistological stainings of TUBB3 (magenta) and TH (green) expression in whole mounts of control (saline) and 6-OHDA treated (sympathectomized/STX) small bowel *ME* 17 days after injection. (n = 6 animals per condition). Scale bar (100 µm). **E** qPCR analysis showing fold changes of mRNA levels (mean ± SEM) from IM3h/Saline and IM3h/STX mice for enteric gliosis-related genes (2^−ΔΔCT^, *18S*, IM3h + saline; n = 6 animals per condition; Student’s t-test, * < 0.05, ** < 0.01). **F** Analysis of enriched POI hallmark GO-terms in IM3h/Saline total RNA and comparatively reduced in IM3h/STX samples related to inflammatory response and migration. **G** RNA-Seq heat map of our “acute enteric gliosis” GO-term for naïve and IM3h samples treated with saline or 6-OHDA (STX), and an indication of STX-affected genes (black line)

Since acute gliosis triggered changes in genes related to adrenergic signaling, we theorized that ablation of the intestinal sympathetic innervation affects acute enteric gliosis. To test this hypothesis, we chemically ablated sympathetic neurons (sympathectomy/STX). Denervation was facilitated by the established model of i.p. injection of 6-Hydroxydopamine (6-OHDA), starting 17 days before surgery (Fig. 2C), resulting in a complete depletion of TH^+^ neurons within the *ME* of C57BL6 wildtype mice (Fig. 2D). A proof-of-concept analysis by qPCR of *ME* RNA samples from IM3h animals showed a significant reduction of gliosis markers (*Nestin, Gfap*), early response genes (*Stat3, Fosb*), and pro-inflammatory mediators (*Il-6, Ccl2*) in denervated animals (Fig. 2E). Next, we re-analyzed an RNA-Seq data set published by our group [23] for a more comprehensive study of early inflammation. GO term analysis on genes related to POI hallmarks revealed a decrease in genes associated with migration (e.g., leukocytes and neutrophils) and inflammation (e.g., immune and inflammatory response and leukocyte activation) after STX (Fig. 2F). Additionally, we also detected substantial alterations in gene clusters related to changes in the ENS, previously shown to be upregulated at IM3h in our *RiboTag* mice (Additional file 2: Fig. S2B), suggesting a direct effect of denervation on enteric glial reactivity and communication during gut inflammation (Additional file 2: Fig. S2C).

Consequently, we used the “acute enteric gliosis” GO term to investigate the transcriptional status of enteric glia and affected tissue after STX. While only a minority of genes were altered between naïve mice with and without 6-OHDA treatment, strong differences were observed in the majority of enteric gliosis genes at IM3h following STX, highlighting SNS involvement in the development of acute post-operative enteric gliosis (Fig. 2G).

These data suggest that increased sympathetic inputs, known to start simultaneously with surgery, immediately trigger enteric glial reactivity and modulate inflammatory and migratory gene expression.

### Sympathetic innervation triggers enteric glial reactivity already in the absence of intestinal manipulation

Earlier work showed that inflammation within the small intestinal *ME* already occurs upon abdominal incision without surgical manipulation of the visceral organs. As intestinal sympathetic over-activation is known to start with the abdominal incision [42], we speculated that sympathetic projections of TH^+^ neurons, innervating the *ME,* might also signal to enteric glia by an immediate release of NE after the abdominal incision, thereby directly activating enteric glia. Confocal microscopy revealed close proximity of TH^+^ nerve fibers with MAP^+^ neurons and GFAP^+^ enteric glia in myenteric ganglia (Fig. 3A), anatomically supporting the idea of a direct SNS to enteric glia communication. To test this hypothesis, we subjected *Sox10*^*iCreERT2*^* RiboTag* mice to a laparotomy without eventration or manipulation of the intestine (Fig. 3B). FOS expression, an early cellular activation marker, and a representative enteric gliosis gene was not detected in SOX10^+^ enteric glia in naïve mice. At the same time, laparotomy elicited FOS immunoreactivity in myenteric ganglia, including SOX10^+^ expressing enteric glia (arrows, Fig. 3C). Notably, intestinal manipulation aggravated FOS immunoreactivity in the *ME*, particularly in enteric glia (marked by arrows, Additional file 2: Fig. S3A). These data show that an enteric glial activation already occurs immediately after the surgical incision without surgical manipulation of the intestine, while the latter is a potent enhancer of enteric glial reactivity. To confirm that a laparotomy is sufficient to trigger acute enteric gliosis genes, we performed a laparotomy in *Sox10*^*iCreERT2*^* RiboTag* mice. We detected the induction of representative acute enteric gliosis genes (i.e., *Il6*, *Ccl2,* and *Stat3*) compared to naïve animals (Fig. 3D). Consequently, we used 6-OHDA in *RiboTag* mice to test whether sympathetic innervation triggers the laparotomy-induced enteric gliosis genes. Analogous to our wildtype mice, 6-OHDA depleted the TH^+^ neuronal processes in *RiboTag* mice and left the glial network intact (Fig. 3E). In line with our hypothesis, *Il6*, *Ccl2*, and *Stat3* gene expression levels were reduced in enteric glia in STX mice compared to saline-treated controls (Fig. 3F). Notably, cellular and functional POI hallmarks also occur in laparotomized mice, although to a lesser extent, with a distinct increase in infiltrating myeloperoxidase^+^ cells (Additional file 2: Fig. S3B) and reduced gastrointestinal motility compared to naïve mice (Additional file 2: Fig. S3C).

**Fig. 3:**
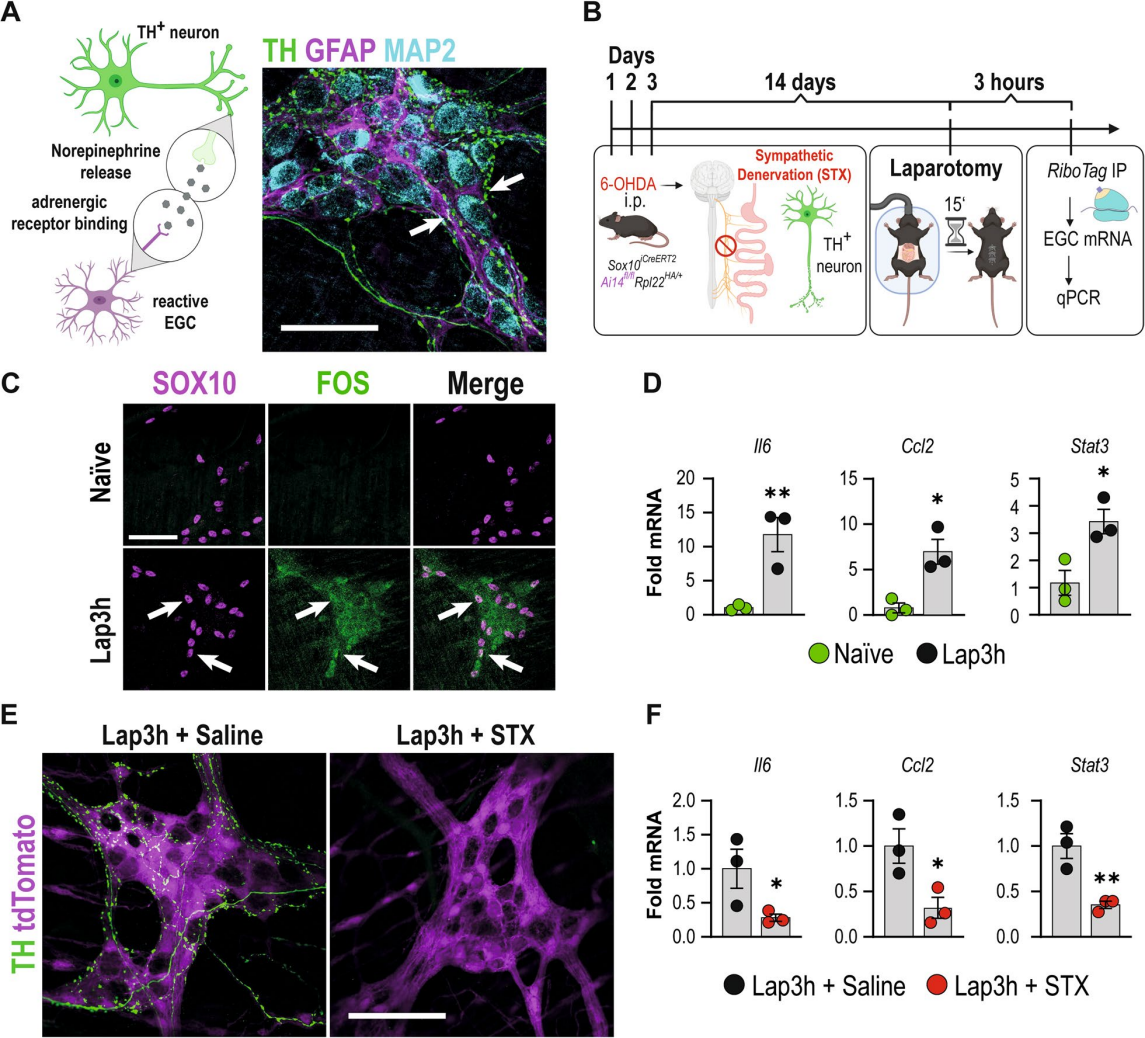
Enteric glia react before overt inflammation by receiving cues from the sympathetic nervous system. **A** Illustration of our hypothesis of TH^+^ neuron released NE triggering enteric glial activation and confocal images of immunohistological staining of sympathetic nerve fibers (TH, green), enteric neurons (MAP2; light blue), and enteric glia (GFAP, magenta). Arrows indicate TH^+^ fibers innervating the *ME*. Scale bar (50 µm). **B** Schematic description of chemical sympathetic denervation of *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^ mice with three consecutive intraperitoneal 6-OHDA injections (days 1–3). After 14 days, the mice underwent Lap. *ME* was isolated three hours later (Lap3h), processed according to the RiboTag approach, and analyzed by qPCR. **C** Confocal images of immunohistological stainings of SOX10 (magenta) and FOS (green) expression in whole mounts of naïve and Lap3h small bowel *ME*. (n = 3 animals per condition). Arrows indicate FOS^+^ SOX10^+ ^enteric glia. Scale bar (100 µm). **D** qPCR analysis showing fold changes of mRNA levels (mean ± SEM) of *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^ *RiboTag* mRNA from naïve and Lap3h mice for cytokines (*Ccl2, Il6*) and an early response marker (Stat3) (2^−ΔΔCT^, *18S/Tubb4*, Naïve; n = 3 animals per condition; Student’s t-test, * < 0.05, ** < 0.01). **(E)** Confocal images of immunohistological stainings of TH (green) and endogenous SOX10-tdTomato (magenta) expression in whole mounts of Lap3h + Saline and Lap3h + STX small bowel *ME*. (n = 3 animals per condition). Scale bar (100 µm). **F** qPCR analysis showing fold changes of mRNA levels (mean ± SEM) of *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^ *RiboTag* mRNA from Lap3h + Saline and Lap3h + STX mice for cytokines (*Ccl2, Il6*), and an early response marker (Stat3) (2^−ΔΔCT^, *Tubb4/Actb/PGK/GAPDH*, Naïve; n = 3 animals per condition; Student’s t-test, * < 0.05, ** < 0.01)

Overall, these data uncovered that the SNS contributes to the induction of genes involved in acute enteric glial reactivity already after the initial abdominal incision, which is further aggravated by mechanical manipulation of the intestine.

### NE triggers acute enteric gliosis and activates enteric glia via β-adrenergic receptors

As ablation of TH^+^ neurons led to a reduced acute enteric gliosis, we next assessed whether NE, the principal postganglionic sympathetic neurotransmitter, induces enteric glial reactivity. Therefore, we treated primary murine EGC cultures from small bowel *ME* specimens (Fig. 4A) with NE, which caused an almost threefold increase in IL-6 protein release after 3 h (Fig. 4B) that further increased in a dose-dependent manner 24 h after NE treatment (Additional file 2: Fig. S4B). In addition, NE also triggered *Gfap*, *Nestin*, *Stat3, Fos*, and *Ccl2* gene expression 3 h post-treatment (Additional file 2: Fig. S4C). Notably, the induction of these reactive glia marker genes was transient and disappeared after 24 h (Additional file 2: Fig. S4C), resembling the immediate in vivo enteric glial activation pattern seen in laparotomized and intestinally manipulated mice.

**Fig. 4:**
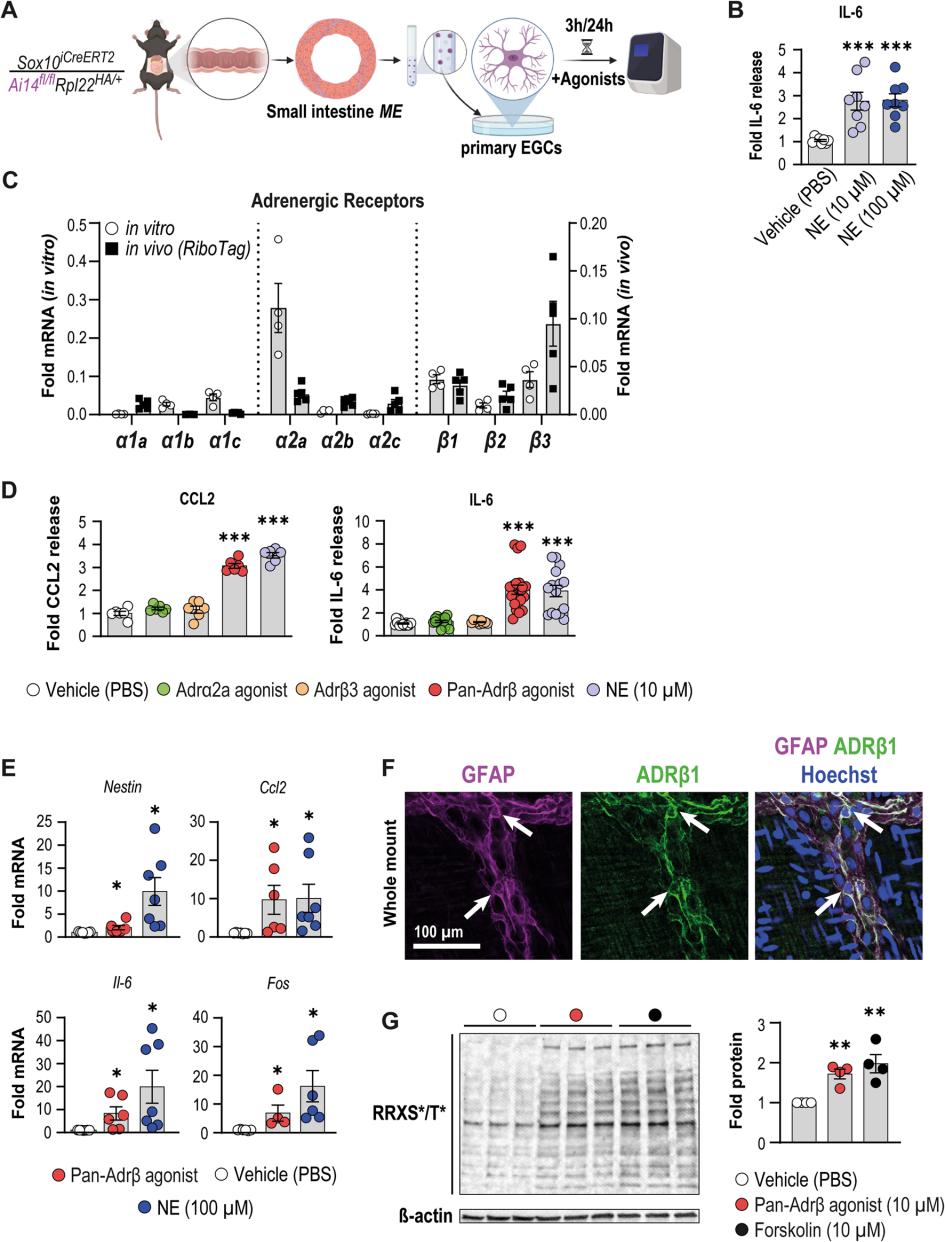
NE triggers acute primary enteric gliosis and glial reactivity via β-adrenergic receptors. **A** Schematic of primary EGC cultures from *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^*/Ai14*^*fl/fl*^ mice. **B** ELISA analysis for IL-6 (mean ± SEM) from conditioned medium of cultured EGCs after stimulation with vehicle (PBS) or NE (3 h; 10 µM, 100 µM) (n = 8 distinct cell culture wells per condition; multiple unpaired t-tests, comparison to vehicle, *** < 0.001). **C** qPCR analysis (mean ± SEM) of *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^ *RiboTag* mRNA and RNA from cultured primary EGCs for different adrenergic receptors (2^−ΔΔCT^, *Tubb4/Actb/PGK/GAPDH*, n = 5 distinct cell culture wells per condition). **D** ELISA analysis for IL-6 and CCL2 (mean ± SEM) from conditioned medium of cultured primary EGCs after stimulation (3 h) with vehicle (PBS), adrenergic agonists (against: α2a, β3, pan-β (isoprenaline)), and NE (all 10 µM); CCL2: n = 6 distinct cell culture wells per condition; IL-6: n = 9–21 distinct cell culture wells per condition; multiple unpaired t-tests, comparison to vehicle, *** < 0.001). **E** qPCR analysis (mean ± SEM) of cultured primary EGCs for acute gliosis genes after vehicle (PBS), isoprenaline (100 µM), or NE (100 µM) treatment (2^−ΔΔCT^, *18S*, Naïve; n = 4–7 distinct cell culture wells per condition; multiple unpaired t-tests, comparison to vehicle, * < 0.05). **F** Immunohistochemistry of cryo-embedded intestinal specimens stained for GFAP^+ ^enteric glia (magenta) and ADRβ1 (green) in the *ME*; Hoechst was used to detect cell nuclei (white). Arrows indicate double-positive cells. Scale bar (50 µm). **G** Western blot and corresponding densitometry (mean ± SEM) of lysates of primary EGC cultures treated with vehicle, isoprenaline (10 µM), or forskolin (10 µM) stained for phosphorylated cAMP-dependent protein kinase (pPKA) (multiple bands) and β-actin (~ 42 kDa) as loading control (n = 4 cultures from 4 different animals treated with the compounds or vehicle; representative blot shows three technical replicates of one biological repeat per condition); multiple unpaired t-tests, comparison to vehicle, ** < 0.01)

Since NE signals through various adrenergic receptors, we next aimed to characterize their expression profile in primary EGCs to elucidate possible receptors involved in acute enteric gliosis induction. RNA samples of naïve *Sox10*^*iCreERT2*^* RiboTag* mice and cultured primary EGCs revealed α2a adrenergic receptor (AR) and the three β-ARs β3 > β1 > β2 as the highest expressed on primary EGCs in vitro and in vivo (Fig. 4C). However, immunocytochemistry of α2a-AR showed no expression in primary EGCs, while it was strongly expressed in non-glial cells in vitro in primary EGC cultures (Additional file 2: Fig. S4D). We next stimulated the three β-ARs and the α2a-AR (as an anticipated negative control) with selective adrenergic agonists in cultured primary EGCs. We analyzed IL-6 and CCL2 release by ELISA and other representative enteric gliosis genes by qPCR. The pan-β-AR agonist isoprenaline elicited IL-6 and CCL2 protein release to the same extent as NE, while neither the α2a-AR-specific agonist (guanfacine) nor the β3-AR-specific agonist (CL-316243) triggered any release (Fig. 4D). Accordingly, isoprenaline and NE significantly induced *Ccl2, Il6, Nestin,* and *Fos* gene expression (Fig. 4E). By immunohistochemistry of *ME* whole-mounts and intestinal cross-sections, we detected β1-AR in GFAP^+^ ganglia (Fig. 4F**,** Additional file 2: Fig. S4E) and verified the signal with an IgG control (Additional file 2: Fig. S4F). Furthermore, we wanted to investigate the activation of adrenergic signaling cascades upon treatment with isoprenaline. We performed SDS-PAGE and western blotting in combination with an antibody specifically binding to the consensus phosphorylation sequence (RRXS*/T*) of all targets of the activated/phosphorylated form of cAMP-dependent protein kinase A (Fig. 4G), a primary signaling molecule for the adrenergic pathway. Here, we observed a significant increase in the amount of phosphorylated targets after treatment of primary EGCs with 10 µM isoprenaline for 1 h (Fig. 4G), comparable to the activation induced by our positive control treatment forskolin (10 µM).

Since the pan-β-AR agonist isoprenaline, but not the β3-AR-specific agonist, induced a molecular enteric gliosis signature and activated downstream kinases in primary EGCs, we deduced that NE released by the SNS after the onset of surgery activates β1- or β2-AR signaling in enteric glia.

### Ex vivo and optogenetic activation of adrenergic downstream signaling triggers enteric glial reactivity

To better understand the in vivo activation of enteric glia by beta-adrenergic signaling in living tissue and in vivo, we utilized several additional models. We first assessed glial responses in an ex vivo approach wherein we used ileal tissue from *Wnt1-Cre;R26R-GCaMP3* mice to test whether isoprenaline (10 µM) would elicit a glial Ca^2+^ response in the myenteric ganglia. Using a local perfusion system, isoprenaline was applied directly onto the ganglion (Fig. 5A; Additional file 3A and B). Additionally, using the same multi-barrel perfusion tip, Substance P (10 µM) was used to identify the glia cell network [36], and high K^+^ to identify the neurons (Additional file 2: Fig. S5A). Fourteen ganglia were imaged in separate preparations, and although the responses were variable between recordings and mice, some clear glial cell network activation was seen in a fraction of the recordings (4/14). In contrast, in others (4/14), at least one enteric glial cell in the field of view (FOV) responded (Fig. 5B). In the six other recordings, isoprenaline induced a small contraction, and no cellular (neither neuronal nor glial) Ca^2+^ response could be detected. The relative amplitude of those glial cells that were responding to isoprenaline showed a small delay in reaction time with half the amplitude (47 ± 6%) of Substance P used to identify them as glial cells (n = 45 cells; Additional file 2: Fig. S5B). Therefore, we assume that β-AR-stimulated enteric glia acquire a reactive state and can react with distinct Ca^2+^ responses.

**Fig. 5:**
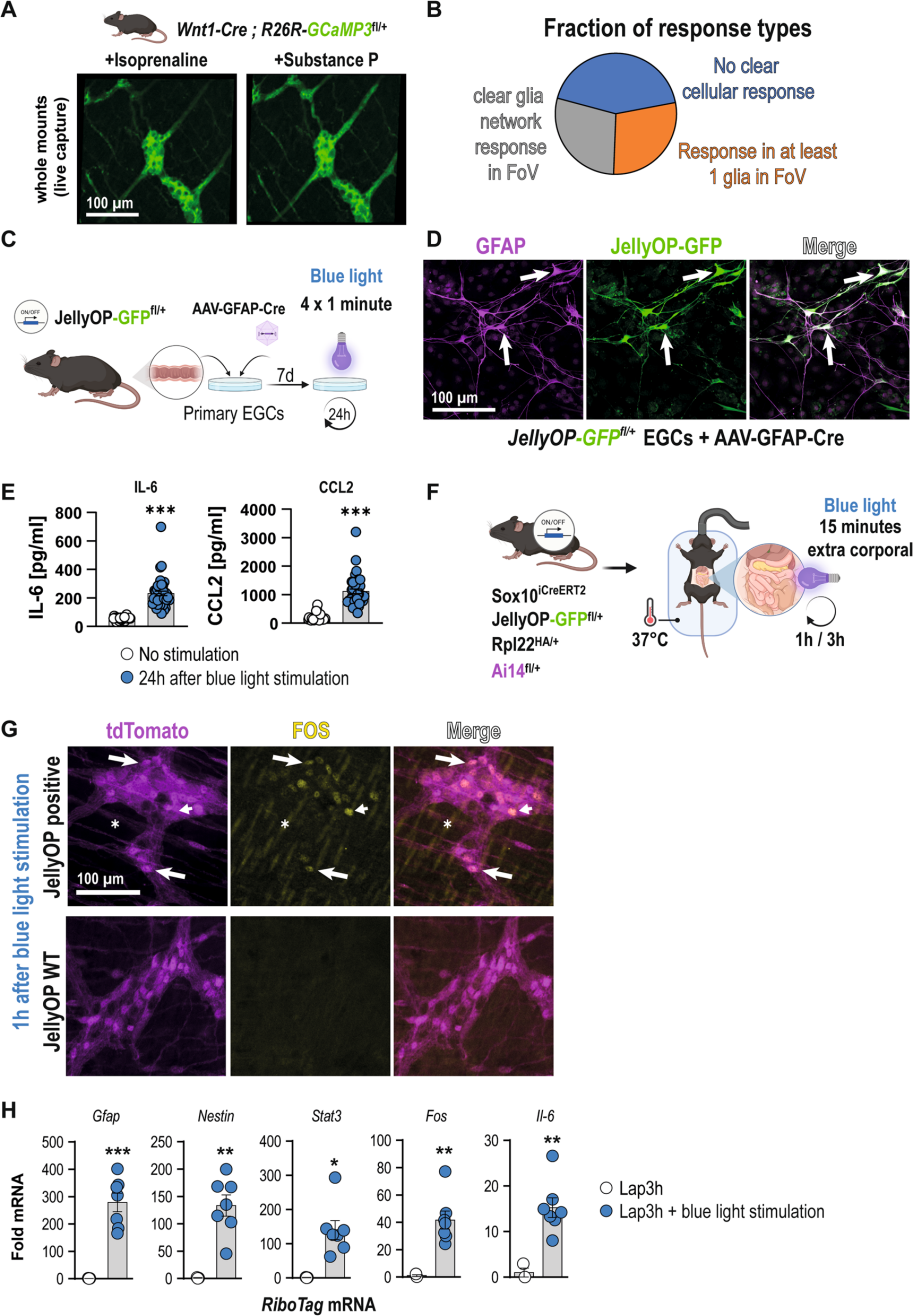
Ex vivo and optogenetic activation of adrenergic downstream signaling triggers enteric glial reactivity. **A** Image frames taken during the acute exposure to isoprenaline (left panel, 10 µM) or Substance P (right panel, 10 µM) in *Wnt1-Cre; R26R-GCaMP3*^*fl/fl*^ mice. **B** Pie plot depicting the response types observed in the 14 ganglia (n = 4 mice). **C** Schematic of the primary culture preparation, viral transfection, and in vitro activation process of *JellyOP*^*fll*+^ mice with blue light. **D** Confocal images of the *JellyOP-GFP* construct in tdTomato-Sox10^+^ cells seven days after transfection with the AAV-GFAP-Cre. Arrows indicate GFP^+^/GFAP^+^ glia. Scale bar (100 µm). **E** ELISA analysis for IL-6 and CCL2 (mean ± SEM) from conditioned medium of cultured primary EGCs from *JellyOP*^*fl/*+^ mice transfected with an AAV-GFAP-Cre after stimulation with blue light or without stimulation (n = 24–42 separately transfected wells from two distinct isolations; Student's t-test, *** < 0.001). **F** Schematic of the in vivo activation process of *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^*/Ai14*^*fl/*+^*/JellyOP*^*fl/*+^ mice. **G** Confocal images of IHC for FOS (green) and SOX10 (magenta) in whole mounts of *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^*/Ai14*^*fl/*+^*/JellyOP*^*fl/*+^ or *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^*/Ai14*^*fl/*+^*/JellyOP*^+*/*+^ *mice* 1 h after stimulation with blue light. Arrows indicate FOS-positive SOX10 glia. Scale bar (100 µm). **H** qPCR analysis of mRNA (mean ± SEM) from *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^*/Ai14*^*fl/*+^*/JellyOP*^*fl/*+*l*^ mice or *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^*/Ai14*^*fl/*+^*/JellyOP*^+*/*+^ *mice* 3 h after optogenetic activation and laparotomy for gliosis hallmark genes (2^−ΔΔCT^, *18S*, *JellyOP*-negative animals, n = 3–7 animals per genotype; Student’s t-test, *** < 0.001, * < 0.05)

Furthermore, we attempted to expand on our denervation experiments by pharmacological manipulation of adrenergic signaling. Therefore, we injected reserpine, a long-lasting inhibitor of monoamines and subjected these mice, as well as mice without reserpine injection, to our laparotomy model (Additional file 2: Fig. S5D). Since sympathetic denervation led to reduced gliosis, we expected the injection of reserpine to mimic this effect, but could not detect significant changes between the laparotomy groups with and without reserpine (Additional file 2: Fig. S5E). We next tested if a chemical increase in NE release induces a POI-like phenotype. Therefore, we applied tyramine, an indirect sympathomimetic compound facilitating catecholamine release [31] (Additional file 2: Fig. S5F). However, no significant changes were observed between the tyramine and control group with the chosen administration scheme (Additional file 2: Fig. S5G).

Finally, we addressed the question if β-adrenergic signaling can indeed directly trigger enteric glial reactivity by utilization of an optogenetic tool, the Jellyfish-Opsin (*JellyOP)*-construct, which enables selective optogenetic activation of the adrenergic G_s_ signaling by blue light stimulation [43]. For cell-type specific expression of JellyOP and GFP after Cre-mediated excision of a floxed stop cassette, a new mouse line (*JellyOP-GFP*^*fl/*+^) was generated by CRISPR/Cas9 mediated gene-editing of the Rosa26 locus (30). Starting with an in vitro approach, primary EGCs from *JellyOP-GFP*^*fl/*+^ mice were transfected with an AAV-GFAP-Cre during their seven days of maturation (Fig. 5C) to generate EGFP-expressing *JellyOP* EGCs. These *JellyOP* EGCs were blue light stimulated and analyzed 24 h later for GFAP and GFP expression as well as IL-6 and CCL2 expression by ELISA. Confocal microscopy revealed a strong GFP expression in GFAP^+^ enteric glia, indicating successful viral transfection and Cre-activity (Fig. 5D) in primary EGCs. In line with the previous isoprenaline treatment, we detected a significant increase in IL-6 and CCL2 release after blue light stimulation (Fig. 5E), proving that optogenetic activation of adrenergic (G_s_) downstream signaling in EGCs causes an inflammatory glial phenotype.

Next, we performed an in vivo study with the *JellyOP* system by generating a specific mouse line that utilizes our *Sox10*^*iCreERT2*^* RiboTag* approach in conjunction with the *JellyOP-GFP*^*fl/*+^ mice. The resulting glial *JellyOP RiboTag* mice enable the direct optogenetic activation of enteric glial-restricted adrenergic downstream signaling and assessment of their transcriptome. Immunohistochemistry confirmed the successful expression of the *JellyOP*-GFP construct exclusively in enteric glia of the small intestinal *ME* (Additional file 2:: Fig. S6A). To validate an immediate glial response upon the beginning of surgery, our glial *JellyOP* mice and *JellyOP*-negative litter mates were laparotomized, the small bowel was carefully eventrated, and the jejunum and ileum were illuminated with blue light (Fig. 5F). Immunohistochemistry revealed a strong FOS expression already 1 h after blue light stimulation (Fig. 5G) in glial *JellyOP*-positive animals, while reactivity was almost absent in mice lacking the *JellyOP*.

Interestingly, smooth muscle cell nuclei, identified by their longitudinal shape (Fig. 5G, asteriks) and SOX10-negative ganglionic cells, likely enteric neurons (Fig. 5G, arrowheads), also stained positive for FOS, indicating that these cells become activated due to the glial-specific activation of G_s_ signaling. Similar FOS histology results were obtained 3 h after stimulation (Additional file 2: Fig. S6B) showing even more cells activated, which is comparable to IM3h whole mount specimens of *JellyOP RiboTag* mice (Additional file 2: Fig. S6C). Strikingly, when we compared blue light-treated glial *JellyOP*-positive and *JellyOP*-negative *RiboTag* mice by qPCR analysis, a strong upregulation of several gliosis panel genes, e.g., *Il6, Fos, Stat3, Gfap,* and *Nestin*, were detected (Fig. 5H). Of note, *Ccl2* expression was only detectable in 2 of 3 glial *JellyOP*-negative *RiboTag* mice, but it was highly expressed in *JellyOP*-positive litter mates (data not shown). To ensure that JellyOP RiboTag mice with a mixed CD1/BL6 background develop a classical POI, we performed IM and analyzed general disease hallmarks. IM evoked a distinct increase in leukocyte infiltration in JellyOP RiboTag mice (Additional file 2: Fig. S6D, SE) and a reduction of gastrointestinal motility (Additional file 2: Fig. S6H) 24 h after surgery compared to naïve littermates. These changes were similar to those observed in mice on a pure BL6 background. Moreover, to validate the gliosis state, we analyzed glial cell proliferation and detected a comparable increase in Ki67 + /SOX10 + cells 24 h after IM (Additional file 2: Fig. S6F, G) as seen before in BL6 mice (Fig. 1B; [5]), solidifying the use of this strain even without backcrossing to a pure BL6 background.

In conclusion, our data show that abdominal surgery immediately induces a transient reactive enteric glia phenotype in the small intestine *ME*. Surgery-induced SNS activity, confirmed by optogenetically induced G_S_ and chemically induced β-adrenergic stimulation of enteric glia, can trigger this phenotype directly via β1/2-AR signaling immediately after the initial surgical incision. Selective antagonism of these receptors might be a potential future target to modulate enteric glial reactivity and their functional consequences in immune-driven intestinal disorders.

## Discussion

Enteric glia are an immuno-active cell type involved in intestinal homeostasis that act on the level of local tissue inflammation. They communicate with neurons and immune cells [44] and are discussed as potential targets in treating or preventing immune-driven intestinal disorders [45]. In our previous studies, we have shown that enteric glia trigger a tissue-related inflammatory state, termed “enteric gliosis”, triggered amongst others by immune-mediators IL-1 [41] and ATP [5], finally resulting in postoperative *ME* inflammation and POI. However, the individual molecular mechanism in this disease-specific acute enteric gliosis state and the cellular response of enteric glia remained elusive. Herein, we now selectively analyzed enteric glia-specific transcriptional responses by the *RiboTag* approach [46], a tool to isolate actively transcribed mRNA selectively from a target cell population in the tissue of interest [28]. This technique delivered longitudinal transcriptional data of enteric glia in all relevant POI stages, thereby depicting a compelling transition of enteric glial reactivity within different phases of POI. This transition is structured in three stages: an early transcriptional switch of enteric glia into an inflammatory type, a stage defined by an active release of chemotactic factors (migratory), and an increase in proliferation markers (proliferation), and ultimately a state of tissue regeneration and inflammatory resolution (resolution) (Fig. 6A), which are remarkably similar to the classical POI disease development [25]. Notably, gene expression patterns do not significantly overlap between these phases.

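In *RiboTag* libraries, 402 genes were higher than in naïve mice at both IM3h and IM24h, 74 at both IM3h and IM72h, 191 at both IM24h and IM72h, and 65 at all 3 time points. For lower genes the numbers were 301, 398, 379 and 123. Since the same 3 naïve libraries serve each comparison, some sharing arises without any change, and 20 simulations of unchanged groups with shared naïve libraries gave 31.4 higher genes (19 to 44) for IM3h and IM24h, 15.7 (10 to 22) for IM3h and IM72h, and 9.80 (5 to 13) for IM24h and IM72h. For lower genes the simulations gave means of 18.3, 13.5 and 10.8. The simulations hold no changed genes, so they do not show what unrelated sets as large as the real ones would share. Independent sets of those sizes would share 102, 31.8 and 19.2 higher genes and 87.1, 282 and 174 lower genes, in the same order. The paper states that the expression patterns of the phases have no significant overlap, and names no test for this there.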

**Fig. 6:**
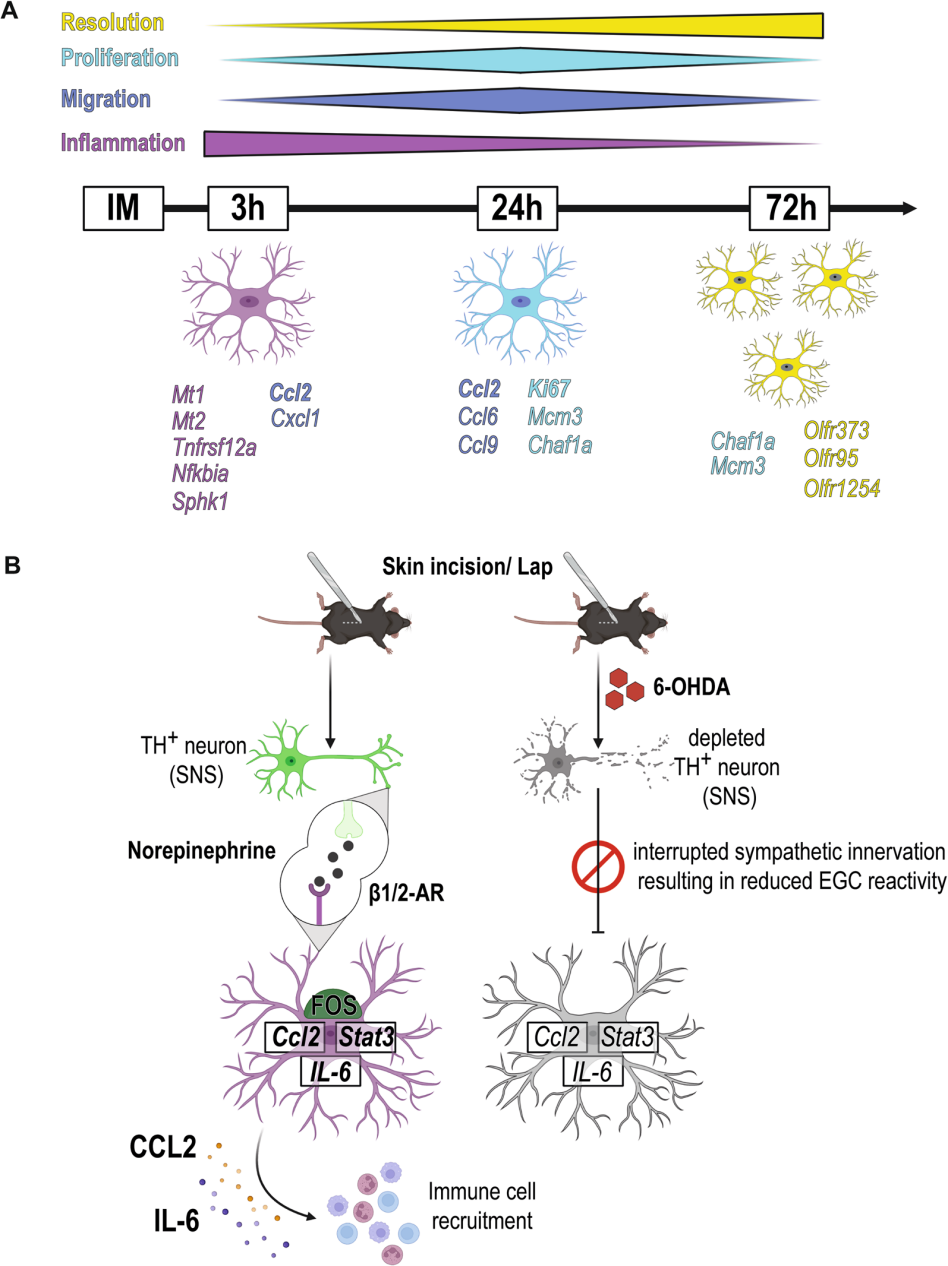
β-adrenergic signaling in enteric glia triggers enteric glial reactivity and modulates intestinal inflammation in POI. **A** Graphical abstract of the longitudinal analysis of enteric glia after intestinal manipulation (IM) showing a distinct separation into three stages defined by specific hallmarks. Initial reaction (IM3h, magenta) includes an immediate inflammatory reaction and the shaping of the intestinal environment in concert with the initiation of cell migration (blue). This migratory phenotype manifests further 24 h after IM and is accompanied by elevated proliferation (light blue). Finally, inflammatory reactions of enteric glia continuously taper off and are gradually replaced by resolution-related genes (yellow) that initiate a return to the regular intestinal environment. **B** Graphical abstract of SNS activation of enteric glia. Skin incision and laparotomy (in the absence of IM) lead to immediate activation of the SNS, which triggers enteric glial reactivity in the small bowel *ME*. Sympathetic nerve endings in the *ME* release NE, which binds to adrenergic receptors β1 or β2 on myenteric enteric glia. Enteric glia subsequently become reactive (FOS, *Stat3*) and induce upregulation and release of inflammatory mediators (CCL2, IL-6) that in turn modulate immune cells. Chemical disruption of the sympathetic innervation reduces the reactive enteric glia phenotype and the postsurgical inflammatory response

Our Ribotag approach generated a list of 243 early induced and actively transcribed genes that we compiled into a novel GO term, "acute enteric gliosis". We hypothesize that reactive enteric glia are a crucial starting point for the subsequent inflammatory changes in cellular and molecular composition in the *ME* environment [47], thereby resembling a critical time point for potential intervention strategies involving enteric glia. Some of the genes immediately induced in enteric glia by IM confirmed our previous studies, e.g., induction of IL-1 and purinergic target genes [5, 41]. In these studies, we showed that ATP via the P2X2 receptor leads to enteric gliosis and cytokine release [5], and IL-1 signaling evokes enteric glial reactivity that leads to *ME* macrophage recruitment [41]. However, our new findings demonstrate that early enteric glial activation emerges as a multifactorial process requiring a variety of stimuli. Furthermore, other factors that are also well-known markers for glial reactivity in the CNS, including *Ccl2 *[48], *Cxcl1 *[48, 49], *Mt2* [50]*, Nes* [9, 49], and *Il6* [48], can now be directly attributed to enteric glial reactivity in the acutely inflamed small bowel *ME*. Notably, some of these molecules, e.g., CCL2 [51], IL-6 [52], and CXCL1 [53], have already been analyzed for their molecular or immune-modulatory function in POI. Another important chemokine-induced in enteric glia during POI is CXCL10, which was recently implicated during acute infection [11] and is also known in context with CNS gliosis [49]. Moreover, metallothioneins *Mt1* and *Mt2*, essential regulators of oxidative stress in reactive astrocytes of MS patients [54], were highly induced during early inflammation. In addition to the prominently expressed chemotactic factors and immune mediators, we detected others that are novel in this context. For instance, genes of the EGF-family, such as *betacellulin* (*Btc*), previously indicated in ileal growth and homeostasis [55] during health, and *amphiregulin* (*Areg*), implicated in intestinal homeostasis during colitis [56], was induced (*Btc*) or even de novo expressed (*Areg*) upon trauma. 

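*Cxcl10* rose in *RiboTag* libraries from 3.47 ± 4.47 CPM (SD, n = 3) in naïve mice to 22.9 ± 9.48 CPM (SD, n = 4) at IM3h, a log2 fold change of 2.71 (standard error 0.83, edgeR adjusted p = 0.0511). Every IM3h library lay above every naïve library (exact permutation test of the mean difference, two-sided p = 0.0571). Under the alternatives tried the adjusted p ranged from 0.00603, without naïve library 2, to 0.233, with scaling by *Actb*, *Hsp90ab1* and *Rplp1*. In *ME* libraries its log2 fold change at IM3h was 4.35 (standard error 0.22, edgeR adjusted p = 6.62e-07).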

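*Btc*, on chromosome 5 from 91357261 to 91402994, rose in *RiboTag* libraries from 4.31 ± 1.53 CPM (SD, n = 3) in naïve mice to 104 ± 22.4 CPM (SD, n = 4) at IM3h, a log2 fold change of 4.59 (standard error 0.37, edgeR adjusted p = 3.08e-05). Its rise was greater in *RiboTag* than in *ME* libraries by 3.70 on the log2 scale (edgeR interaction, adjusted p = 5.43e-04). *Areg* had 28.9 ± 6.83 CPM (SD, n = 4) at IM3h in *RiboTag* libraries.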

Regarding gliosis, we detected an upregulation of *Ier5l* and *Ifrd1*, two genes of the “immediate-early gene” group that regulate cell growth and immune function [57] and include other factors., e.g., *Fos*, *Egr1/2*, *Nr4a1/2*, *Jun*, *Atf3,* and *Fosl*, all strongly induced upon IM. Nevertheless, most (thirty-six) of the top 50 induced genes have inflammatory and chemotactic functions supporting the central role of enteric glia as modulators and initiators of acute inflammatory responses in the gut [1, 44].

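*Ier5l*, on chromosome 2 from 30471537 to 30474219, rose in *RiboTag* libraries from 9.85 ± 6.23 CPM (SD, n = 3) to 167 ± 45.6 CPM (SD, n = 4) at IM3h, a log2 fold change of 4.08 (standard error 0.44, edgeR adjusted p = 1.81e-04). *Ifrd1* rose from 39.2 ± 5.34 CPM (SD, n = 3) to 678 ± 224 CPM (SD, n = 4), by 4.11 on the log2 scale (standard error 0.35, edgeR adjusted p = 4.24e-05). Of the other factors, *Egr1* rose by 6.21, *Atf3* by 5.46, *Fos* by 5.24, *Nr4a1* by 3.65 and *Jun* by 3.02, each with an adjusted p under 0.05. *Egr2* was at the floor in naïve mice and at least 59.0-fold higher at IM3h (edgeR adjusted p = 3.58e-04). *Nr4a2* rose by 3.43 (standard error 0.86, edgeR adjusted p = 0.0217, at most 0.0648 with each library left out). Every IM3h library lay above every naïve library for these genes.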

The transcriptional profiling suggests the enormous plasticity of enteric glia in acute inflammation. The high enteric glial plasticity was recently analyzed and discussed by Guyer et al., substantiating the enteric glia potential to manage multiple gut functions [58]. Within the progression of POI, the enteric glia phenotype switches from the initial inflammatory phenotype over a proliferation state towards a so far undefined phenotype. In the proliferation state, we detected a substantial increase in Ki67^+^/SOX10^+^ enteric glia and attributed this cell cycle activation to the POI-related enteric gliosis phenotype. Our countings of the total number of SOX10^+^ enteric glia could verify the increase in cell numbers 72 h after surgery. Interestingly, recent publications also discuss additional functions of Ki67, such as its role in cell cycle arrest and/or cell synchronization [59, 60]. These functions may play a role in the phenotypic switch of enteric glia during intestinal inflammation in POI.

In the late phase, enteric glia express several olfactory receptors (e.g., *Olfr373* and *Olfr95*) recently shown as “resolution genes” of intestinal inflammation [40, 61] and discussed as potential therapeutic targets to control inflammation and healing [62]. Other OLFRs like OLFR544 [61] or OLFR78 [40] also control gut inflammation, and some were shown to detect and signal to short-chain fatty acids, e.g., butyrate and propionate, produced by luminal bacteria, which act on multiple levels to control intestinal health and disease [63].

Overall, the first part of our study delivers new molecular insight into enteric glial plasticity during intestinal inflammation. While glial reactivity is highly tissue, trigger and disease state dependent, resulting in a different outcome for the cells and their surrounding environment, these distinct molecular signatures will be a valuable starting point for other research. Certainly, enteric glial reactivity varies with treatment conditions in different disease models, including inflammatory bowel diseases [15, 64] or colorectal cancer [65].

Any abdominal surgery starts with the incision of the skin and the abdominal wall before any surgical manipulation of the visceral organs occurs. More than two decades ago, Kalff et al. found that the initial steps of a laparotomy already triggered *ME* inflammation [42]. Accordingly, sympathetic reflexes and activation of the SNS are known to occur early in surgery. The SNS connects to a variety of cells, including enteric ganglia [27] and intestinal macrophages, wherein they exert β2-AR-mediated immune-modulatory function in infectious [20] and immune-driven diseases [21]. Furthermore, sympathetic neurotransmitters, such as NE, regulate motility [66] and control immune cell migration during inflammatory events. As our findings revealed a particular role of enteric glial reactivity within the immediate postoperative phase, when the SNS becomes activated by surgery, and the principal sympathetic neurotransmitter NE is known to modulate the postoperative immune response in POI [23], we were wondering if sympathetic pathways might trigger the early activation of enteric glia.

Indeed, enteric glia responded to the initial bowel wall incision before the actual surgical manipulation of the intestine began. Enteric glia released cytokines such as *Il6* and *Ccl2*, and ablation of SNS nerve fibers ameliorated the acute postsurgical enteric gliosis by reducing cytokine production and early response gene transcription. This diminished glial reactivity was accompanied by a decrease in several POI hallmarks, such as migration and inflammatory response (Fig. 6B).

Further evidence about functional alterations of glial cells to adrenergic stimulation comes from observations in the CNS [67]. The findings of Tong et al. supported the immunomodulatory role of sympathetic inputs, as 6-OHDA-mediated ablations of sympathetic nerves resulted in diminished activation of spinal cord glia [68]. Another study showed that the blockage of β-AR prior to cytotoxic insults to the spinal cord reduced reactive gliosis [69]. SNS neurotransmitters can elicit pro- or anti-inflammatory cytokine release depending on the tissue environment, concentration, and AR binding [70]. In the CNS, for example, NE reduced astrocyte swelling after spinal cord injury [71] and elicited neuroprotective effects in H_2_O_2_-treated neuron/glia co-cultures [72]. In contrast, preconditioning with NE before ischemic injury exacerbated reactive gliosis [73], and β-2AR agonist treatment increased IL-6 expression after TNFα-induced inflammation in vivo and in vitro [74]. Another pathway triggered by adrenergic activation, partially glimpsed in our experiments, might be the modulation of calcium signaling, which was recently observed in vitro in HEK cells [75] and in vivo in cardiac myocytes [76]. Moreover, adrenergic agonists evoked calcium changes in cultured astrocytes and astrocyte networks in hippocampal slices [77], further prompting future research into this interaction in the gut.

Interestingly, SNS action during inflammation can have opposing effects. While chemical denervation showed beneficial effects during acute inflammation in POI [23] it had adverse effects in chronic intestinal inflammation [78, 79] and mice suffering from physical stress together with colitis [80]. Supporting the beneficial effect of the SNS in chronic inflammation, a recent study by Schiller et al. showed that repeated optogenetic stimulation of TH^+^ fibers attenuated symptoms of DSS colitis by reducing immune cell abundance [81]. In IBD patients, the use of β-blockers is associated with an increased relapse risk [82]. Based on the spontaneous increase in glial calcium signaling upon β-adrenergic stimulation, the immediate induction of reactive glia marker genes after blue light activation of a downstream G_s_ cascade that mimics β-adrenergic pathways [43] in our *JellyOP* experiments, and the observation that a chemical sympathetic denervation improves symptoms of POI [23], we believe that sympathetic actions in acute inflammatory conditions are rather detrimental. To this end, we expected a more profound insight from our in vivo experiments with reserpine and tyramine application. However, the tested conditions, adapted from previous publications that used these drugs in vivo [31, 32]*,* failed to show changes in POI symptoms and transcriptional glial reactivity compared to the control groups. The lack of strong pharmacological in vivo studies for both compounds, particularly in gastrointestinal physiology and immunology, thus warrants a need for further studies. These should include in-depth pharmacological analyses, comparisons of different administration routes, use of different drug concentrations, time points, and durations before a clear statement about the mode of action of reserpine and tyramine in sympathetic in vivo modulation within the intestine can be claimed.

Our study emphasizes that adrenergic signaling is complex and exerts distinct roles in different cell types, organs, and diseases to control cellular reactivity during inflammation. This knowledge might also be of clinical relevance, e.g., in the application of adrenergic blockers in patients suffering or expected to suffer from acute or chronic intestinal inflammatory diseases. Depending on the nature of the underlying disease, adrenergic blockers can evoke beneficial or detrimental health effects.

As chemical denervation ameliorated postoperative glial reactivity and reduced acute enteric gliosis, we propose SNS-based neurotransmitter release acting on enteric glia as the mechanism of their early activation, a state aggravated by the manipulation of the intestine and additional signaling cascades such as ATP and IL1 signaling. Imura et al. provided supporting evidence of an adrenergic signaling-induced reactive astrocyte phenotype upon stimulation with isoprenaline [83] accompanied by an increased β-AR expression in reactive astrocytes in vivo. Our findings suggest β1- or β2-AR as the relevant receptors to propagate SNS-stimulated inflammatory changes in enteric glia, as the pan-β-AR agonist isoprenaline, but not β3-AR agonism evoked a cytokine release. Applying β2-AR agonist salbutamol also ameliorated DSS-induced ulcerative colitis [84]. Interestingly, antagonists against β-ARs reduced both cardiac inflammation (metoprolol) [85] and ulcerative colitis (propranolol) [86]. Further studies utilizing additional β-AR-specific agonists (e.g., isoprenaline or salbutamol), antagonists (e.g., metoprolol and propranolol), or glial-specific AR-knockouts can help to decipher inflammation-driven diseases involving glial activation as part of their pathophysiology.

It should be noted that adrenergic signaling-induced enteric glial reactivity might not, per se*,* be a purely detrimental factor in inflammation. Enteric glia appear to be highly plastic during inflammation. While initial NE interaction aggravates the acute enteric glial reactivity, prolonged NE exposure, as it occurs during prolonged or chronic inflammation, might drive enteric glia to a beneficial phenotype and partially explain the positive influence of the SNS during those stages [78, 79, 84]. Moreover, the inflammatory environment changes during the disease course, altering the cellular and molecular composition and thus might also affect the responses to adrenergic signaling. For instance, in the presence of TNFα, NE binding to β-ARs inhibited further TNFα and downstream IL-6 secretion, while adrenergic signaling in the absence of TNFα directly stimulated IL-6 secretion [70]. Moreover, AR receptor expression is modulated during inflammation, previously shown for astrocytes [83], and in the intestine controlled by sympathetic inputs [23]. As inflammation can be accompanied by a later loss [70], the absence of feedback loops might also explain the differences in adrenergic immune-related responses between acute and chronic inflammation. Notably, differences in the adrenergic reactions might also occur within different locations of the same organ. While chronic intestinal disease models focus on the mucosal layer, the acute postoperative response to surgery is mainly limited to the *ME* [87], which comprises a different cellular composition and more distant localization to the luminal contents of the gut.

Overall, our study delivers an unknown longitudinal insight into enteric glial molecular responses and reactivity during different phases of an acute inflammation-driven intestinal disorder. We introduced sympathetic adrenergic signaling as a priming factor of enteric glial reactivity and a potential therapeutic target. These data are of important future value, as they not only present an interventional target to control inflammation but will also help to understand similarities and differences in enteric glial reactivity in other inflammation-driven diseases, such as IBD and gastrointestinal cancer development.

### Supplementary Information

**Additional file 1:** **Method S1.** RiboTag approach in the muscularis externa. **Method S2.** Construction of the *JellyOP* targeting vector for the mouse Rosa26 locus. **Method S3.** *JellyOP* animal creation. **Method S4.** Recombinant adeno-associated virus (rAAV) preparation. **Table S1.** Buffer and media. **Table S2.** Antibodies. **Table S3.** PCR primer. **Table S4.** Acute enteric gliosis GO-term.

**Additional file 2: Figure S1.** Characterization of POI in *Sox10*^*iCreERT2*^*/Rpl22*^*HA/*+^ mice. **Figure S2.** Sympathetic signaling is involved in enteric glia functions. **Figure S3.** Laparotomy affects molecular functions. **Figure S4.** Effect of NE and tissue expression of ADRβ1. **Figure S5.** Ex vivo β-adrenergic stimulation elicits enteric glia calcium signaling. **Figure S6.** JellyOP mice with a mixed genetic background develop regular POI.

**Additional file 3: Video SA.** Isoprenaline. **Video SB.** Substance P.

## Data Availability

The datasets used and analyzed during the current study have been submitted to the GEO database under the accession number *GSE198889* with the following token: cdupiqaotjsnvgf.

## Abbreviations

EGC: Enteric glial cell
POI: Postoperative ileus
ENS: Enteric nervous system
CNS: Central nervous system
SNS: Sympathetic nervous system
GI: Gastro-intestinal
LPS: Lipopolysacharrid
Lap: Laparotomy
STX: Sympathetectomy (chemical)
NE: Norepinephrine
ME: Muscularis externa
AR: Adrenergic receptor
GO: Gene ontology
IM: Intestinal manipulation
6-OHDA: 6-Hydroxydopamine
GFAP: Glial fibrilliary acidic protein
SOX10: SRY-Box transcription factor 10
IL-6: Interleukin-6
IL-1β: Interleukin-1β
CCL2: C–C motif chemokine ligand 2
TNFα: Tumor necrosis factor α
IFNγ: Interferone γ
GDNF: Glial-cell derived neurotrophic factor
PLP1: Proteolipid protein 1

# Supplementary material for: β-adrenergic signaling triggers enteric glial reactivity and acute enteric gliosis during surgery
**Source:** J Neuroinflammation. 2023 Nov 8;20:255. doi: 10.1186/s12974-023-02937-0
**Supplement:** Supplementary file 1 — Additional file 1: Method S1. RiboTag approach in the muscularis externa. Method S2. Construction of the JellyOP targeting vector for the mouse Rosa26 locus. Method S3. JellyOP animal creation. Method S4. Recombinant adeno-associated virus (rAAV) preparation. Table S1. Buffer and media. Table S2. Antibodies. Table S3. PCR primer. Table S4. Acute enteric gliosis GO-term.

_______________________________________________________________

**Additional file 1**

Method S1: *RiboTag* approach in the *muscularis externa*

RiboTag IP was performed according to Leven et al. 2021. In brief: The small bowel muscle layer (*muscularis externa*; *ME*) was separated from the mucosal layer in ice-cold Krebs‑Henseleit buffer (Table S2). Due to the nature of the intestine, a swift separation and constant low temperature are integral to optimize the amount of RNA and its quality. As an additional precaution to protect specific mRNA, *ME* was immediately placed in RNAlater [Thermo Fisher Scientific, Waltham, MA, USA; AM7020]. Subsequently, about 100 mg of *ME* per mouse was lysed with a Precellys homogenizer [Bertin Instruments, Montigny‑le‑Bretonneux, FR] (3x 5000 rpm, 45 s; 5 min intermediate incubation on ice) in pre-cooled homogenization buffer (1 ml; Table S2). Lysate was centrifuged (10 min, 10000 g, 4°C), supernatants removed and separated into an “input control” portion (50 µl) and sample designated for immunoprecipitation (IP; ~950 µl). IP Samples were incubated with anti-HA antibody (5 μl; 1 mg/ml; Table S1) for 4 h at 4°C, 7 rpm on a sampler rotation device. Following the antibody binding, lysates were incubated overnight (4°C, 7 rpm) with 200 μl homogenization buffer equilibrated A/G dynabeads [Thermo Fisher Scientific, Waltham, MA, USA; 88802]. Beads with bound ribosomes were magnetically separated from unbound lysates (4°C, 1min) and washed off with high salt buffer (5 min three times, 4°C, 7 rpm; Table S2). Bead-Ribosome aggregates were subjected to a Qiagen micro kit [Qiagen, Hilden, NRW, DE; 74004] to elute glial-specific mRNA.

Method S2: Construction of the *JellyOP* targeting vector for the mouse Rosa26 locus

The cDNA for JellyOP was subcloned in pR26 CAG/GFP Asc, which was a generous gift of Dr. Ralf Kuehn [Addgene plasmid # 74285] (30) by DNA fragment assembly method using the in-vitro homologous recombination reaction (GeneArt® Seamless Cloning Kit [InvitrogenTM Life TechnologiesTM, ThermoFisher Scientific, Carlsbad, CA, USA]). In detail, the vector DNA pR26 CAG/GFP Asc was linearized by the endonuclease restriction enzymes AscI and subsequently treated by the large fragment of DNA Polymerase I (Klenow Fragment) [ThermoFisher Scientific, Waltham, MA, USA] to blunt the ends. Then the linearized DNA was dephosphorylated by FastAP thermosensitive alkaline phosphatase [ThermoFisher Scientific, Waltham, MA, USA] and later purified by QIAquick PCR Purification Kit [QIAGEN, Hilden, Germany]. The cDNA for JellyOP (31), was synthetized as strings DNA fragments [Invitrogen™ GeneArt™ Strings™, ThermoFisher Scientific, Regensburg, Germany]. Following the manufacturer’s specification, DNA fragment of the insert cDNA for JellyOP and the linearized DNA vector pR26 CAG/GFP Asc was assembled, which generated the construct named pR26 CAG/JellyOP/GFP. The resulted construct was further verified by sanger sequencing [Eurofins Genomics, Erbersberg, Germany]. Finally, to prepare this targeting vector DNA for microinjection, the verified plasmid DNA was obtained and extracted from the large bacteria culture using EndoFree Plasmid Maxi Kit [QIAGEN, Hilden, Germany].

Method S3: *JellyOP* animal creation

Gt(ROSA)26Sorem1(CAG-JellyOp-eGFP) mice were generated by CRISPR/Cas9 mediated gene-editing in zygotes according to (30). Briefly, Rosa26-crRNA and tracrRNA [IDT, Leuven, Belgium] were combined in TE buffer (#11-05-01-15, IDT) to a final concentration of 10 µM each and annealed (95°C, 5 min; cool down to room temperature with -0.2°C/sec; 22°C, 10 min). Injection mixes were assembled in TE microinjection buffer containing 50 ng/µl Cas9 protein (IDT), 0.6 µM annealed cr/tracr RNA, and 20 ng/µl pR26 CAG/JellyOP/GFP plasmid DNA. For pronuclear injection, zygotes were obtained by 1:1 mating of superovulated B6D2F1 females with B6D2F1 males [Charles River, Sulzfeld, Germany]. Pronuclear injection was performed according to standard procedures. Recovered embryos were cultured overnight at 37°C, 5% CO2 in G-TL medium [Vitrolife, Göteborg, Sweden] and transferred into the oviduct of pseudopregnant CD1 foster mice at the 2-cell stage. Offspring were genotyped and gene-edited alleles were separated by backcrossing of founder animals with CD1 mice. For optogenetic experiments generated *JellyOP* mice were crossbred with B6N.129-*Sox10^iCreERT2^/Rpl22^HA/+^/Ai14^fl/fl^* mice to enable activation of the LoxP site with tamoxifen in enteric glia cells.

Method S4: Recombinant adeno-associated virus (rAAV) preparation

rAAV2/1-GFAP-NLS-Cre-WPRE was prepared as previously described [1]. In brief, after transfection of HEK293T cells with pAAV-GFAP-NLS-Cre-WPRE and the helper plasmids pFΔ6, pRV1, and pH21, cells were lysed in 0.5% sodium deoxycholate (Sigma-Aldrich) and 50 units/ml Benzonase endonuclease (Millipore). HiTrapTM heparin columns (GE Healthcare) were used to purify AAV viral particles and the virus was concentrated to a final volume of 400 µl using Amicon Ultra Centrifugal Filters (Millipore). The purity of the virus was validated by SDS-PAGE followed by Coomassie Blue staining. Virus titer was determined by quantitative PCR (qPCR) with primers binding to the WPRE element.

**Table S1. Buffer and media.**

| **Buffer** | **Components** | |
| --- | --- | --- |
|  | NaCl 120 mM | Glucose 17.5 mM |
|  | KCl 5.9 mM | 2(H_2_O)CaCl_2_ 2.5 mM |
| Krebs-Henseleit | NaHCO_3_ 15.5 mM | 6(H_2_O)MgCl_2_ 1.17 mM |
|  | NaH_2_PO_4_ 1.4 mM |  |
|  |  |  |
|  |  |  |
|  | NaCl 126 mM | 2(H_2_O)CaCl_2_ 2.5 mM |
|  | KCl 2.5 mM | 6(H_2_O)MgCl_2_ 1.2 mM |
| Krebs-Henseleit (cell culture) | NaHCO_3_ 25 mM | Penicillin 100 IU/ml |
|  | NaH_2_PO_4_ 1.2 mM | Streptomycin 100 IU/ml |
|  |  | Amphotericin 2.5 µg/ml |
|  |  |  |
|  |  |  |
|  | DMEM |  |
| Dissociation buffer | Protease Type 1 0.25 mg/ml |  |
|  | Collagenase A 1 mg/ml |  |
|  |  |  |
|  |  |  |
|  | Neurobasal medium | Penicillin 100 IU/ml |
| Proliferation media | FGF 20 ng/ml | Streptomycin 100 IU/ml |
|  | EGF 20 ng/ml | Amphotericin 2.5 µg/ml |
|  |  |  |
|  |  |  |
|  | Neurobasal medium | Penicillin 100 IU/ml |
| Differentiation media | B27 | Streptomycin 100 IU/ml |
|  | N2 | Amphotericin 2.5 µg/ml |
|  | EGF 2 ng/ml |  |
|  |  |  |
|  | 50 mM Tris/HCl | 100 mM KCl |
|  | 1% NP-40 | 12 mM MgCl_2_ |
| Homogenization (lysis) | 1 mg/ml Heparin | 1 mM DTT |
|  | 100 µg/ml Cycloheximide | 1x Protease Inhibitor P8340 |
|  | 200 u/ml RNAsin |  |
|  |  |  |
|  |  |  |
| High salt buffer (washing) | 50 mM Tris/HCl | 300 mM KCl |
|  | 1% NP-40 | 12 mM MgCl_2_ |
|  | 100 µg/ml Cycloheximide | 0.5 mM DTT |
|  |  |  |

**Table S2. Antibodies.**

| **Host** | **Target** | **Fluorophor** | **Clone** | **Supplier** | **Art. No.** | **Use** |
| --- | --- | --- | --- | --- | --- | --- |
| Goat | Sox10 | --- | Polyclonal | SantaCruz Biotech | *discontinued* | IHC |
| Goat | Sox10 | --- | Polyclonal | Self-made | --- | IHC |
| Rabbit | Ki67 | --- | SP6 | Abcam | Ab16667 | IHC |
| Rabbit | HA | --- | C29F4 | Cell signaling | 3724S | IHC |
| Rabbit | TH | --- | Polyclonal | Sigma-Aldrich | AB152 | IHC |
| Rabbit | βAR | --- | Polyclonal | Cusabio | PA000937 | IHC |
| Rabbit | α2aAR | --- | Polyclonal | Alomone Labs | AAR-020 | ICC |
| Rabbit | FOS | --- | Polyclonal | SantaCruz | *discontinued* | IHC |
| Rabbit | IgG | --- | Polyclonal | Dianova | 011-000-003 | IHC |
| Rabbit | GFP | --- | Polyclonal | SYSY | 132002 | IHC |
| Mouse | Tubb3 | --- | Tuj1 | Biolegend | 801201 | IHC |
| Mouse | GFAP | Alexa594 | 2E1.E9 | Biolegend | 644708 | IHC |
| Chicken | Map2 | --- | Polyclonal | Biolegend | BLD-822501 | IHC |
| Donkey | Rabbit | FITC | Polyclonal | Dianova | 711-095-152 | IHC/ICC |
| Donkey | Rabbit | Alexa647 | Polyclonal | Dianova | 711-606-152 | IHC/ICC |
| Donkey | Goat | Alexa488 | Polyclonal | Thermo Scientific | A-11055 | IHC |
| Donkey | Goat | CF647 | Polyclonal | Sigma-Aldrich | SAB4600175 | IHC |
| Donkey | Chicken | FITC | Polyclonal | Biozol | 703-095-155 | IHC |
| Donkey | Chicken | CF633 | Polyclonal | Sigma-Aldrich | SAB4600127 | IHC |
| Donkey | Mouse | Alexa488 | Polyclonal | Dianova | 715-545-151 | IHC |
| Donkey | Mouse | CF647 | Polyclonal | Sigma-Aldrich | SAB4600176 | IHC |
| Mouse | HA | --- | 16-B-12 | Biolegend | 901514 | IP |
| Chicken | Vimentin | --- | Poly29191 | Biolegend | BLD-919101 | WB |
| Rabbit | GFAP | --- | Polyclonal | SySy | 173002 | WB |
| Rabbit | pPKA | --- | 100G7E | Cell signaling | 9624 | WB |
| Mouse | β-actin | --- | AC-74 | Sigma-Aldrich | A5316 | WB |
| Donkey | Mouse | DyLight 800 | Polyclonal | Thermo Scientific | SA5-10172 | WB |
| Donkey | Chicken | IRDye 680 | Polyclonal | Li-Cor | 926-68075 | WB |
| Donkey | Rabbit | IRDye 680 | Polyclonal | Li-Cor | 926-68073 | WB |

**Table S3. PCR primer.**

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *18S* | GTAACCCGTTGAACCCCATT | CCATCCAATCGGTAGTAGCG |
| *Pgk1* | Assay: QT00306558 | |
| *GAPDH* | GGGAAGCCCATCACCATCTT | GCCTCACCCCATTTGATGTT |
| *βActin* | AGAGGGAAATCGTGCGTGAC | CAATAGTGATGACCTGGCCGT |
| *Tubb4* | Assay: QT00251664 | |
| *Il6* | AAGTCGGAGGCTTAATTACACATGT | CCATTGCACAACTCTTTTCTCATT |
| *Ccl2* | AGGTCCCTGTCATGCTTCTG | TCTGGACCCATTCCTTCTTG |
| *FosB* | ATGGGCTCTCCTGTCAACAC | ACGGAGGAGACCAGAGTGG |
| *Stat3* | AGCTGGACACACGCTACCT | AGGAATCGGCTATATTGCTGGT |
| *Nestin* | AGATCGCTCAGATCCTGGAA | AGGTGTCTGCAAGCGAGAGT |
| *Adra1a* | TTGAAATTCGGGAAGAAGGA | GAGAAGAAAGCCGCCAAGAC |
| *Adra1b* | AGGCAGCTGTTGAAGTAGCC | TCTTCATCGCTCTCCCACTT |
| *Adra1d* | ATTGAAGTAGCCCAGCCAGA | GCTGGTTCCCCTTTTTCTTC |
| *Adra2a* | TCTGGTCGTTGATCTTGCAG | CATCTCGGCTGTCATCTCCT |
| *Adra2b* | CAAAGCCTTTCATCTCCCTG | CTGGCCTCGACCTCACTAAG |
| *Adra2c* | CCACCTCACTCGGTTACAGG | CTACAAGCGCACTCTCCAATC |
| *Adrb1* | AAGTCCAGAGCTCGCAGAAG | GCTGATCTGGTCATGGGATT |
| *Adrb2* | TAGCGATCCACTGCAATCAC | ATTTTGGCAACTTCTGGTGC |
| *Adrb3* | GGGGAAGGTAGAAGGAGACG | ACAGGAATGCCACTCCAATC |

| **Gene** | **Fold** | **Mean Counts (IM3h)** | **Mean Counts (Naive)** | **Source** |
| --- | --- | --- | --- | --- |
| *Egr2* | 665,25 | 221,75 | 0,33 | [2] |
| *Serpine1* | 187,12 | 4303,86 | 23,00 | Fold > ±10 |
| *Mt2* | 173,28 | 36811,61 | 212,44 | [3] |
| *Ccl2* | 135,33 | 1353,25 | 10,00 | [4–6] |
| *Hbegf* | 115,57 | 20070,66 | 173,67 | Fold > ±10 |
| *Egr1* | 87,29 | 12075,58 | 138,33 | [2] |
| *Gdnf* | 78,39 | 4755,75 | 60,67 | [4] |
| *Rn7sk* | 65,74 | 316,61 | 4,82 | Fold > ±10 |
| *Dusp5* | 64,94 | 2684,00 | 41,33 | Fold > ±10 |
| *Ccn1* | 55,86 | 2234,50 | 40,00 | Fold > ±10 |
| *Atf3* | 53,79 | 878,50 | 16,33 | Fold > ±10 |
| *Mt1* | 45,68 | 31064,47 | 680,00 | [3] |
| *Srxn1* | 45,31 | 8307,50 | 183,33 | [7] |
| *Fos* | 44,80 | 1269,25 | 28,33 | [4, 8] |
| *Adamts1* | 41,71 | 2641,50 | 63,33 | Fold > ±10 |
| *Cxcl1* | 38,19 | 152,75 | 4,00 | [4, 5, 7] |
| *Rpsa-ps12* | 37,61 | 917,40 | 24,40 | Fold > ±10 |
| *Cntd1* | 36,73 | 73,17 | 1,99 | Fold > ±10 |
| *Csrnp1* | 34,12 | 830,25 | 24,33 | Fold > ±10 |
| *Junb* | 33,65 | 1532,96 | 45,56 | [6] |
| *Mmp3* | 31,13 | 41,50 | 1,33 | [4, 6] |
| *Il11* | 30,78 | 256,50 | 8,33 | [4] |
| *Errfi1* | 30,13 | 853,75 | 28,33 | Fold > ±10 |
| *Rcan1* | 29,64 | 4040,75 | 136,33 | Fold > ±10 |
| *Tnfaip6* | 29,56 | 384,25 | 13,00 | Fold > ±10 |
| *Btc* | 29,25 | 663,00 | 22,67 | Fold > ±10 |
| *Hmox1* | 28,67 | 669,00 | 23,33 | [7] |
| *Vasn* | 26,30 | 4049,50 | 154,00 | Fold > ±10 |
| *Cxcl5* | 26,18 | 96,00 | 3,67 | [6] |
| *Map3k8* | 25,06 | 200,50 | 8,00 | [6] |
| *Nes* | 23,78 | 8330,81 | 350,33 | [4, 7, 9] |
| *Kdm6b* | 22,04 | 6267,00 | 284,33 | Fold > ±10 |
| *Tnfrsf12a* | 21,82 | 2021,75 | 92,67 | [7] |
| *Cdt1* | 21,61 | 273,75 | 12,67 | Fold > ±10 |
| *Ifrd1* | 21,36 | 4422,53 | 207,00 | Fold > ±10 |
| *Lif* | 21,36 | 192,25 | 9,00 | [4] |
| *Ets1* | 20,68 | 1709,25 | 82,67 | Fold > ±10 |
| *Nfkbia* | 20,30 | 19848,25 | 977,67 | Fold > ±10 |
| *Hmga1* | 20,28 | 3542,45 | 174,69 | [7] |
| *Ier5l* | 20,27 | 1060,75 | 52,33 | Fold > ±10 |

× **Naive 0 counts; IM3h > 15 counts**

References

1. van Loo KMJ, Schaub C, Pernhorst K, Yaari Y, Beck H, Schoch S, Becker AJ. Transcriptional regulation of T-type calcium channel CaV3.2: bi-directionality by early growth response 1 (Egr1) and repressor element 1 (RE-1) protein-silencing transcription factor (REST). J Biol Chem. 2012;287:15489–501. doi:10.1074/jbc.M111.310763.

2. Orre M, Kamphuis W, Osborn LM, Jansen AHP, Kooijman L, Bossers K, Hol EM. Isolation of glia from Alzheimer's mice reveals inflammation and dysfunction. Neurobiol Aging. 2014;35:2746–60. doi:10.1016/j.neurobiolaging.2014.06.004.

3. Mathys H, Davila-Velderrain J, Peng Z, Gao F, Mohammadi S, Young JZ, et al. Single-cell transcriptomic analysis of Alzheimer's disease. Nature. 2019;570:332–7. doi:10.1038/s41586-019-1195-2.

4. Sofroniew MV. Astrogliosis. Cold Spring Harb Perspect Biol. 2014;7:a020420. doi:10.1101/cshperspect.a020420.

5. Nieves MD, Furmanski O, Doughty ML. Sensorimotor dysfunction in a mild mouse model of cortical contusion injury without significant neuronal loss is associated with increases in inflammatory proteins with innate but not adaptive immune functions. J Neurosci Res. 2021;99:1533–49. doi:10.1002/jnr.24766.

6. Rosenbaum C, Schick MA, Wollborn J, Heider A, Scholz C-J, Cecil A, et al. Activation of Myenteric Glia during Acute Inflammation In Vitro and In Vivo. PLoS One. 2016;11:e0151335. doi:10.1371/journal.pone.0151335.

7. Zamanian JL, Xu L, Foo LC, Nouri N, Zhou L, Giffard RG, Barres BA. Genomic analysis of reactive astrogliosis. Journal of Neuroscience. 2012;32:6391–410. doi:10.1523/JNEUROSCI.6221-11.2012.

8. Schirmer L, Velmeshev D, Holmqvist S, Kaufmann M, Werneburg S, Jung D, et al. Neuronal vulnerability and multilineage diversity in multiple sclerosis. Nature. 2019;573:75–82. doi:10.1038/s41586-019-1404-z.

9. Hara M, Kobayakawa K, Ohkawa Y, Kumamaru H, Yokota K, Saito T, et al. Interaction of reactive astrocytes with type I collagen induces astrocytic scar formation through the integrin-N-cadherin pathway after spinal cord injury. Nat Med. 2017;23:818–28. doi:10.1038/nm.4354.

10. Rakers C, Schleif M, Blank N, Matušková H, Ulas T, Händler K, et al. Stroke target identification guided by astrocyte transcriptome analysis. Glia. 2019;67:619–33. doi:10.1002/glia.23544.

11. Fujita A, Yamaguchi H, Yamasaki R, Cui Y, Matsuoka Y, Yamada K-I, Kira J-I. Connexin 30 deficiency attenuates A2 astrocyte responses and induces severe neurodegeneration in a 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine hydrochloride Parkinson's disease animal model. J Neuroinflammation. 2018;15:227. doi:10.1186/s12974-018-1251-0.

12. Jones EV, Bouvier DS. Astrocyte-secreted matricellular proteins in CNS remodelling during development and disease. Neural Plast. 2014;2014:321209. doi:10.1155/2014/321209.

13. Liddelow SA, Guttenplan KA, Clarke LE, Bennett FC, Bohlen CJ, Schirmer L, et al. Neurotoxic reactive astrocytes are induced by activated microglia. Nature. 2017;541:481–7. doi:10.1038/nature21029.

# Supplementary material for: β-adrenergic signaling triggers enteric glial reactivity and acute enteric gliosis during surgery
**Source:** J Neuroinflammation. 2023 Nov 8;20:255. doi: 10.1186/s12974-023-02937-0
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Characterization of POI in Sox10iCreERT2/Rpl22HA/+ mice. Figure S2. Sympathetic signaling is involved in enteric glia functions. Figure S3. Laparotomy affects molecular functions. Figure S4. Effect of NE and tissue expression of ADRβ1. Figure S5. Ex vivo β-adrenergic stimulation elicits enteric glia calcium signaling. Figure S6. JellyOP mice with a mixed genetic background develop regular POI.

_______________________________________________________________

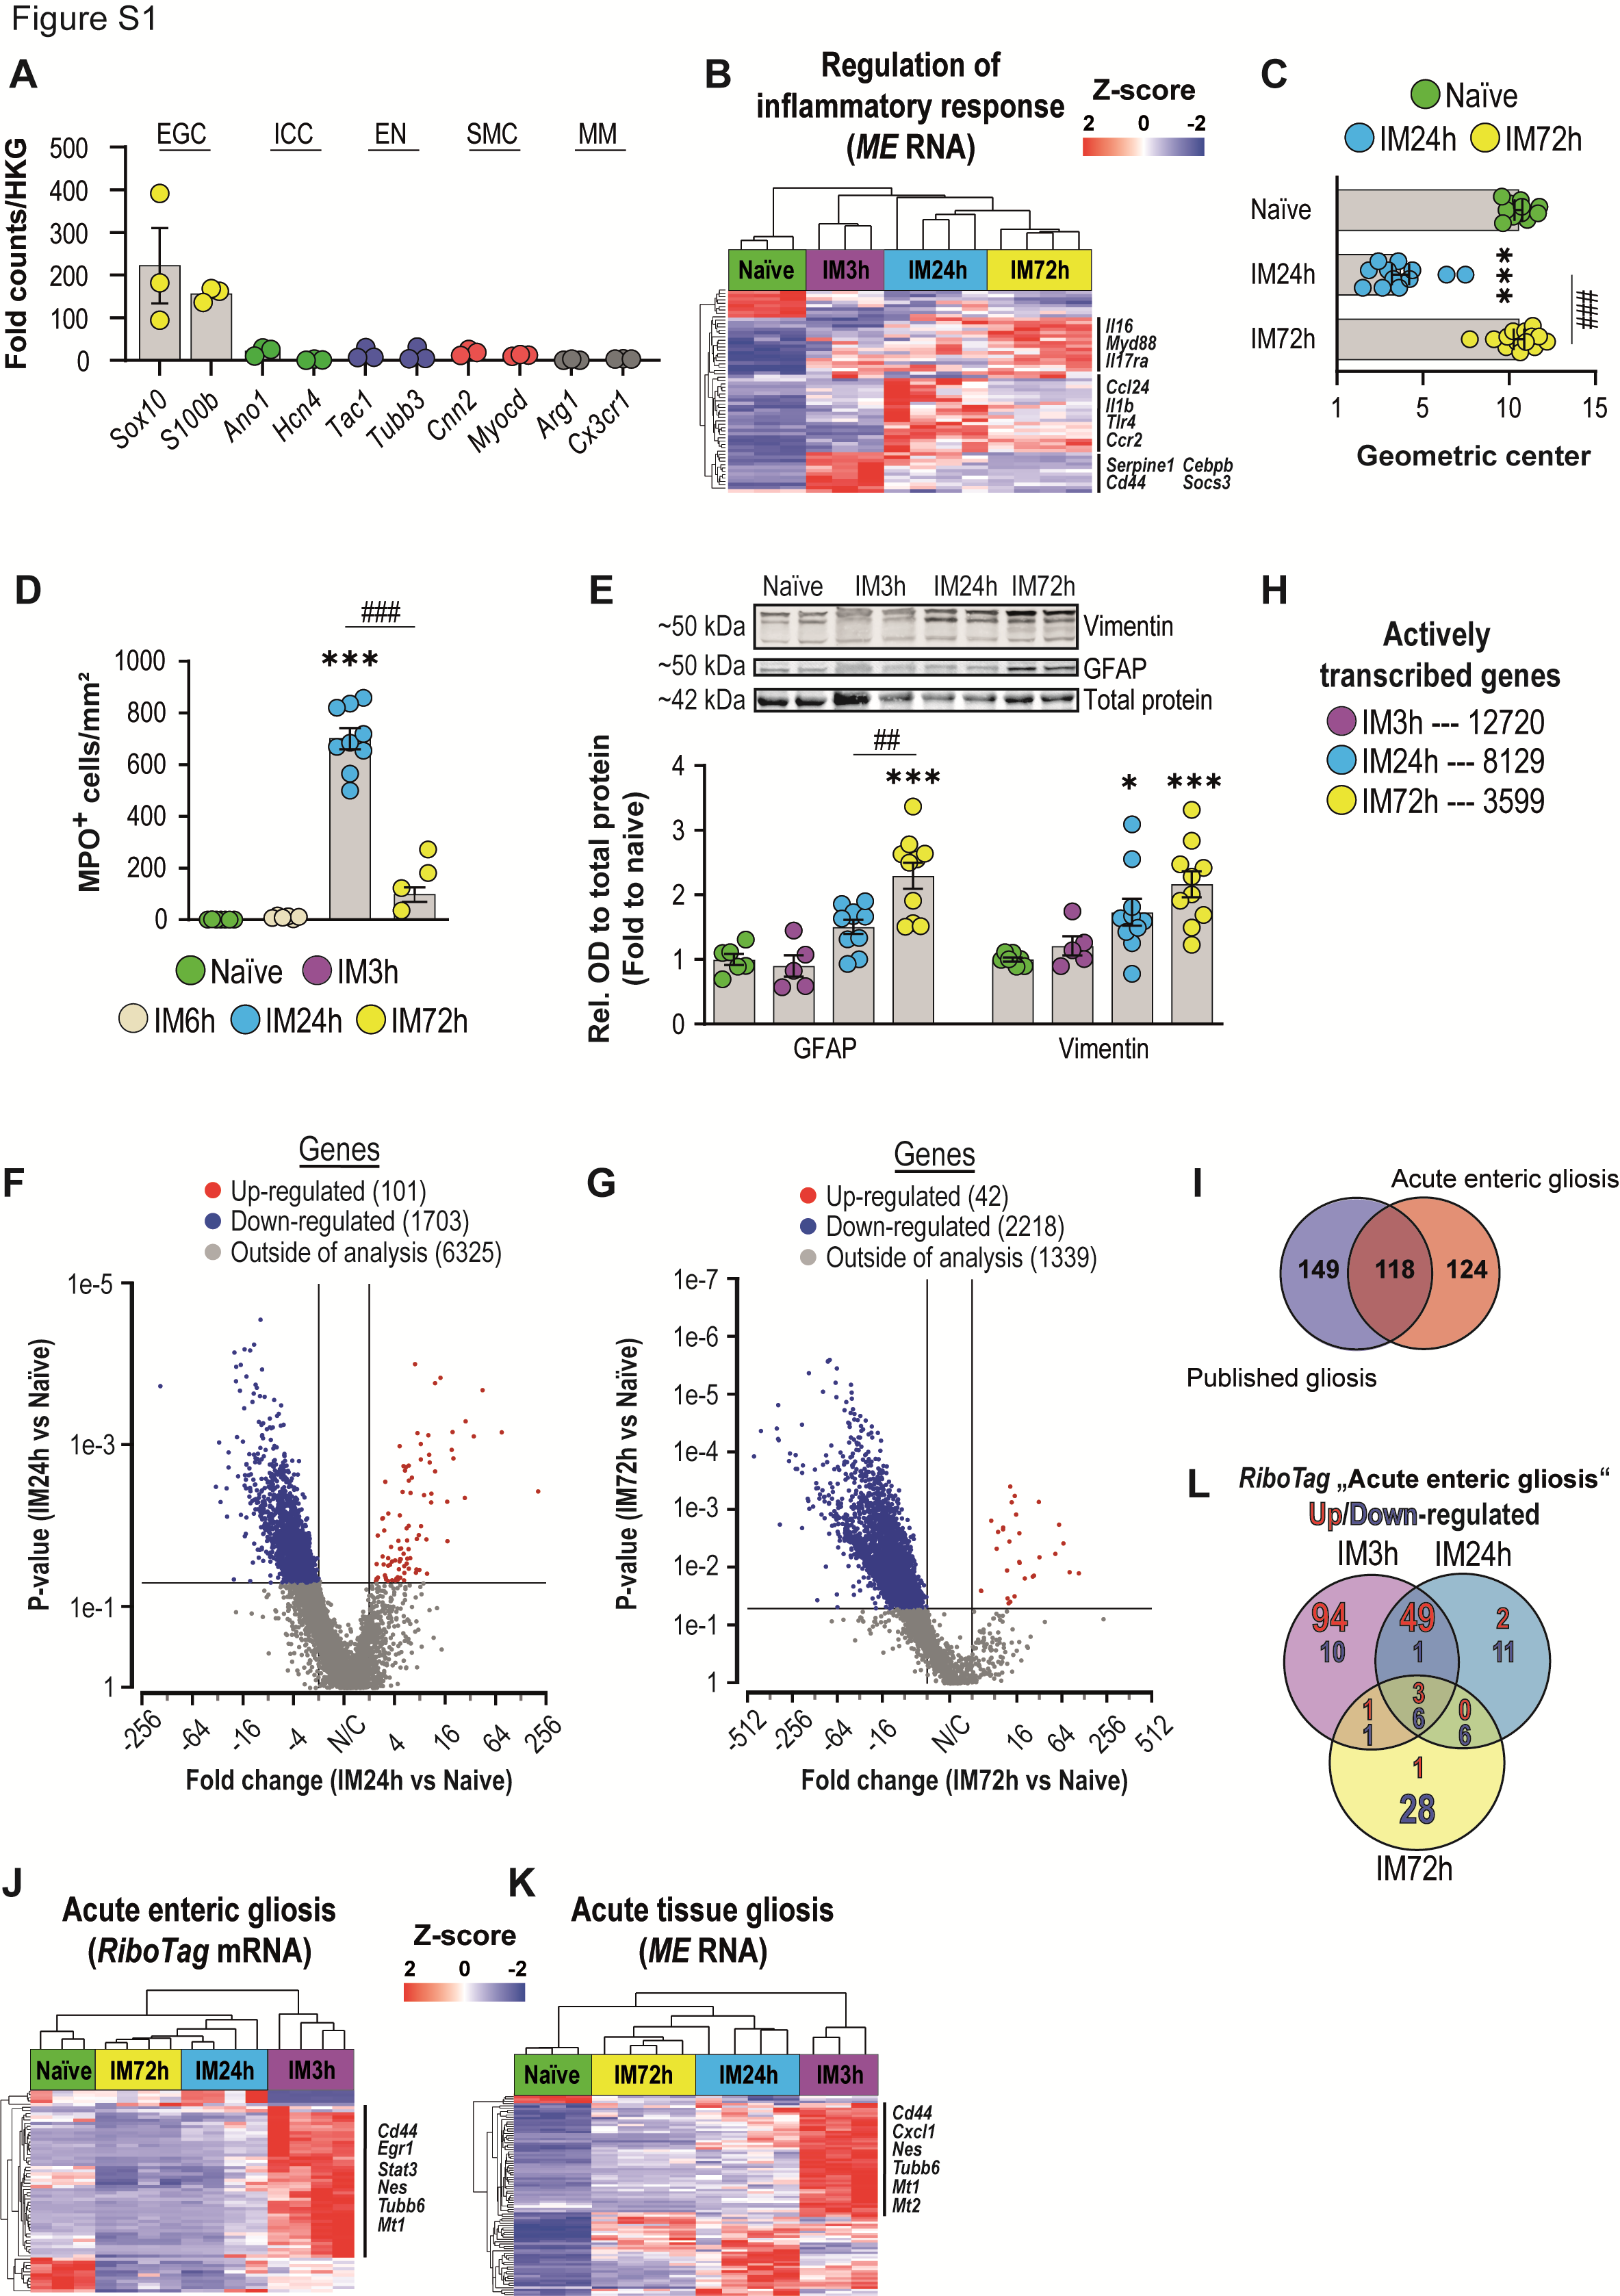

**Figure S1. Characterization of POI in *Sox10^iCreERT2^/Rpl22^HA/+^* mice.**

**(A)** Analysis for genes (mean ± SEM) of common cell types (enteric glial cells (EGC); interstitial cells of Cajal (ICC); Enteric neurons (EN); Smooth muscle cells (SMC); Muscularis macrophages (MM) in *Sox10^iCreERT2^/Rpl22^HA/+^ RiboTag* mRNA (Counts; *Actb/Hsp90ab1/Rplp1*, n = 3 mice per condition). **(B)** RNA‑Seq heat maps for naïve, IM3h, IM24h, and IM72h samples of *ME* RNA "regulation of inflammatory response" induction and indication of genes. (n = 3-4 mice per condition). **(C)**GI transit (mean ± SEM) for naïve, IM24h, and IM72h animals (n = 11-14 mice per condition; two-way ANOVA, * to naïve, # to IM24h, ***/### < 0.001). **(D)** Quantification of myeloidperoxidase^+^ (MPO) cells/mm^2^ (mean ± SEM; n = 4-9 mice per condition; two-way ANOVA, * to naïve, # to IM24h, ***/### < 0.001). **(E)**SDS‑PAGE and corresponding densitometry (mean ± SEM) of *Sox10^iCreERT2^/Rpl22^HA/+^* small bowel *ME* lysates stained for Vimentin (VIM) (~50 kDa) and GFAP (~50 kDa). BioRad stainless total protein band (42 kDa) was used as a loading control. (n = 5‑10 mice per condition; one‑way ANOVA, * to naive, # to IM24h, *** < 0.001, ## < 0.01, * < 0.05). **(F, G)** Volcano plots for actively transcribed genes at IM24h (F) and IM72h (G) in *Sox10^iCreERT2^/Rpl22^HA/+^* EGCs with DEGs (p‑value < 0.05, > ±2 fold) marked in red (upregulated) and blue (downregulated). **(H)**Actively transcribed genes at IM3h, IM24h, and IM72h. **(I)** Venn diagram of genes overlapping between published gliosis genes and the “acute enteric gliosis” GO-term at IM3h. **(J, K)** RNA‑Seq heat maps for *Sox10^iCreERT2^/Rpl22^HA/+^ RiboTag* mRNA (J) and *ME* RNA (K) filtered for the GO-term ”acute enteric gliosis” at different time points and implication of POI hallmark genes. (n = 3‑4 mice per condition) **(L)** Venn diagram of differentially regulated genes (DEG) in the “acute enteric gliosis” GO-term across different time points for *Sox10^iCreERT2^/Rpl22-HA* *RiboTag* mRNA samples.

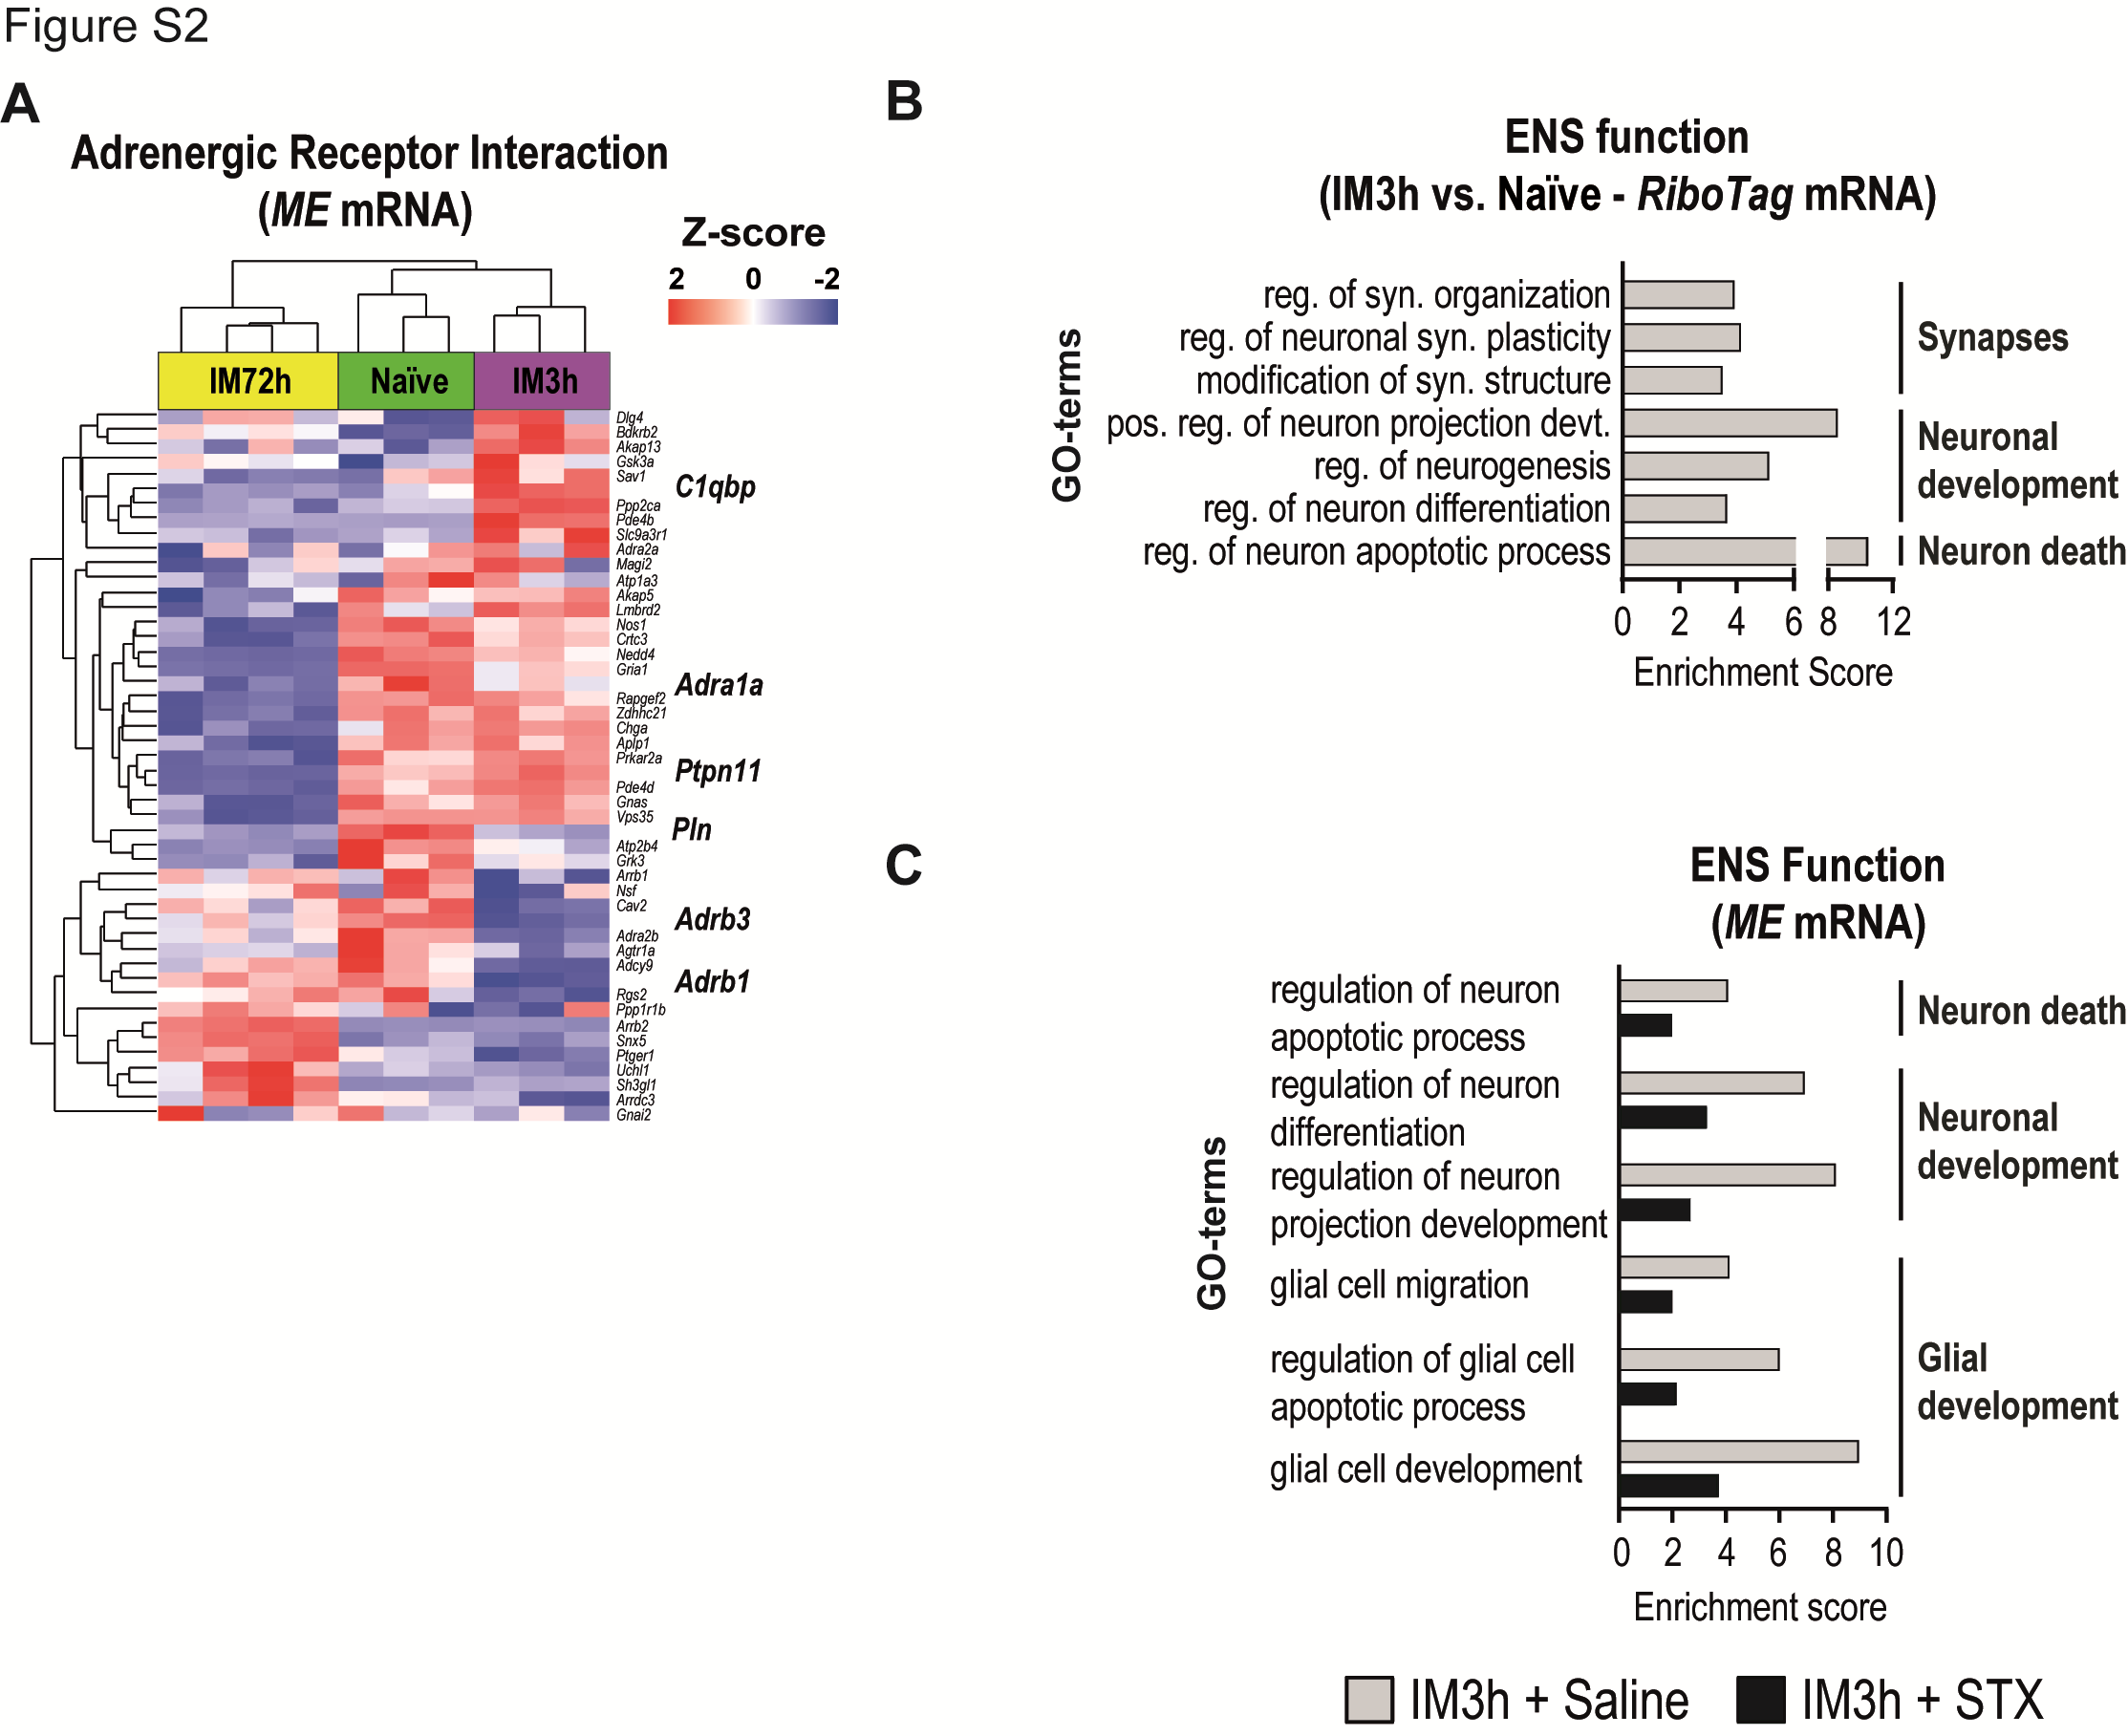

**Figure S2. Sympathetic signaling is involved in enteric glia functions.**

**(A)** Heat map for the novel GO-term “adrenergic receptor interaction” in naïve, IM3h, and IM72h samples of *ME* RNA and highlight on selected genes influencing signal transduction. (n = 3-4 mice per condition) **(B)** Analysis of enriched GO-terms in mRNA from *Sox10^iCreERT2^/Rpl22^HA/+^* EGCs related to ENS activity. **(C)**Analysis of enriched GO-terms in IM3h *ME* RNA and comparatively reduced in IM3h/STX samples related to ENS function.

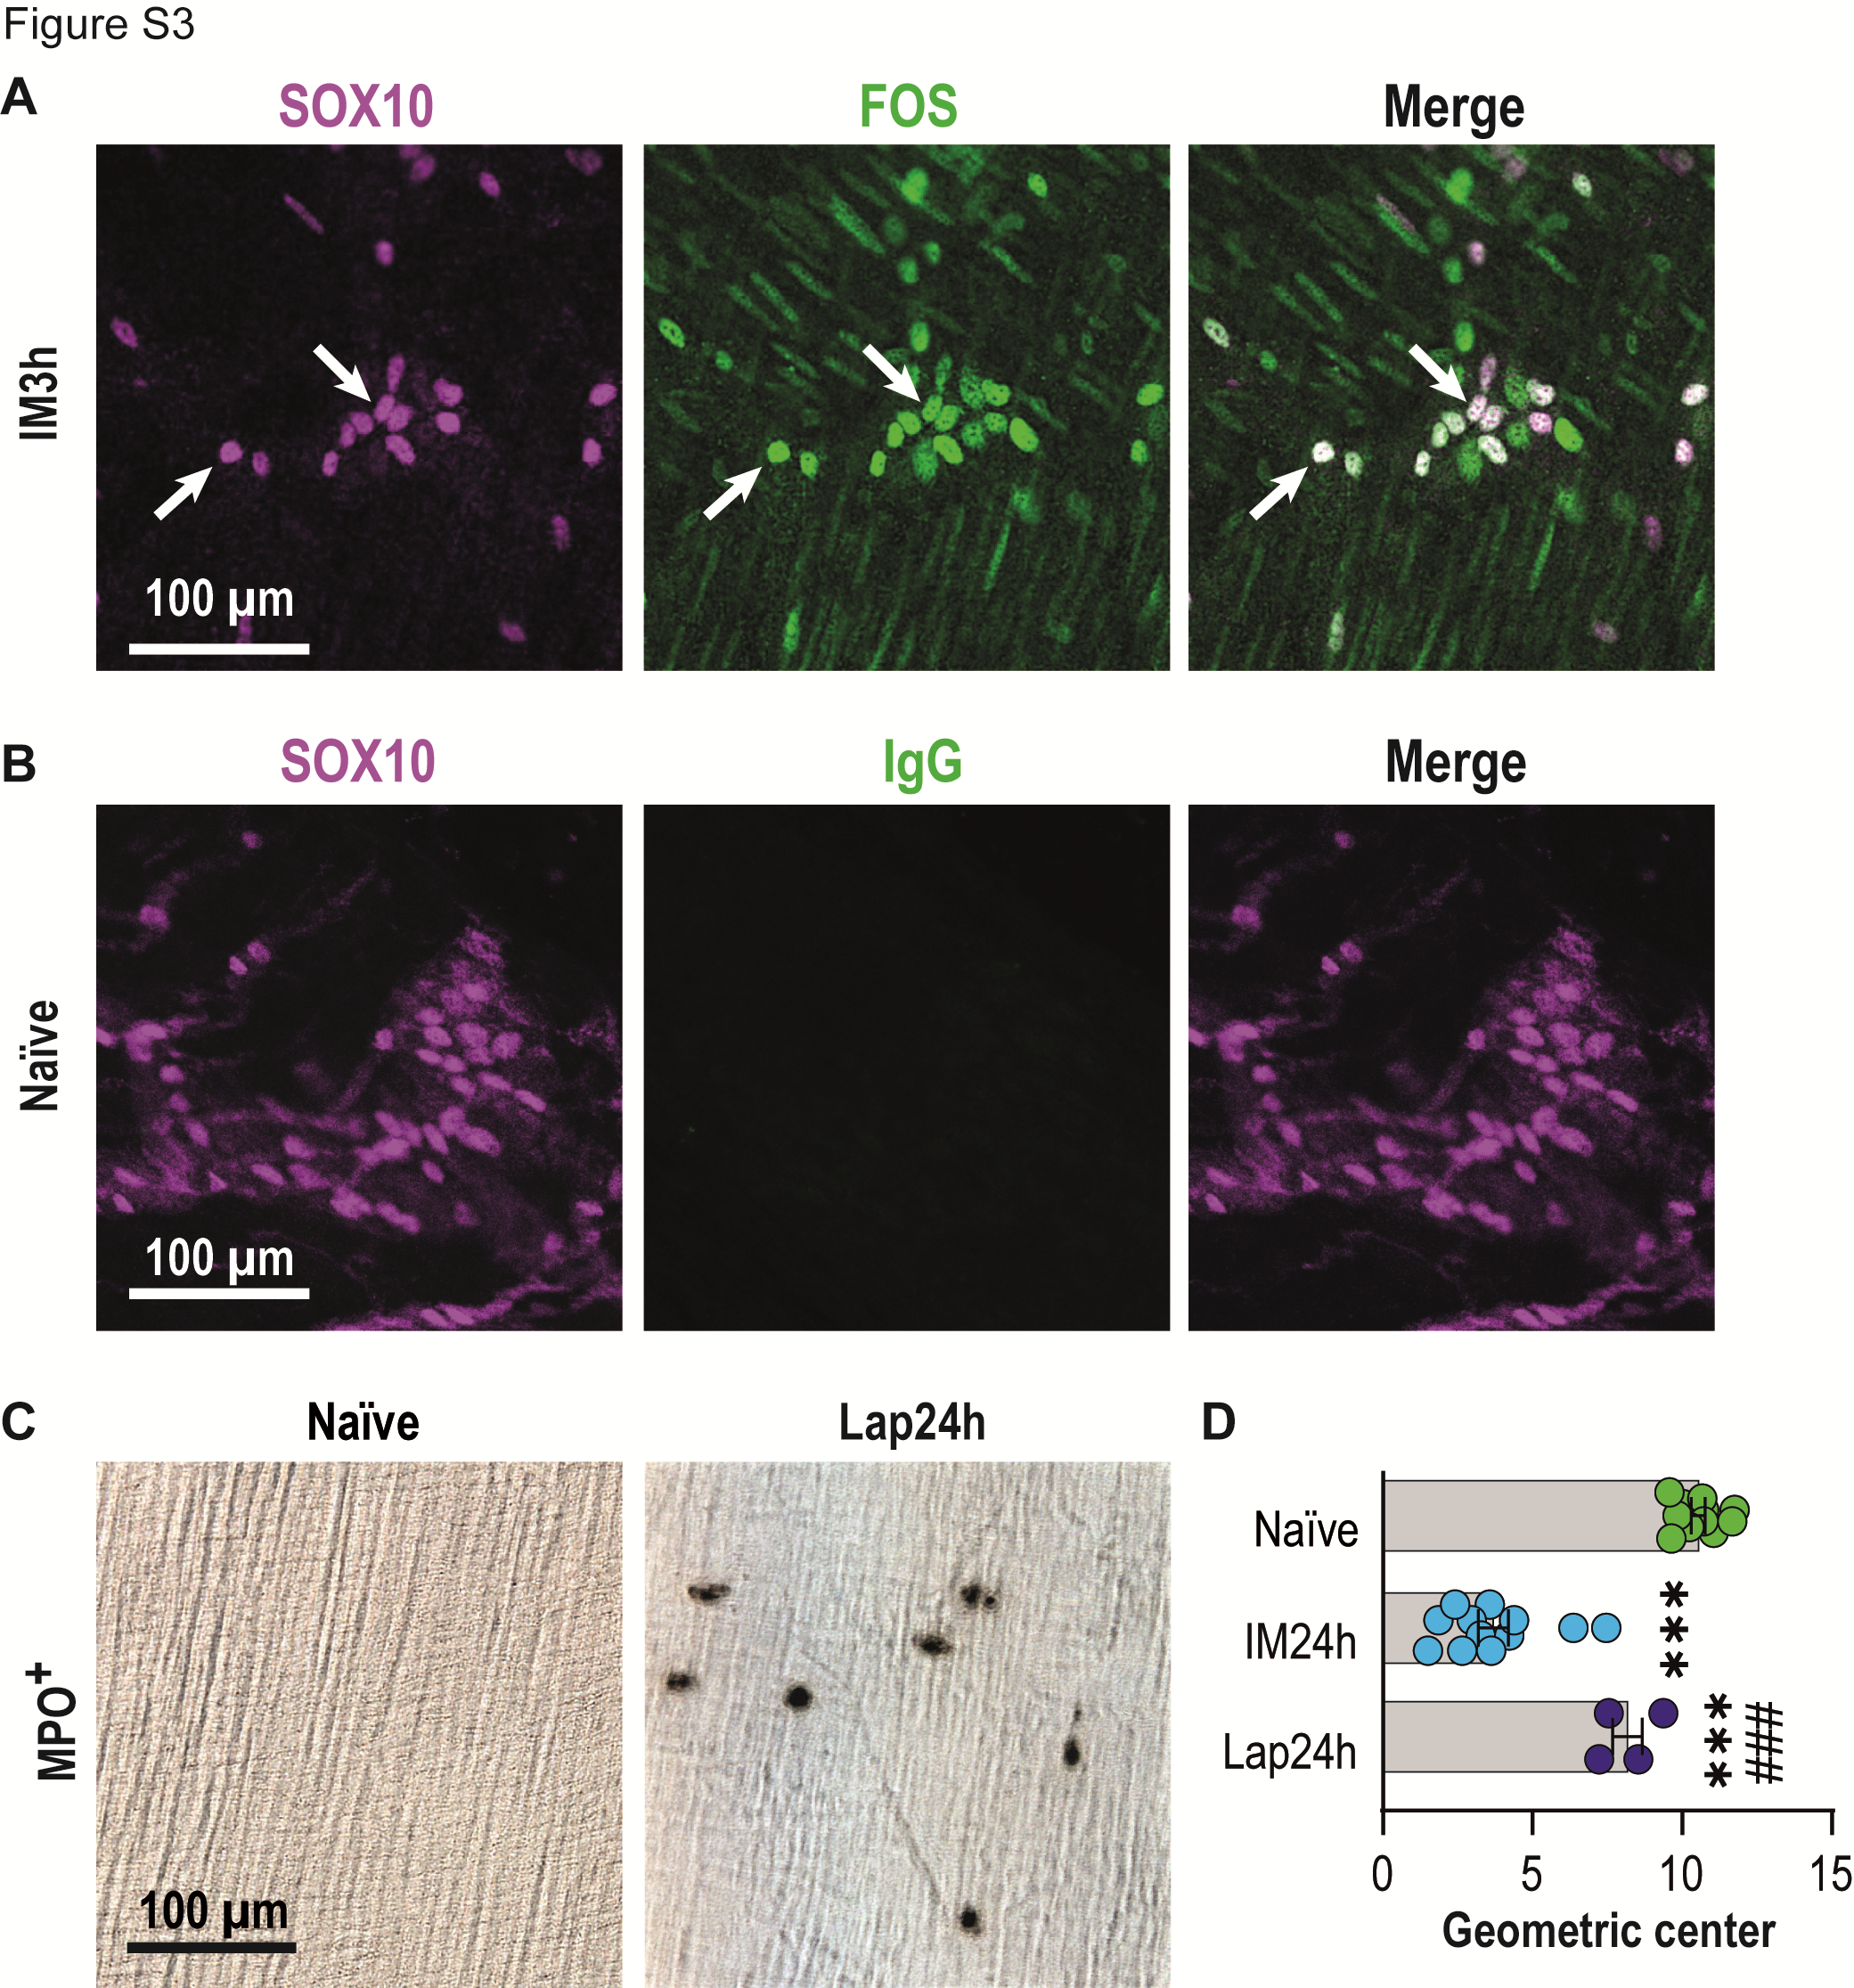

**Figure S3. Laparotomy affects molecular functions.**

**(A)** Confocal images of immunohistological stainings of SOX10 (magenta) and FOS (green) expression in whole mounts of IM3h small bowel *ME*. (n = 3 mice). Arrows indicate FOS-positive SOX10-EGCs. Scale bar (100 µm). **(B)** Confocal images of immunohistological stainings of SOX10 (magenta) and a rabbit IgG (green) in whole mounts of naïve small bowel *ME*. (n = 3 mice). Scale bar (100 µm). **(C)** Whole mounts of small bowel *ME* at naïve and Lap24h time points stained for myeloperoxidase^+^ cells. Scale bar (100 µm). **(D)** GIT (mean ± SEM) for naïve, Lap24h, and IM24h treated mice (n = 4-12 mice per condition; Student’s t-test, * to naïve, ### to Lap24h, ***/### < 0.001).

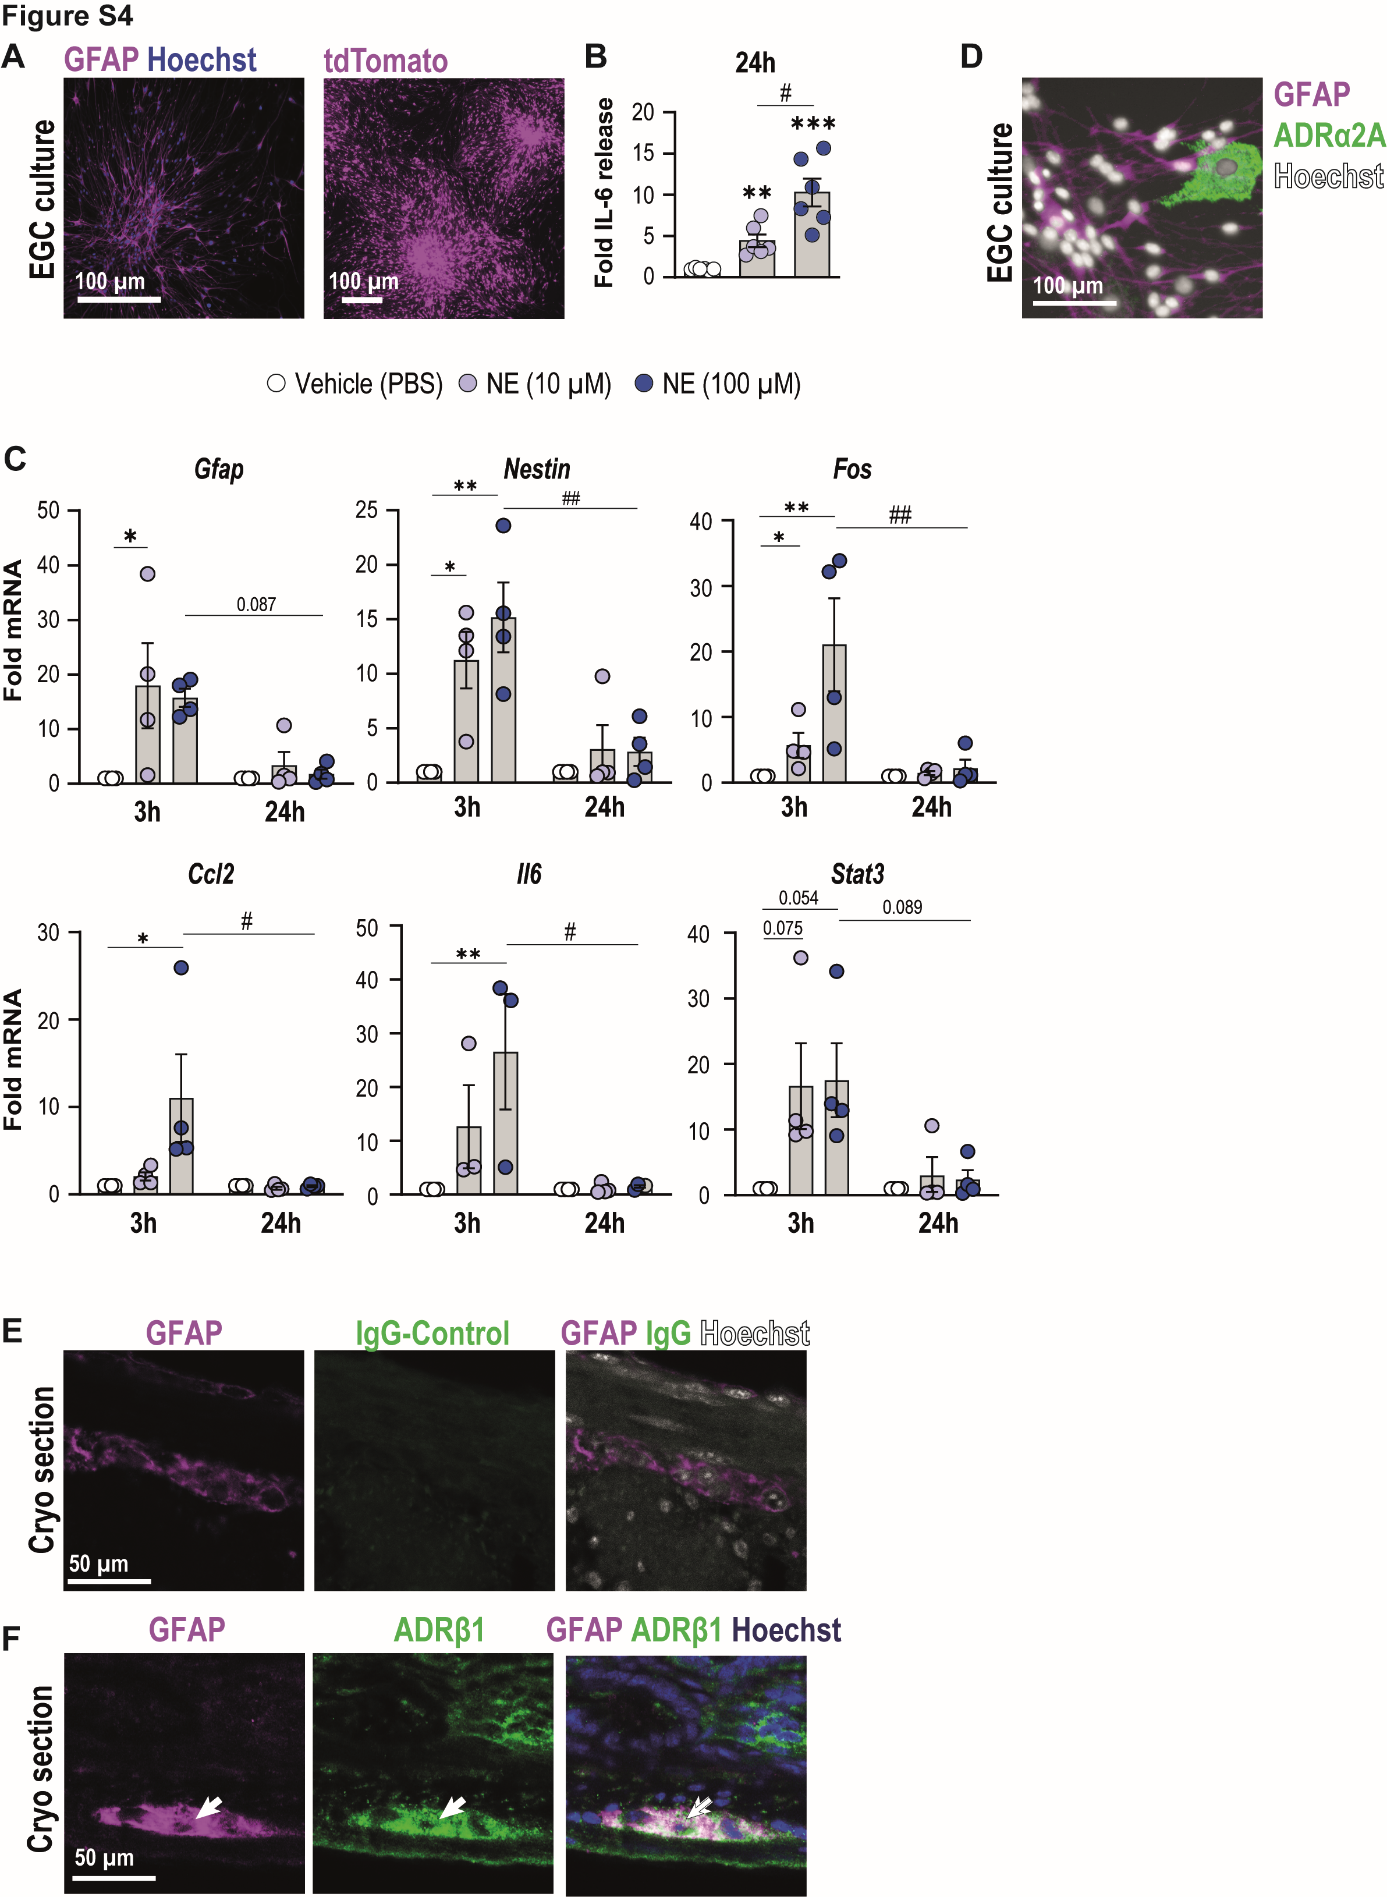

**Figure S4. Effect of NE and tissue expression of ADRβ1.**

**(A)** Immunocytochemistry images (Hoechst = blue; GFAP/tdTomato = magenta) of cultured primary EGCs. Scale bars (100 µm). **(B)** ELISA analysis for IL-6 release from conditioned medium (mean ± SEM) of cultured EGCs after NE stimulation (24 h; 10 µM, 100 µM; n = 6-8 distinct cell culture wells per condition; Student’s t-test, * to naive, # to 10 µM treatment, #/* < 0.05, ** < 0.01, *** < 0.001). **(C)** qPCR analysis of RNA from cultured EGCs (mean ± SEM) after NE (10 µM, 100 µM) treatment for 3h and 24 h for acute gliosis (2^‑ΔΔCT^, *18S*, untreated control; n = 4 distinct cell culture wells per condition; two-way ANOVA, * to the respective vehicle, # to 3h treatment, **/## < 0.01, */# < 0.05). **(D)** Immunocytochemistry of cultured EGCs for GFAP (magenta), Hoechst (white), and adrenergic receptor α2a (ADRα2A; green). Scale bar (100 µm). **(E)** Confocal images of immunohistochemistry of cryo-embedded intestinal samples stained for GFAP^+^enteric glia (magenta) and ADRβ1 (green) in the *ME*; Hoechst was used to detect cell nuclei (blue). Arrows indicate double positive cells. Scale bar (50 µm). **(F)** Confocal images of immunohistochemistry of cryo-embedded intestinal samples stained for GFAP^+^enteric glia (magenta) and IgG control (green) in the *ME*; Hoechst was used to detect cell nuclei (white). Scale bar (50 µm).

**Figure S5. *Ex vivo* β-adrenergic stimulation elicits enteric glial calcium signaling.**

**(A)** Grayscale snapshots from a 3D Ca^2+^ imaging sequence in which the glial cell network was identified by Substance P and the neurons by high K^+^ (upper panels) as well as fixed and immunohistochemically stained whole mounts for GCaMP3-GFP (green), glial cell network (GFAP, teal), and neuronal network (HuC/D, red) (lower panels). Large arrows indicate enteric glia reacting to Substance P, arrow heads indicate neurons reacting to high K^+^ levels. Scale bar (100 µm). **(B)** Average traces of 14 glial cells responding to Substance P (red) and isoprenaline (green). Note that these applications were done sequentially and then overlaid in time for presentation purposes. **(C)** Grayscale snapshot of a live recording of a maximal cytosolic response to SP, perfectly matching the glial network from a GFAP staining. Arrows indicate HuC/D positive cells that are not active at the time the glial cell network is during the peak SP response. Scale bar (100 µm). **(D)** Schematic of the administration of reserpine (100 µl s.c., 20 mg/kg body weight), subsequent NE depletion and laparotomy 24h after injection, and workflow. **(E)** qPCR analysis of RNA from *ME* (mean ± SEM) 3h after laparotomy of animals either untreated or treated with reserpine 24h before surgery for acute gliosis markers (2 ΔΔCT, 18S, NaCl 3h; n = 4 for Lap3h, n = 8 for Lap3h+Reserpine). **(F)** Schematic of the administration of tyramine (100 µl i.p., 100 mg/kg body weight), subsequent NE release and workflow. **(G)** qPCR analysis of RNA from *ME* (mean ± SEM) 3h after NaCl or tyramine treatment for acute gliosis markers (2 ΔΔCT, 18S, NaCl 3h; n = 4 for NaCl 3h, n = 8 for tyramine 3h).

**Figure S6. *JellyOP* mice with a mixed genetic background develop regular POI.**

**(A)** Confocal images of SOX10 (magenta) and JellyOP-GFP (green) expression in *Sox10^iCreERT2^/Rpl22^HA/+^/Ai14^fl/+^/JellyOP^fl/+^* mice. Arrows indicate GFP^+^/Sox10^+^ enteric glia. Scale bar (100 µm). **(B)** Confocal images of FOS (green) and SOX10 (magenta) in whole mounts of *Sox10^iCreERT2^/Rpl22^HA/+^/Ai14^fl/+^/JellyOP^fl/+^* mice with and without the *JellyOP* construct 3h after stimulation with blue light and under naïve conditions. Arrows indicate FOS^+^/SOX10^+^ enteric glia. Asterisks indicate oblong-shaped FOS^+^ smooth muscle cells. Diamonds indicate FOS^+^/SOX10^-^ ganglionic cells, likely enteric neurons. Scale bar (100 µm). **(C)** Confocal images of FOS (green) and SOX10 (magenta) in whole mounts of *Sox10^iCreERT2^/Rpl22^HA/+^/Ai14^fl/+^/JellyOP^fl/+^* mice 3h after intestinal manipulation. Arrows indicate FOS^+^/SOX10^+^ enteric glia. Scale bar (100 µm). **(D)** Whole mounts of small bowel *ME* of *Sox10^iCreERT2^/Rpl22^HA/+^/Ai14^fl/+^/JellyOP^fl/+^* mice at naïve and IM24h time points stained for myeloperoxidase^+^ cells. Scale bar (100 µm). **(E)** Quantification of myeloidperoxidase^+^ (MPO) cells/mm^2^ (mean ± SEM; n = 8-9 mice per condition; Student’s t-test, *** < 0.001). **(F)** Fluorescent images of SOX10 (magenta) and Ki67 (green) expression in whole mounts of small bowel *ME* in naïve and IM24h *Sox10^iCreERT2^/Rpl22^HA/+^/Ai14^fl/+^/JellyOP^fl/+^* mice. Scale bar (100 µm). **(G)** Histological analysis of Ki67^+^/SOX10^+^ cells per field of view (n = 4-5 animals per time point; mean counts of 5 images per n ± SEM; Student’s t-test, *** < 0.001). **(H)** GIT (mean ± SEM) for naïve and IM24h treated *Sox10^iCreERT2^/Rpl22^HA/+^/Ai14^fl/+^/JellyOP^fl/+^* mice (n = 5 mice per condition; Student’s t-test, *** < 0.001).

How the deposited data were processed for this re-analysis (not part of the article)

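RNA from the small bowel *ME* of mice was sequenced in 2 fractions, mRNA bound to HA-tagged ribosomes of *Sox10*-expressing cells (*RiboTag*) and total *ME* RNA, in naïve mice and at 3 h, 24 h and 72 h after IM. The authors made 3′ end libraries, aligned the single-end reads with STAR to mm10 and quantified Ensembl transcripts in Partek Flow with a pipeline of the library maker. The deposited data are 5 tables of estimated counts, made by the authors from the aligned reads without scaling for library size, and 4 tables of the authors' comparisons with naïve mice. In the *RiboTag* comparison tables the authors' group means are plain means of the estimated counts. In the *ME* comparison table the deposited group means are CPM, which the authors made by dividing transcript counts by the library total. The authors' p-values in these tables are an unadjusted p and a step-up FDR from their gene set analysis, the deposited ratio is the quotient of the 2 group means, and the deposited score is the same fold change with a sign. The authors' tables were used for comparison only, and everything else was computed from the counts.

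Libraries are the lines of the count tables, and their group was read from the group entry the table itself gives for each line, which left 0 lines without a group. The names of the lines match no sample label, so each group was mapped as a whole, replicate numbers could not be assigned, and library numbers follow the order of the names within a group. The tables hold 3 naïve *RiboTag* libraries where the labels list 4, and the same 3 serve all *RiboTag* comparisons. The tables list only transcripts or genes with a total of at least 10 counts. Of single genes, 2 that the rule below would name are not reported here. No entry of the count tables lacks a gene name. The mouse line in the labels of total *ME* libraries is *Gfap*-Cre for naïve mice and IM3h and *Sox10*-dependent for IM24h and IM72h. The paper's title of Fig. S1, which holds heat maps of *ME* RNA, names *Sox10*-dependent mice, and its legend of Fig. 1H names them beside *RiboTag* mRNA and total RNA.

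Transcript counts were summed to genes by symbol and rounded to whole numbers. Each time point was compared with naïve mice of the same fraction in edgeR 4.0.16 (R 4.3.3, limma 3.58.1) with TMM normalization, the function filterByExpr as a filter on low counts, and the quasi-likelihood test, two-sided, in 6 comparisons. Genes were counted at the paper's threshold, an unadjusted p under 0.05 and a change of more than 2-fold, and also at a Benjamini-Hochberg adjusted p under 0.05. Group levels are the mean and SD of TMM-scaled CPM, differences of a single gene were also tested by an exact two-sided permutation test of the means, and standard errors belong to the log2 fold change. A gene with 3 counts or fewer in every library of a group was treated as being at the floor, and its change is given as a lower bound against a count of 3. Such floors cover counting error only. The interaction of fraction and treatment was tested in the same way on genes joined by symbol over both fractions. Principal components used log2 CPM with a prior count of 2, centred and not scaled. The number of detected genes used at least 1 count per gene. The ratio of marker genes between fractions used *Actb*, *Hsp90ab1* and *Rplp1* as the reference.

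Genes are named by a rule set before the data were examined. They are every gene the paper names in its text or in Fig. 1E, 1H, 2B, S1A, S1B and S2A for the comparison concerned, the adrenergic receptors of Table S3, and in each comparison the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 whose libraries do not overlap. The acute enteric gliosis list was copied from Table S4. The copy holds 242 genes where the paper's text gives 243, and some of its lines hold their values in another order, so counts on this list rest on 242 genes. Lists of marker genes for epithelium, fibroblasts, glia, interstitial cells of Cajal, macrophages, mesothelium, neurons, neutrophils, proliferating cells and smooth muscle cells were also written down at that time. They were tested with fry of edgeR, two-sided, with adjustment over the 10 lists and 6 comparisons. Coordinates are those of the GENCODE annotation for mm10.

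The tests were tried on simulated data with 200 changed genes and the spread of the real libraries. All simulated changes were larger than the 2-fold threshold and lay in genes above a minimum of expected counts, so the shares found do not hold for smaller changes. In the *RiboTag* comparison at IM3h, 57% of changed genes had an adjusted p under 0.05 and 84.5% an unadjusted p under 0.05, in the *ME* at IM3h 94% and 99.5%, and in the *RiboTag* comparison at IM72h 0% and 28.5%, with 3, 9 and 0 false calls after adjustment. The median dispersion of these libraries was 0.271, 0.0369 and 1.83. With a dispersion of 0.05 for all genes, 100% were found in each comparison. For the interaction, 45% of changed genes were found with the real spread and 95% with the low one, with 0 and 8 false calls. Splits of the libraries into other groups of the same sizes were fitted as the real groups were, with at most 100 splits per comparison.

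Alternatives set at the start were DESeq2 1.42.0 with its size factors, no scaling for library size, scaling by *Actb*, *Hsp90ab1* and *Rplp1*, no filter on low counts, thinning to the smallest library, adjusted p-values, transcripts in place of genes, leaving out each library of a comparison, a minimum of 5 counts, unscaled logarithms of count plus 1 and unit variance for the components, and the library total for the marker ratio. Added after the data had been seen were scaling by the library total, leaving out 6 genes annotated as or overlapping rRNA (AY036118, CT010467.1, mt-Rnr1, mt-Rnr2, Gm42418 and Gm26917) with and without thinning, leaving out libraries for the other results, and the interaction at IM72h. Also added then were a count of the splits that keep the real groups of neither fraction and the number of genes that independent sets of the same sizes would share between time points, as well as a comparison of olfactory and vomeronasal receptor genes with at least 10 counts over the naïve libraries, by their summed CPM. The count tables were read with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and data.table 1.17.8, and the permutation tests were computed in R by listing all regroupings of the libraries, or for the principal components by random permutations of the group labels. GO terms were not tested. Histology, qPCR, protein and cell culture measurements have no deposited file and were left out.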

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

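The tests of other splits of the libraries, of equal library totals and of glial genes at equal totals were set before their results were seen, whereas the tests on rRNA genes, on smooth muscle genes, on glial genes in the *ME* and on splits that keep the real groups of neither fraction were chosen only after the result was seen.

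In *RiboTag* libraries the transcript AY036118 took 66.15% of all counts at IM72h on average (58.0% to 80.1%), against 2.68% to 14.0% in naïve libraries, 2.02% to 10.3% at IM3h and 22.2% to 59.2% at IM24h. The paper does not report on it. AY036118 is annotated as a lincRNA on chromosome 17 from 39847113 to 39848035 and lies inside the rRNA gene CT010467.1, from 39846353 to 39848827 on the same strand. In total *ME* RNA the order was the opposite, with 16.1% to 33.5% in naïve libraries and 2.34% to 3.69% at IM72h. The share there was 24.1% to 25.2% at IM3h and 1.33% to 6.5% at IM24h. By the labels the mouse line of the *ME* libraries changes between IM3h and IM24h, as does the range of library numbers. The drop in the *ME* therefore cannot be ascribed to time after IM. A smaller amount of mRNA relative to rRNA in the pulldown is a candidate explanation, since other rRNA genes also rose. CT010467.1 and the mitochondrial rRNA genes had 0.885 to 2.37 counts per 100 counts outside rRNA in naïve libraries and 13.28 to 29.5 at IM72h. At IM24h they had 5.271 to 17.68, where AY036118 was higher too. At IM3h they had 3.185 to 7.621, above every naïve library, whereas the share of AY036118 did not rise. That time point goes against a single cause for both. Whether less tagged mRNA was present in glia at IM72h or less was recovered by the precipitation was not tested, and the tables hold no measure of RNA yield.

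A single library lay far from the other 3 of its group in 6 of 148 groups tested, where chance gives 7.4, so the pattern of these cases does not go beyond chance. The number of genes detected at IM72h in *RiboTag* libraries was 11729 in library 2 and 8814 to 9057 in the others (gap of 0.9166 of the range). *S100b* at IM3h in *RiboTag* libraries was 2851 CPM in library 4 and 458.4 to 729.4 CPM in the others (0.8867), and without that library its log2 fold change went from 0.38 to −0.60. *Ccl6* at IM24h in *RiboTag* libraries was 130.7 CPM in 1 library and 71.6 to 78.2 CPM in the others (0.8896), and *Gdnf* at IM72h in *ME* libraries was 6.68 CPM in 1 library and 8.23 to 8.28 CPM in the others (0.9719). *Gm10925* and *Gm17711* at IM72h in *ME* libraries had counts in 1 library, with at most 8 and 2 counts, and none in the others (1 for each). No biological explanation was tested for single libraries, and a mislabelled sample cannot be examined without replicate numbers in the tables.

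Fewer genes were detected in *RiboTag* libraries at IM72h than in naïve libraries. Fewer counts outside rRNA genes as the whole cause are argued against by the numbers at equal totals with rRNA genes left out, where the highest IM72h library had 10370 genes and the lowest naïve library 15285. A narrower set of transcripts in the pulldown at IM72h stays open as a biological or technical difference.

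The response to IM differed between *RiboTag* and total *ME* libraries for 292 genes at IM3h and for 3843 genes at IM72h (edgeR interaction of fraction and treatment, adjusted p under 0.05), of which 169 and 355 changed more positively in *RiboTag* libraries. At IM3h, 5 of 100 splits of the libraries within the fractions, the real one included, gave as many genes, the highest other split giving 1494 and the median of the others being 0. A split that keeps the real groups of 1 fraction and mixes the other sets a real response against none, so these 5 splits decide nothing. Of the 84 splits that keep the real groups of neither fraction, the real one included, 1 gave as many genes, and the highest other gave 1. At IM72h 1 of 100 splits, the real one, gave as many, and of the 98 splits that keep the real groups of neither fraction also 1, the highest other giving 1039. By the labels, fraction and mouse line of the naïve libraries go together, so that a difference between the fractions cannot be told apart from one between the lines.

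Glial genes were among those that differed most at IM72h, with a difference of −10.00 for *Sox10* (adjusted p = 4.72e-04), which had 0 to 25 counts in *RiboTag* libraries at IM72h and 3826 to 9191 in naïve libraries. The 12 glial marker genes had a median log2 fold change of −3.28 in *RiboTag* libraries at IM72h, or −2.13 with the 3 genes at the floor set to their bounds. At equal totals with rRNA genes left out, 8 of these 12 genes could be tested. Their median was −2.9299 (−2.69 with 1 gene at its bound, edgeR adjusted p = 5.92e-04), where the median of all genes was −0.28. For these 8 genes this argues against fewer counts as the cause. RNA from smooth muscle in the pulldown stays open, since the 10 smooth muscle genes went both ways (3 positive and 7 negative, median −1.0547, edgeR adjusted p = 0.129), with *Myh11* at 0.30 and *Acta2* at −1.54. Fewer glial cells in the tissue stay open as well, since the 12 glial genes went both ways in total *ME* RNA at IM72h (7 positive and 5 negative, median 0.4123, edgeR adjusted p = 0.149), the median turned to −0.0749 with rRNA genes left out and thinning, where 9 of the 12 genes were tested, and mouse line and sequencing run are confounded with time there. *Sox10* itself rose in total *ME* RNA at IM72h by 2.37 on the log2 scale (edgeR adjusted p = 4.41e-04), whereas *S100b* changed by −0.80, also with an adjusted p under 0.05. The rise of *Sox10* and the paper's report of more SOX10-positive glia at IM72h go against this explanation without deciding it for the list. A lower efficiency of recombination or precipitation in these mice and a change of the glial transcriptome also stay open and were not tested.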

How the results depend on the processing

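The comparisons, the alternatives named first in each paragraph and the rule for naming genes were chosen before the data were examined, and scaling by the library total, leaving out rRNA genes and leaving out libraries for results other than the comparisons were chosen after. Unless stated otherwise the cause was not tested.

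Without scaling for library size, 794 genes were lower in *RiboTag* libraries at IM3h, 165 were higher and 1374 lower at IM24h, and 96 were higher and 4991 lower at IM72h. In the *ME* 4202 were higher and 862 lower at IM24h, and 8092 were higher and 743 lower at IM72h. Higher genes of the gliosis list then numbered 17 at IM24h and 2 at IM72h in *RiboTag* and 136 at IM72h in *ME* libraries. With scaling by *Actb*, *Hsp90ab1* and *Rplp1*, 962 genes were higher at IM3h, 116 higher and 2528 lower at IM24h, and 122 higher and 4416 lower at IM72h in *RiboTag* libraries. In the *ME* it gave 991 higher and 2613 lower at IM3h, 1058 and 2830 at IM24h, and 1380 and 5493 at IM72h. The gliosis list then had 11 higher genes at IM24h and 2 at IM72h in *RiboTag* and 40 at IM72h in *ME* libraries. Scaling by the library total gave 195 higher and 1613 lower genes at IM24h and 113 and 4260 at IM72h in *RiboTag* libraries, and in the *ME* 1879 lower at IM3h, 4957 higher and 592 lower at IM24h, and 5721 and 1181 at IM72h. The gliosis list then had 20 higher genes at IM24h and 2 at IM72h in *RiboTag* and 111 at IM72h in *ME* libraries. By construction these alternatives shift all genes of a library together. The median log2 fold change of all genes at IM72h was −2.60, −2.07 and −2.13 under them in *RiboTag* libraries. *Actb*, *Hsp90ab1* and *Rplp1* themselves had positive changes there at each time point with TMM normalization, so scaling by them holds rising genes constant. More genes changed at IM3h (3325) than at IM72h (3057) in *RiboTag* libraries, but fewer without scaling (3477 and 5087), with scaling by *Actb*, *Hsp90ab1* and *Rplp1* (3087 and 4538) or the library total (3370 and 4373), without a filter (4030 and 5600), with transcripts (4833 and 5900) and by adjusted p (1952 and 2191). With any 1 IM72h library left out, 3621 to 4491 genes changed at IM72h. The order held with DESeq2 (3654 and 3543), with thinning to the smallest library (3321 and 2845) and with rRNA genes left out (3335 and 2159).

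DESeq2 gave 845 higher genes and 21 higher genes of the gliosis list at IM72h in *RiboTag* libraries, and its other gene counts lay within 1.5 times those of edgeR. Adjusted p-values left 659 lower genes at IM3h, 56 higher and 20 lower at IM24h, 142 higher at IM72h, and 12 and 6 higher genes of the gliosis list at IM24h and IM72h in *RiboTag* libraries, by construction of the stricter threshold. In simulated data with the spread of the IM72h libraries 0% of changed genes passed the adjustment. In the real IM72h libraries 2191 genes did so at more than 2-fold, so the simulation does not mirror these data. Genes without an adjusted p under 0.05 at IM72h are still not shown to be unchanged. Without a filter on low counts, 1684 genes were higher at IM24h and 2183 at IM72h in *RiboTag* libraries, with 20 of the gliosis list at IM72h. Transcripts counted as genes gave 3169 higher at IM3h, 1427 lower at IM24h and 5364 lower at IM72h in *RiboTag* libraries. In the *ME* they gave 2841 higher and 1737 lower at IM3h, 3433 higher at IM24h, and 5364 higher and 5639 lower at IM72h, by construction of more entries tested. Thinning to the smallest library left all 12 counts of changed genes within 1.5 times the count at full depth. With rRNA genes left out 1745 genes were lower at IM72h in *RiboTag* libraries, and 821 with thinning as well, by construction at lower depth and with fewer genes tested. The other counts of changed genes stayed within 1.5 times with rRNA genes left out.

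With each library left out in turn, the number of higher genes stayed within 1.5 times in 41 of 41 fits, as did that of the gliosis list in 41 of 41 fits. Lower genes of the gliosis list at IM72h in *RiboTag* libraries were 57 without IM72h library 2, against 30, and the median of the list went from 0.02 to −0.61. Lower genes ranged from 614 to 1527 at IM24h in *RiboTag* libraries, 1527 without IM24h library 1 and 614 without naïve library 2, and from 2533 to 4073 at IM72h, the highest without IM72h library 2. The naïve libraries that the study averaged are the 3 in the tables, so that alternative is the reported result itself. No paired analysis was possible because the count tables carry no replicate numbers, so the planned replicate block was not run.

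A minimum of 5 counts lowered the genes detected to 16701 in naïve libraries and 7704 at IM72h. With rRNA genes left out and thinning, the means were 15914 in naïve libraries and 15323 at IM3h, by construction at lower depth. The order of the means of naïve, IM24h and IM72h libraries was the same under each of these alternatives and with thinning alone, whereas IM3h was above naïve libraries only at full depth and a minimum of 1 count. Without scaling the first 3 principal components held 56.3%, 6.18% and 5.75% of the variance, and with unit variance the first held 31.1%. With each library left out the first component ranged from 34.0% to 38.2%, the second from 11.4% to 13.0% and the third from 11.1% to 12.4%. With the library total as the reference the ratio of *RiboTag* to *ME* libraries was 30.5 for *S100b*, 1.09 for *Ano1*, 1.35 for *Cnn2*, 1.23 for *Myocd* and 1.18 for *Cx3cr1*.

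DESeq2 found 794 genes whose response at IM3h differed between the fractions. With each library left out this number ranged from 80 to 662. It was 80, 106 and 109 without 1 naïve *ME* library each, 83 to 103 without 1 *ME* library at IM3h, and 662 without *RiboTag* IM3h library 4, so it depends on single libraries. At IM72h it ranged from 3133 to 6216, the highest without *RiboTag* IM72h library 2, and was 1444 with rRNA genes left out and thinning.

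Without scaling 39 of 60 results of marker lists kept their direction and their side of the threshold. In *RiboTag* libraries at IM24h the median log2 fold change turned to −0.80 for interstitial cells of Cajal and −0.68 for macrophages and was 0.64 for proliferation without an adjusted p under 0.05. At IM72h it turned to −1.41 for macrophages and passed the threshold for fibroblasts (−2.31), interstitial cells of Cajal (−3.54, or −3.46 with 1 gene at its bound) and smooth muscle (−3.03). In the *ME* the threshold was no longer passed at IM3h for fibroblasts (−1.0), interstitial cells of Cajal (−0.48), proliferation (0.48) and smooth muscle (−0.41), nor for neurons (−0.0934) and smooth muscle (−1.40) at IM24h and mesothelium (−0.33) at IM72h. Signs of the median turned in the *ME* at IM24h for fibroblasts (0.46), glia (0.54) and interstitial cells of Cajal (0.13), and at IM72h for interstitial cells of Cajal (0.10), neurons (0.50) and smooth muscle (0.52), while glia at IM72h passed the threshold (1.31). All genes shifted together, and their median without scaling was −0.98 at IM24h and −2.60 at IM72h in *RiboTag* and −0.15, 0.53 and 0.98 at the 3 time points in *ME* libraries. Relative to that of all genes, the median in the *ME* at IM72h was −0.90 with and −0.88 without scaling for interstitial cells of Cajal, −0.46 and −0.48 for neurons, −0.48 and −0.46 for smooth muscle and 0.39 and 0.32 for glia. At IM24h it was −0.04 and −0.07 for fibroblasts, −0.03 and 0.01 for glia and −0.35 and −0.40 for interstitial cells of Cajal. In *RiboTag* libraries it was 0.51 and 0.30 for macrophages and 0.12 and 0.18 for interstitial cells of Cajal at IM24h, and 1.43 and 1.19 for macrophages at IM72h. With rRNA genes left out and thinning, 52 of 59 results kept theirs. The others were interstitial cells of Cajal at IM24h (−0.0088, reversed), epithelium (−0.16, no longer passing) and proliferation (3.62, passing) at IM72h in *RiboTag* libraries, and proliferation at IM3h (0.55, no longer passing), and, reversed, fibroblasts (0.0832) and glia (0.0214) at IM24h and glia at IM72h (−0.0749) in the *ME*. Of the 60 results, 1 had too few genes left for a test under that alternative.

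For named genes, 69 of 192 results changed under some alternative, mostly by losing or gaining an adjusted p under 0.05. Outside the fits that left out libraries, 1383 values stayed the same, 84 became weaker, 34 stronger and 19 reversed, and in the fits that left out libraries these numbers were 1160, 110, 10 and 6. By construction scaling shifts all genes together here as well. Reversed under scaling by *Actb*, *Hsp90ab1* and *Rplp1* were *Ptpn11* (−0.10) and *S100b* (−0.36) at IM3h and *S100b* at IM72h (−1.20) in *RiboTag* libraries, and *Adra2a* at IM3h (−0.18), *Gfap* at IM24h (−0.44) and *Nfkbia* at IM72h (−0.0715) in the *ME*. Reversed by the library total were *S100b* at IM72h in *RiboTag* libraries (−1.33), and in the *ME* *Adra2a* at IM3h (−0.0340), *Sphk1* at IM24h (0.0018), and *Egr1* (0.0124), *Fos* (0.49) and *Sphk1* (0.38) at IM72h. Reversed without scaling were *S100b* at IM72h in *RiboTag* libraries (−1.90) and *Egr1* (0.36), *Fos* (0.83) and *Sphk1* (0.77) at IM72h in the *ME*. Without a filter *Gfap* at IM24h (−0.0083) and *Fos* at IM72h (0.0293) reversed in the *ME*, as did *Fos* with rRNA genes left out and thinning (0.29). With each library left out, *S100b* at IM3h in *RiboTag* libraries ranged from −0.60 to 0.65, the lowest without IM3h library 4. In the *ME* *Gfap* at IM24h ranged from −0.11 to 0.22, the lowest without IM24h library 3, and *Fos* at IM72h from −0.32 to 0.46, the highest without naïve library 3.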

Differences from the paper's values

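The paper's counts of changed genes come from its text. At IM3h the paper gives 2968 higher genes in *RiboTag* libraries, against 1902 here. Of the alternatives set before the data were examined, DESeq2 (2003), no scaling for library size (2683), no filter on low counts (2265), transcripts counted as genes (3169) and leaving out any 1 naïve library (2018, 2023 and 2042) came within 1.5 times of it, and housekeeping scaling, thinning, adjusted p-values and leaving out IM3h libraries did not. Leaving out rRNA genes (1997) also did, an alternative chosen after seeing the values. At IM24h the paper gives 101 higher genes, against 1013, and scaling by *Actb*, *Hsp90ab1* and *Rplp1* (116) came within 1.5 times as the only one of the alternatives set before the data were examined. At IM24h the paper gives 1703 lower genes, against 895. Of the alternatives set before the data were examined, DESeq2 (1278), no scaling (1374), scaling by *Actb*, *Hsp90ab1* and *Rplp1* (2528), no filter (1170), transcripts (1427) and leaving out IM24h library 1 (1527) or library 3 (1136) came within 1.5 times, whereas adjusted p-values, thinning and leaving out the other libraries did not. Scaling by the library total (1613), chosen after seeing the values, did as well. At IM72h the paper gives 42 higher genes, against 421, and none of the alternatives tried closed this gap, the nearest being 96 without scaling.

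The paper gives 8129 actively transcribed genes at IM24h and 3599 at IM72h, against 14603 and 9656 genes with at least 1 count here. Neither a minimum of 5 counts (13098 and 7704) nor thinning (14334 and 9492), set before the data were examined, closed the gap, and the paper's text does not name its rule. The first principal component holds about 21% of the variance in Fig. 1D, read by eye, against 34.9% here. With unit variance, an alternative set before the data were examined, it was 31.1%, within 1.5 times, whereas it was 56.3% without scaling.

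The paper states that hardly any genes of the gliosis list were higher in the *ME* at later time points, whereas 113 were higher at IM24h and 73 at IM72h. It states that olfactory receptor genes were induced at IM72h, whereas the 3 genes it names had edgeR adjusted p-values of 0.121, 0.227 and 0.239. With DESeq2, set before the data were examined, these were 0.00122, 0.0104 and 0.0185, and *Olfr373* also passed 0.05 without IM72h library 3 (0.0414), while no other alternative brought them under 0.05. It states that the gene expression patterns of the phases do not overlap significantly. Here 402 genes were higher at both IM3h and IM24h, where independent sets of these sizes would share 102 and simulations of unchanged groups with shared naïve libraries gave 19 to 44. For IM3h and IM72h the numbers were 74, 31.8 and 10 to 22, and for IM24h and IM72h 191, 19.2 and 5 to 13, while the significance of the overlap was not tested. Among the inflammatory genes of Fig. S1B, *Il16* had a negative change in the *ME* at IM3h (−1.02). The paper names *Cxcl10* at IM3h and *Ccl6*, *Ccl9* and *Ccl2* at IM24h as higher, and at its unadjusted threshold they were higher here too. They did not pass the adjusted threshold (edgeR adjusted p = 0.0511, 0.0694, 0.132 and 0.364). DESeq2 gave adjusted p = 0.00707 for *Cxcl10*, 0.00135 for *Ccl6* and 0.00399 for *Ccl9*. *Cxcl10* also passed without scaling (0.0364), without a filter (0.0220), with thinning (0.0488) and without naïve library 2 (0.00603) or IM3h library 4 (0.0262), *Ccl6* without a filter (0.0332), and *Ccl9* without IM24h library 3 (0.0323), and *Cxcl10* with rRNA genes left out (0.0456, and 0.0372 with thinning), chosen after seeing the values. Of the genes of Fig. 2B that did not pass, *Vps35* passed with DESeq2 (0.0417) and without scaling (0.0391), *Akap13* with DESeq2 (0.0228) and without scaling (0.0372), and *Adra1a* with DESeq2 (0.0230). *Il6*, named in the discussion, had 0.0522 and passed with DESeq2 (0.00183), without scaling (0.0371), without a filter (0.0272), with thinning (0.0466) and without IM3h library 3 (0.0285).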

Other observations

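The tests on equal totals, shared naïve libraries and other splits of the libraries were set before their results were seen, and the tests on scaling, rRNA genes, vomeronasal receptor genes, mesothelial genes, the library total and number ranges were chosen only after the result was seen.

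At IM24h lower genes outnumber higher genes in *RiboTag* libraries without scaling for library size (89.3% of calls), but were 46.9% of calls with TMM normalization. A difference in library totals as the cause of the imbalance is argued against by 89.21% of calls with scaling by the library total. Counts outside rRNA genes ranged from 1447042 to 3838260 at IM24h and from 4148539 to 4626976 in naïve libraries. Library totals include the rRNA genes, so scaling by them leaves this difference in place. The median log2 fold change of all genes was −0.96 with the library total and −0.11 with TMM normalization. Whether counts outside rRNA genes account for the whole gap between these scalings was not tested. At IM72h lower genes were 86.23% of calls with TMM normalization, 80.82% with rRNA genes left out and 66.8% with thinning as well, which argues against unscaled totals, a few abundant rRNA genes and fewer counts outside them as the whole cause. A loss of glial transcripts and a less specific pulldown at IM72h both stay open. In *RiboTag* libraries at full depth, every IM24h library had fewer genes detected than every naïve library, with means of 14603 and 17982. At equal totals with rRNA genes left out, the highest IM24h library had 15389 genes and the lowest naïve library 15285. The means there were still 13326 and 15914 (exact permutation test, two-sided p = 0.143). Fewer usable counts may account for part of the difference, and whether they account for all of it stays open.

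Other splits of the libraries into groups of the same sizes were fitted to see how many changed genes unrelated groupings give. For *RiboTag* libraries at IM3h, 1 of 35 splits, the real one, gave as many genes as the real groups, and the highest other split gave 1744. At IM24h 2 of 35 splits did so, the other being IM24h libraries 2, 3 and 4 against naïve libraries and IM24h library 1, with 2786 genes against 1908. AY036118 took 22.2% of counts in IM24h library 1 and 32.9% to 59.2% in the others, so that this split follows the share of rRNA. At IM72h 2 of 35 splits did so, the other being IM72h libraries 1, 3 and 4 against the rest, with 4142 genes against 3057. Counted by adjusted p, 2 of 35 did so at IM24h, with 76 genes in the real split and 317 in the highest other, whereas 1 of 35 did so at IM3h (1952 genes and at most 1 in others) and at IM72h (2191 and at most 20). In the *ME*, 1 of 10 splits gave as many genes at IM3h, which is the smallest share 3 libraries against 3 allow, and 1 of 35 did so at IM24h and at IM72h. By adjusted p these were also 1 of 10, 1 of 35 and 1 of 35, and the highest other splits gave 0, 1877 and 1444 genes.

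Counts from genes not transcribed in the tissue are a candidate explanation for the olfactory receptor genes at IM72h. Vomeronasal receptor genes, which the paper does not discuss, rose as well. The 72 with at least 10 counts over the naïve libraries had a log2 ratio of summed CPM of 3.7418. Every IM72h library lay above every naïve library (exact permutation test, two-sided p = 0.0571). This choice is not fully independent of counts at IM72h, since only transcripts with at least 10 counts over a comparison's libraries were listed. With the same naïve libraries it gave 67 genes at IM3h and 69 at IM24h. For 119 olfactory receptor genes chosen alike the ratio was 2.87. With the library total in place of TMM normalization the ratios were 1.83 and 1.01, and at IM3h they were −1.62 and −1.25 with TMM normalization. Single genes went both ways at IM72h, with 51 of 72 and 63 of 119 rising. Comparisons of genes at the floor in naïve mice and of genes that passed the filter decide nothing. Genes with few naïve counts enter both sets only through their counts at IM72h. An induction of receptor genes in glia at IM72h stays open and was not tested. *Olfr544*, named in the paper's discussion, was not analysed here, and *Olfr78* had 0 counts there.

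Of the gliosis list, 113 genes were higher in the *ME* at IM24h and 73 at IM72h, of which 102 and 64 were also higher at IM3h. TMM normalization in place of the library total is argued against as the cause, since 144 and 111 genes were higher with scaling by the library total. With scaling by *Actb*, *Hsp90ab1* and *Rplp1*, 82 were higher and 28 lower at IM24h, and 40 higher and 50 lower at IM72h, where the median of the list was −0.16 and that of all genes −0.58, against 0.46 and 0.02 with TMM normalization. This scaling shifts all genes of a library together, and the list stayed above all genes. The sequencing run or the mouse line of the *ME* libraries cannot be told apart from the time point, since of the naïve libraries 0 carry a number within the range of the IM24h libraries and 0 within that of the IM72h libraries. In *RiboTag* libraries, 51 genes of the list were higher at both IM3h and IM24h. Simulations of unchanged groups with shared naïve libraries gave 0.25 on average. Most genes outside the literature part were chosen on the IM3h libraries against these naïve libraries, which the simulations did not repeat. The simulations therefore cannot decide whether the shared naïve libraries explain the number for the list. Over all genes, 402 were higher at both time points, against 19 to 44 in the simulations and 102 for independent sets of the real sizes.

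Marker lists of cell types were tested with fry of edgeR, two-sided, and their medians are log2 fold changes at IM3h, IM24h and IM72h, with adjusted p in parentheses. No gene is on more than one of these lists, while *C3*, *Dcn*, *Des*, *Gfap*, *Lrrn4*, *Lypd8*, *Myl9* and *Rspo1* are also on the gliosis list, and most genes of every list except neutrophils had enough counts for a test in each comparison. In *RiboTag* libraries the median was −0.92 (0.0788), −2.02 (0.0163) and −1.10 (0.0163) for epithelium, −1.08 (0.00964), −0.36 (0.209) and −0.24 (0.391) for fibroblasts, and −0.54 (0.716), −1.03 (0.0163) and −3.28 (2.65e-05) for glia, the last −2.13 with genes at the floor set to their bounds. It was −0.43 (0.149), 0.01 (0.201) and −1.36 (0.136, or −1.20 with bounds) for interstitial cells of Cajal, −0.88 (0.258), 0.40 (0.998) and 1.03 (0.648) for macrophages, and 0.30 (0.391), −0.63 (0.397) and −2.24 (0.00949) for neurons. For neutrophils it was 2.24 (0.111), 3.92 (0.0547) and 3.81 (0.263), with only 3, 4 and 2 of 8 genes tested, for proliferation 0.66 (0.148), 1.44 (0.0219) and 2.66 (0.144), and for smooth muscle −1.47 (0.0272), −2.20 (0.00949) and −1.05 (0.129).

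In total *ME* RNA the median was 1.13 (0.391), −1.31 (0.148) and 0.15 (0.391) for epithelium, −0.86 (2.36e-04), −0.02 (0.453) and 0.43 (0.00703) for fibroblasts, and −0.30 (0.440), −0.01 (0.149) and 0.41 (0.149) for glia. It was −0.32 (0.00964), −0.33 (0.0788) and −0.87 (7.74e-04) for interstitial cells of Cajal, −0.06 (0.394), 1.76 (0.0146) and 1.97 (2.13e-05) for macrophages, and −0.14 (0.340), −0.61 (0.0287) and −0.44 (2.36e-04) for neurons. For neutrophils it was 5.79 (7.03e-04), 7.20 (0.00964) and 5.52 (0.00233), or 4.27, 6.01 and 3.35 with the 3, 5 and 6 genes at the floor set to their bounds, for proliferation 0.65 (0.0272), 1.79 (0.00352) and 3.21 (7.64e-05), and for smooth muscle −0.29 (0.0380), −1.88 (0.00949) and −0.45 (0.0398). Directions that turn under another scaling are given with the dependence on processing.

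Mesothelial marker genes were lower after IM, with medians of −2.49 (edgeR adjusted p = 0.0146), −3.28 (0.0272) and −7.80 (0.00189) in *RiboTag* and −3.01 (0.00876), −1.70 (0.0691) and −1.32 (0.0163) in *ME* libraries at IM3h, IM24h and IM72h. With the 6 of 11 genes at the floor in *RiboTag* libraries at IM72h set to their bounds, the median there was −3.53. Scaling for library size is argued against as the cause at IM3h, where the medians were −2.0713 in *RiboTag* and −3.1428 in *ME* libraries without it. At that time *Upk3b* changed by −3.19 in *RiboTag* and −4.09 in *ME* libraries and *Msln* by −1.06 and −2.93. A loss of the serosal surface through handling of the bowel may explain this pattern, as a hypothesis that was not tested further.

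By the rule for naming genes, the largest rises and falls were often pseudogenes or near copies of other genes, whose reads could not be checked for sharing between copies. In *RiboTag* libraries these were *Gm6477* (at least 218-fold higher at IM3h and at least 596-fold at IM24h), *Rpl17-ps3* (at least 142-fold and at least 128-fold) and *Gm2099* (at least 167-fold at IM72h). Among genes named by this rule, the largest falls at IM24h were those of *Rpl23a-ps3* (−6.50) and then *Myl9* (−3.69). At IM72h the largest was that of *Sema3b* (at least 51.9-fold lower). In the *ME*, *Capn12* was at least 394-fold higher at IM24h and at least 395-fold at IM72h, *Clec4e* was among the largest rises at IM24h, and *Gm15536* was at least 136-fold and at least 186-fold lower.

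In the authors' own comparison tables, 3268 transcripts were higher and 1010 lower at the paper's threshold in *RiboTag* libraries at IM3h, 231 and 1430 at IM24h, and 62 and 1607 at IM72h, and in the *ME* 1710 and 2132, 7026 and 1110, and 6880 and 1943. These are the authors' calls on 20304, 10279 and 3419 transcripts in *RiboTag* and 22723 in *ME* libraries. Their calls of higher genes on the gliosis list numbered 139, 15 and 1 in *RiboTag* and 137, 142 and 114 in *ME* libraries.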
